# High light and temperature reduce photosynthetic efficiency through different mechanisms in the C_4_ model *Setaria viridis*

**DOI:** 10.1038/s42003-021-02576-2

**Published:** 2021-09-16

**Authors:** Cheyenne M. Anderson, Erin M. Mattoon, Ningning Zhang, Eric Becker, William McHargue, Jiani Yang, Dhruv Patel, Oliver Dautermann, Scott A. M. McAdam, Tonantzin Tarin, Sunita Pathak, Tom J. Avenson, Jeffrey Berry, Maxwell Braud, Krishna K. Niyogi, Margaret Wilson, Dmitri A. Nusinow, Rodrigo Vargas, Kirk J. Czymmek, Andrea L. Eveland, Ru Zhang

**Keywords:** Light stress, C4 photosynthesis, Heat

## Abstract

C_4_ plants frequently experience high light and high temperature conditions in the field, which reduce growth and yield. However, the mechanisms underlying these stress responses in C_4_ plants have been under-explored, especially the coordination between mesophyll (M) and bundle sheath (BS) cells. We investigated how the C_4_ model plant *Setaria viridis* responded to a four-hour high light or high temperature treatment at photosynthetic, transcriptomic, and ultrastructural levels. Although we observed a comparable reduction of photosynthetic efficiency in high light or high temperature treated leaves, detailed analysis of multi-level responses revealed important differences in key pathways and M/BS specificity responding to high light and high temperature. We provide a systematic analysis of high light and high temperature responses in *S. viridis*, reveal different acclimation strategies to these two stresses in C_4_ plants, discover unique light/temperature responses in C_4_ plants in comparison to C_3_ plants, and identify potential targets to improve abiotic stress tolerance in C_4_ crops.

## Abstract (web summary)

Anderson, Mattoon et al. exposed the C_4_ model plant green foxtail *Setaria viridis* to four-hour periods of high light or high temperature and observed transcriptomic, photosynthetic, and ultrastructural changes. Both treatments caused a comparable reduction in photosynthetic efficiency, but the authors identified important differences in key pathways and differential responses in the mesophyll and bundle sheath cells in response to these two treatments.

## Introduction

Several of the world’s most economically important staple crops utilize C_4_ photosynthesis, including *Zea mays* and *Sorghum bicolor*. C_4_ photosynthesis concentrates CO_2_ around Rubisco (ribulose-1,5-bisphosphate carboxylase/oxygenase) by employing biochemical reactions within mesophyll (M) and bundle sheath (BS) cells^1,2^. The high local concentration of CO_2_ near Rubisco favors carbon fixation over photorespiration, which is initiated by the oxygenase activity of Rubisco^1,3^. C_4_ photosynthesis is hypothesized to have been selected by low CO_2_, high light (HL), and high temperature (HT) conditions^4,5^. C_4_ plants typically exhibit higher photosynthetic and water-use efficiencies than their C_3_ counterparts under high light or high temperature^6^. However, C_4_ crops experience more frequent, damaging high light or high temperature stresses in their natural environments than C_3_ crops, with reduced C_4_ crop yield regularly occurring in warmer regions^7^. As the mean global temperature continues to increase, maize yields are estimated to decrease between 4% and 12% for an increase of each degree Celsius^7^. Photosynthesis in maize leaves is inhibited at leaf temperatures above 38 °C. Recent data from 408 sorghum cultivars shows that breeding efforts over the last few decades have developed high-yielding sorghum cultivars with considerable variability in heat resilience and even the most heat-tolerant sorghum cultivars did not offer much resilience to warming temperatures, with a temperature threshold of 33 °C, beyond which sorghum yields start to decline^8^. Under natural conditions, especially at the tops of canopies, direct sunlight can be very intense and thus oversaturate the photosynthetic mechanism in C_4_ plants. Sorghum leaves had reduced stomatal conductance and net CO_2_ assimilation rates after 4 h exposure to high light mimicking nature sunlight^9^. To improve C_4_ crop yields, it is crucial to holistically approach how C_4_ plants respond to high light or high temperature, two of the most influential environmental factors that can compromise C_4_ photosynthesis.

High light responses have been studied extensively in C_3_ plants^10–15^. To cope with reactive oxygen species (ROS) production and photooxidative stress resulting from high light, C_3_ plants have evolved many protective mechanisms which act on different timescales^10,14^. Non-photochemical quenching (NPQ), especially its predominant component, energy-dependent quenching (qE), acts within seconds to dissipate excess light energy as heat^10,16^. The formation of qE depends on the thylakoid lumen pH, the photosystem II (PSII) polypeptide PsbS, and the accumulation of the xanthophyll pigment zeaxanthin^17–19^. In C_3_ plants, under high light, violaxanthin is converted to the intermediate pigment antheraxanthin which is then converted to zeaxanthin by the enzyme violaxanthin de-epoxidase^20^. Accumulation of zeaxanthin is also necessary for the induction of a slower-relaxing component of NPQ, zeaxanthin-dependent quenching (qZ)^21^. State transitions, which restructure the light-harvesting complexes (LHCs) around PSII and PSI, occur on the order of minutes^10,16^. When photoprotective processes are insufficient, high light can result in photoinhibition (qI), which takes hours to recover^10^. Following high light exposure, expansion of the thylakoid lumen, swelling of the grana margin, and de-stacking of the thylakoid grana facilitate PSII repair by promoting accessibility and repair of PSII machinery^15,22–24^. High light stress also results in dynamic transcriptional regulation of photosynthetic genes and induces the abscisic acid (ABA) pathway in the C_3_ model plant *Arabidopsis thaliana* (Arabidopsis throughout)^11^.

High temperature is known to affect many cellular processes in C_3_ plants, including various aspects of photosynthesis^25–29^. C_3_ plants under high temperature have shown decreases in photosynthetic rates, inactivation of Rubisco, reduction of plastoquinone (PQ), and increase in cyclic electron flow (CEF) around photosystem I (PSI)^30^. Arabidopsis leaves treated with high temperature of 40 °C had increased plastoglobuli (PG) formation^31^. PG are thylakoid-associated plastid lipoprotein particles whose size, shape, and counts respond to abiotic stresses^32^. Additionally, high temperature induces the expression of heat shock transcription factors (HSFs), many of which have been implicated in transcriptional responses to numerous abiotic stresses, including high light and high temperature^33^. The induced HSFs increase the expression of heat shock proteins (HSPs), which are chaperone proteins involved in proper protein folding in response to high temperature and other abiotic stresses^34^.

Unlike C_3_ plants, studies on how C_4_ plants respond to high light or high temperature are largely limited, especially the underlying coordination between mesophyll and bundle sheath cells and the multi-level effects of high light and high temperature on photosynthesis, transcriptomes, and ultrastructure of C_4_ plants. A recent study examined the effects of high light stress in the C_4_ grass *Setaria viridis* over 4 days, with sampling points for photosynthetic parameters, sugar quantification, and transcriptome analyses every 24 h^35^. They reported relatively minor transcriptional changes but a large accumulation of sugars without repression of photosynthesis in high-light-treated samples^35^. These results suggest that leaves with prolonged high-light treatment undergo adaptive acclimation and transcriptional homeostasis in a few days. However, the short-term transcriptional responses of C_4_ plants to high light remain largely unknown. In sorghum leaves, high light induced the avoidance response in mesophyll chloroplasts and the swelling of bundle sheath chloroplasts (by cross-section light microscope images), but the underlying mechanisms are unclear^9^. Research about how C_4_ photosynthesis responds to high temperature is mainly limited to biochemical and gas exchange analyses which suggest that high temperature results in Rubisco activation^36^, affects the activities of C_4_ carbon fixation enzymes^37^, and decreases the bundle sheath conductance while increases CO_2_ leakiness^38,39^. Two transcriptome analyses in maize under high temperature have been reported^40,41^, but thorough analysis of C_4_ transcriptome with multi-level effects under high temperature is rare. Additionally, ultrastructural analysis in C_4_ plants under high light or high temperature can help us understand how these two stresses limits C_4_ photosynthesis and affects the coordination between mesophyll and bundle sheath cells, but currently such information is lacking.

To gain deeper insights into the molecular and physiological responses of C_4_ plants to high light or high temperature, we used the green foxtail *Setaria viridis* as a model. *S. viridis* is an excellent model to study C_4_ photosynthesis because of its expanding genetics and genomics toolkit, relatively quick generation time (8~10 weeks, seed to seed), and similarity to agronomically important C_4_ crops, e.g., maize and sorghum^2,42,43^. We hypothesized that high light or high temperature affected C_4_ plants at different levels and linking multi-level changes could improve our understanding of high light or high temperature tolerance in C_4_ plants. We investigated the response of *S. viridis* to moderately high light or high temperature over a 4 h time course at photosynthetic, ultrastructural, and transcriptomic levels (Fig. 1a). We monitored the dynamic changes of transcriptomes, pigments, and ABA levels during the different treatments. We also measured photosynthetic parameters and ultrastructural changes after 4 h treatments, which revealed cumulative changes associated with the different treatments.

**Fig. 1:**
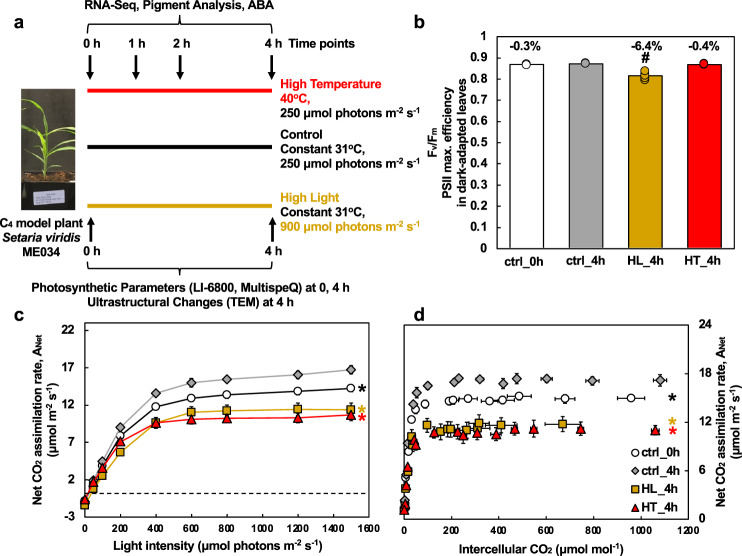
High light and high temperature resulted in a comparable reduction in net CO_2_ assimilation rates and high light also caused significant photoinhibition in *S. viridis* leaves. **a** Experimental overview. We investigated how the C_4_ model plant *S. viridis* ME034 responded to high light or high temperature at different levels. Plants grown under the control condition were treated with control condition or high light or high temperature for 4 h. Leaf tissues from different treatments were harvested at different time points for the analysis of RNA-seq, pigments, and leaf ABA levels. Photosynthetic parameters were measured at 0 and 4 h time points, including gas exchange and chlorophyll fluorescence using LI-6800 and spectroscopic measurements using MultispeQ. Transmission electron microscopy (TEM) analysis was performed to investigate chloroplast ultrastructure changes in leaves after 4 h treatments. **b** High-light-treated leaves had reduced PSII maximum efficiency (*F*_v_/*F*_m_) measured by chlorophyll fluorescence with 20 min dark-adapted leaves. Pound symbols indicate statistically significant differences of ctrl_0h (at the start of treatments), HL_4h (after 4 h HL), and HT_4h (after 4 h HT) compared to ctrl_4h (after 4 h control treatment) using Student’s two-tailed *t*-test with unequal variance (^#^*p* < 0.01). Percentages indicate reduction in *F*_v_/*F*_m_ compared to ctrl_4h. **c**, **d** Net CO_2_ assimilation rates during light response and CO_2_ response, respectively. Most data points of ctrl_0h, HL_4h, and HT_4h were statistically significantly different compared to ctrl_4h using Student’s two-tailed *t*-test with unequal variance, denoted by asterisks at the end of curves. *p*-Values were corrected for multiple comparisons using FDR (^*^p < 0.05, the colors of * match the significance of the indicated conditions, black for ctrl_0h, yellow for HL_4h, red for HT_4h). Mean ± SE, *n* = 3–6 biological replicates.

Although we observed a comparable reduction in photosynthetic efficiency in high-light- or high-temperature-treated leaves, detailed analysis at multiple levels revealed different acclimation strategies to these two stresses in *S. viridis*. The transcriptional changes under high temperature were less extensive and more dynamic than under high light. We revealed different responses of mesophyll and bundle sheath cells under high temperature or high light. The high-light-treated leaves had over-accumulated starch in both mesophyll and bundle sheath chloroplasts, which may increase chloroplast crowdedness and inhibit PSII repair. While both high light and high temperature induced PG formation in chloroplasts, high-temperature-treated mesophyll chloroplasts also had swollen grana. Additionally, we demonstrated the crosstalk between high light response and ABA signaling in C_4_ plants. Our research provides a systematic analysis of high light and high temperature responses in *S. viridis* and identifies potential targets to improve stress tolerance in C_4_ crops.

## Results

### High light or high temperature caused a comparable reduction in photosynthesis and high light also resulted in photoinhibition

*S. viridis* leaves treated with 4 h high light (HL_4h) exhibited significantly reduced maximum efficiencies of PSII (*F*_v_/*F*_m_) as compared to those with 4 h control treatment (ctrl_4h) (Fig. 1b), suggesting high-light-induced photoinhibition. Net CO_2_ assimilation rates (*A*_Net_) were significantly reduced in high-light- or high-temperature-treated leaves in response to changes in light or CO_2_ (Fig. 1c, d). Pre-treatment control leaves (ctrl_0h) also had lower *A*_Net_ as compared to ctrl_4h leaves, suggesting circadian regulation of photosynthesis over the course of the day. The comparisons between different treatments at the 4 h time point should exclude the effects of circadian regulation. Leaf temperature was stable at 31 °C under control and high light treatments while it increased gradually from 31 to 37 °C by the end of 4 h treatment of 40 °C (Supplementary Fig. 1). Stomatal conductance and transpiration rates in response to light were reduced in HL_4h leaves, especially at the beginning of the light response curve (Supplementary Fig. 2a, c). Stomatal conductance and transpiration rate in response to CO_2_ were lower in HL_4h or HT_4h leaves than in ctrl_4h leaves (Supplementary Fig. 2b, d). PSII efficiency and electron transport rates in light-adapted leaves were reduced in HL_4h leaves as compared to ctrl_4h leaves in response to light (Supplementary Fig. 2e, g).

To estimate and model a variety of photosynthetic parameters, we assessed various aspects of leaf-level gas exchange measurements based on the light response curves and CO_2_ response curves (Supplementary Fig. 3). High light or high temperature compromised photosynthetic capacities and reduced several photosynthetic parameters in HL_4h and HT_4h leaves compared to ctrl_4h leaves, including gross maximum CO_2_ assimilation rates (*A*_max_), maximum carboxylation rates (*V*_cmax_), and quantum yields of CO_2_ assimilation (Supplementary Fig. 3a–c). HL_4h leaves had reduced stomatal conductance (*g*_s_) but increased light compensation point as compared to ctrl_4h leaves (Supplementary Fig. 3e, g). HT_4h leaves had reduced light saturation point as compared to ctrl_4h leaves (Supplementary Fig. 3h).

### Transcriptomics revealed important differences in key pathways responding to high light or high temperature

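RNA was isolated from the middle of the fourth fully expanded leaf of *S. viridis* ME034 plants in 10 conditions. These were ctrl_0h, before treatment, and the control, high light and high temperature treatments at 1, 2 and 4 h. Each condition had 4 biological replicates, and each replicate joined 2 leaf segments of 2 cm from 2 plants. The 40 libraries were made with the QuantSeq 3′ FWD kit, which reads the 3′ end of each mRNA, and were sequenced on a HiSeq4000 as paired-end reads. The authors trimmed single-end reads of these with Trim Galore 0.6.2, estimated transcript abundances with Salmon 1.1.0 on the version 2 transcripts of *S. viridis*, and summed them to genes with tximport 1.16.0.

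The authors deposited the estimated counts of all libraries, rounded to whole numbers, and the TPM of each library. Each TPM was the estimated count over the library's total, so gene length did not enter. The files list 38239 genes, of which 13214 were never above 0. The count table has 40 columns. By their values, 4 of them belong to another library than their header names, and 1 of these was not used here because header and values gave different groups. Counts and fold changes therefore rest on n = 3 libraries at HL_1h and n = 4 in every other condition, and TPM values on n = 4 throughout.

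Total counts per library lay between 1422507 and 4901131, with a median of 3694586 over the 39 columns used. At ctrl_0h they lay between 1422507 and 3556205 (median 2454168), at ctrl_1h between 2596369 and 3634011 (median 3436117), at ctrl_2h between 3457646 and 3992858 (median 3694549) and at ctrl_4h between 3827813 and 4449381 (median 4258308). In high light they lay between 3732161 and 3953212 at 1 h (median 3872218), 3941807 and 4120357 at 2 h (median 4073091), and 3324138 and 4020574 at 4 h (median 3517142). In high temperature they lay between 3375590 and 4246405 at 1 h (median 3683697), 3107342 and 4901131 at 2 h (median 3959301), and 3002028 and 4683443 at 4 h (median 3320744).

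The paper tested genes with at least 10 reads in at least 10% of the samples with DESeq2 and called DEGs at FDR < 0.05. Here each treatment was compared with the control of the same time point with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 1 fit over the 10 conditions with TMM normalization. The 14293 genes with at least 10 counts in at least 4 libraries were tested, and a gene was called a DEG at an adjusted p under 0.05. A set of 200 genes given known fold changes in simulated counts was recovered to 78.5%, with 11 false calls among 14293 genes.

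The libraries carry 1 of 2 second indices, AK2941 or AK10751, by their labels. All 4 libraries of ctrl_2h and ctrl_4h carry AK2941, and 3 of 4 libraries of HL_4h and of HT_4h carry AK10751. At 2 h AK10751 is carried by 2 of 4 libraries of HT_2h and 1 of 4 of HL_2h. At 1 h it is carried by 1 of 4 libraries of HL_1h and 2 of 4 of ctrl_1h and of HT_1h. By its values, the count column not used belongs to this library of HL_1h. The count tests at HL_1h therefore rest on libraries with AK2941 alone, by their values. An effect of treatment can thus not be fully told from an effect of the index. This holds for high light at 1 h and for both treatments at 2 and 4 h. Between the indices 986 of 14302 genes (6.89%) differed within conditions at an adjusted p under 0.05 in the same test.

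**Figure D1:**
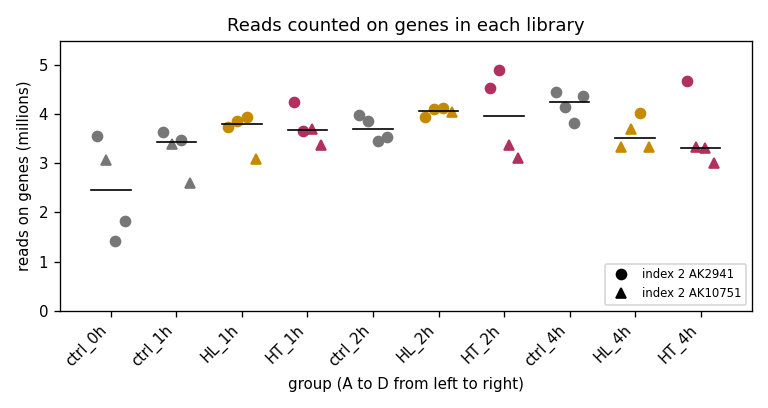
Total counts of each library by condition. They ranged from 1422507 to 4901131, and ctrl_0h had the lowest median at 2454168.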

To investigate the transcriptional patterns that may underlie the photosynthetic phenomena observed above, we performed RNA-seq analysis (Fig. 1a). Principal component analysis (PCA) of transcripts per million (TPM) (Supplementary Data 1) normalized read counts from control, high light, and high temperature treatments showed that the experimental conditions dominated the variance in the dataset (Fig. 2a).

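The PCA used the TPM of the 25025 genes above 0 in any of the 40 libraries, each gene scaled to unit variance as in the default of FactoMineR, the tool the authors named. The alternative that moved the variance of the components most left TPM unscaled, and PC1 then held 40.2% and PC2 25.6% of the variance. With log2(TPM + 1) they held 15.3% and 11.6%, and with the 14293 tested genes only 22.2% and 15.9%.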

**Fig. 2:**
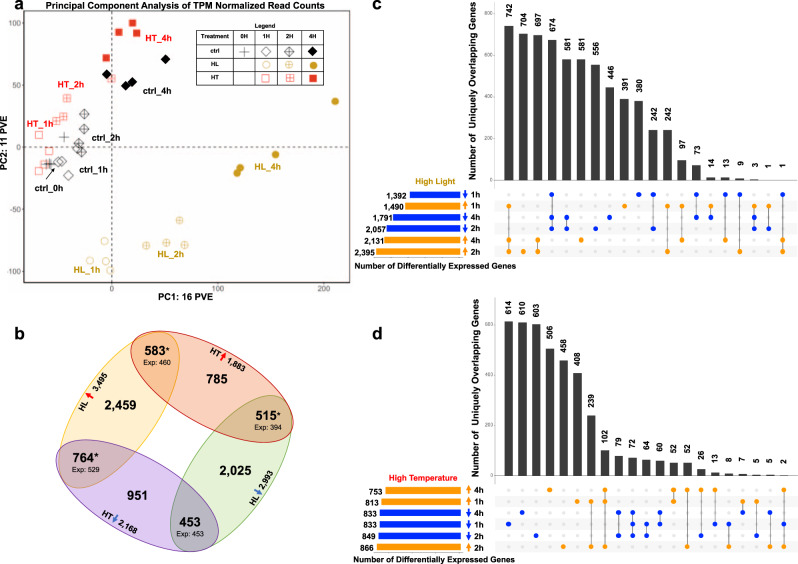
Time-course transcriptome data reveal dynamic responses to high light or high temperature in *S. viridis*. **a** Principal component analysis of TPM (transcripts per million) normalized read counts in control, high-light-, and high-temperature-treated samples. The first two principal components (PC) representing the highest percent variance explained are displayed. PC1 explains 16% of the variance in the dataset and mainly separates the samples based on time. PC2 explains 11% of the variance in the dataset and mainly separates the high light samples from the control and high temperature samples. Black diamonds indicate control samples, yellow circles indicate high light samples, and red squares indicate high temperature samples. Different fillings for these symbols indicate different time points of each treatment. Each treatment and time point have four biological replicates, represented by symbols with the same shape and color. **b** High light and high temperature treatments had more overlapping differentially expressed genes than expected by random chance. Gene sets represent the number of genes differentially regulated in at least one time point in the given condition. Red upward arrows denote up-regulation and blue downward arrows denote down-regulation. Yellow oval denotes high light up-regulated genes, green oval denotes high light down-regulated genes, red oval denotes high temperature up-regulated genes, purple oval denotes high temperature down-regulated genes. Expected values (Exp) are the number of the overlapping genes expected by random chance based on size of the gene lists and background of all genes tested via DeSeq2 (14,302). Numbers above expected values are the actual number of overlapped genes between two conditions. ^*^p < 0.0001, Fisher’s exact test. **c**, **d** High temperature transcriptional responses are more transient than high light. UpSetR plots show number of uniquely overlapping genes between up- and down-regulated gene sets at each time point in high light and high temperature, respectively. Horizontal bars indicate the number of genes up- or down-regulated at each time point. Filled circles indicate the gene sets included in the overlap shown. Vertical bars indicate the number of genes represented in the overlap shown. Overlapping gene sets are arranged in descending order by number of genes. Genes may only belong to a single overlapping gene set and are sorted into the overlapping set with the highest number of interactions.

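PC1 held 16.1% of the variance. Of the spread of the 40 libraries along PC1, 46.4% lay between the 4 time points (permutation test of 100000 resamples, p = 0.00019) and 45.7% between the 3 treatments (permutation test, p = 3e-05). High light against the other 2 treatments alone held 45.7% of it (permutation test, p = 1e-05, the smallest p these resamples allow). Without HL_4h replicate B, PC1 held 14.7% of the variance, the share between time points was 38.2%, that between treatments 55.2% and that of high light against the other 2 treatments 54.9%. Without HL_2h replicate C the shares were 51.8% between time points and 40.1% between treatments, so the near equality of time and light along PC1 depended on single libraries. On log2(TPM + 1) of all libraries the shares were 49.2% and 49.3%.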

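PC2 held 11.1% of the variance. High light against control and high temperature held 46.7% of the spread along PC2 (permutation test of 100000 resamples, p = 1e-05), the 3 treatments 51.3% (permutation test, p = 1e-05) and the 4 time points 40.6% (permutation test, p = 0.00035). Leaving out HL_4h replicate B raised the share between time points to 56.8%.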

Next, we compared differentially expressed genes (DEGs) between high light and high temperature treatments. Genes that were either up- or down-regulated in at least one time point were included in the lists of DEGs for each condition. Utilizing this method, we were able to broadly compare the trends between the high light and high temperature transcriptomes. 

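In high light, 1328 genes were up-regulated and 1298 down-regulated at 1 h, 2361 and 1983 at 2 h, and 1930 and 1797 at 4 h. In high temperature, 724 were up-regulated and 773 down-regulated at 1 h, 769 and 768 at 2 h, and 603 and 801 at 4 h. These are 18.4%, 30.4% and 26.1% of the 14293 tested genes in high light and 10.5%, 10.8% and 9.82% in high temperature. At any time point, high light changed 3342 genes upward and 2919 downward, and high temperature 1621 and 2036.

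Tested directly, high light and high temperature libraries differed in 1994 genes higher and 1859 lower in high light at 1 h, 3027 and 2752 at 2 h, and 2799 and 2303 at 4 h. The size of the difference did not come from depth. With all libraries drawn down to the smallest total of 1422507 counts in 5 data sets, high light had 2.58 times as many DEGs as high temperature (range 2.54 to 2.60). The median SD of log2 CPM between replicates was 0.303, 0.240 and 0.282 in high light at 1, 2 and 4 h and 0.272, 0.260 and 0.220 in high temperature. Closer replicates in high light are therefore not the source of the difference at 1 and 4 h, and at 2 h a part of it from this source is not excluded.

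When the 8 libraries of high light and its control were regrouped in all 35 ways into 4 and 4, or 3 and 4 at 1 h, no other split gave as many DEGs. The next largest gave 1, 0 and 0 DEGs at 1, 2 and 4 h in high light and 47, 13 and 2 in high temperature.

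The alternative that moved a count by the most genes was scaling by total counts only. It gave 3913 genes up and 949 down at HL_4h, with a median log2 fold change of 0.38 over all tested genes. By ratio, the second index as a covariate moved a count most, with the calls at HT_4h lowered to 244 up and 392 down.

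**Figure D2:**
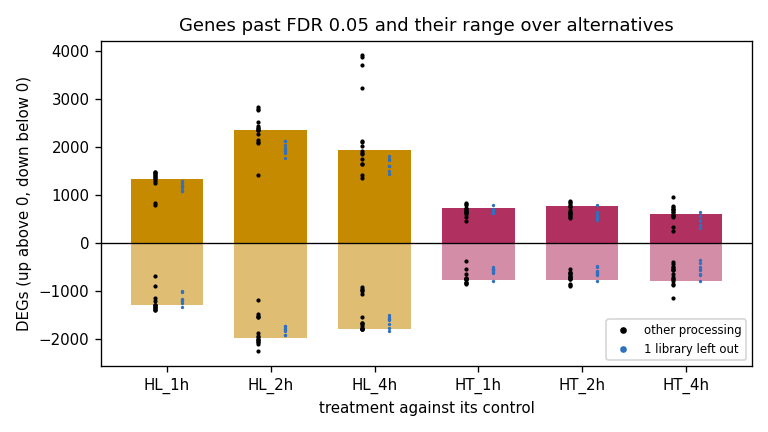
DEGs of each treatment and time point. High light had 2361 genes up and 1983 down at 2 h, and high temperature 769 and 768.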

There were more DEGs identified in the high light dataset than in the hightemperature dataset (Fig. 2b, Supplementary Table 1, and Supplementary Data 2). Significantly more genes were up- or down-regulated in both high-light- and high-temperature-treated transcriptomes than would be expected by random chance (Fig. 2b and Supplementary Data 4). Additionally, significantly more genes were regulated in opposite directions between high light and high temperature transcriptomes than would be expected by random chance. 

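Of the DEGs at any time point, 490 were up-regulated in both treatments where 379 were expected by chance among the 14293 tested genes, a ratio of 1.29 (one-sided Fisher's exact test, p = 9.51e-12). Down-regulated in both were 424 genes where 416 were expected, a ratio of 1.02 (one-sided Fisher's exact test, p = 0.323), which does not exceed chance.

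Both treatments were compared with the same control libraries, which can raise an overlap in the same direction. In 100 simulated data sets with the same controls for both, each high temperature effect was placed on another gene of similar mean count. The ratio was 1.09 (0.993 to 1.21) for genes up in both, where 0 of 100 sets reached the observed one, and 1.23 (1.08 to 1.34) for genes down in both, where the observed one lay below all 100. In a further 100 sets, added after these results were seen, the ratios were 1.09 and 1.23 with shared controls and 1.00 (at most 1.10) and 1.15 (at most 1.23) with simulated controls for each treatment of its own, so sharing accounts for part of them. With 2 control libraries given to each treatment in 6 assignments, the mean ratios were 1.16 (0.839 to 1.40) for genes up in both and 1.14 (0.806 to 1.52) for genes down in both.

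Within the same time point, genes up in both stood at ratios of 1.77, 1.61 and 1.78 at 1, 2 and 4 h, and genes down in both at 1.95, 0.985 and 1.28. In the further sets with shared controls the means were 1.37, 1.25 and 1.17 for genes up in both, with 0 of 100 as large at each time point. For genes down in both they were 1.39, 1.39 and 1.62, with 0, 100 and 100 of 100 as large, so only the overlap at 1 h exceeds them. Over all time points the ratio for genes down in both was 1.73 without the low-count filter and 0.561 against the background of genes called in any contrast, the alternatives that moved it most. Both change the background by construction. For the same gene lists, a larger background raises such a ratio and a smaller one lowers it. Across all tested genes, the log2 fold changes in high light and high temperature correlated at 0.0878, 0.123 and 0.148 at 1, 2 and 4 h (Pearson). By rank (Spearman) the correlations were 0.163, 0.0987 and 0.101, with the highest value at 1 h. The simulated values that follow are Pearson correlations. The 100 simulated sets with effects of this size on unrelated genes gave means of 0.129, 0.123 and 0.135, and the further sets 0.129, 0.121 and 0.134 with shared controls, against 0.000416, 0.00121 and 0.00268 with controls of its own for each treatment. By Pearson, the observed correlations at 2 and 4 h were thus of the size that shared controls alone produce. That at 1 h was lower than in any of the further sets. Spearman correlations were not compared with the further sets, so the low place of 1 h is not shown by rank. Groups without any effect gave 0.483, 0.514 and 0.493 in 20 simulated sets.

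**Figure D3:**
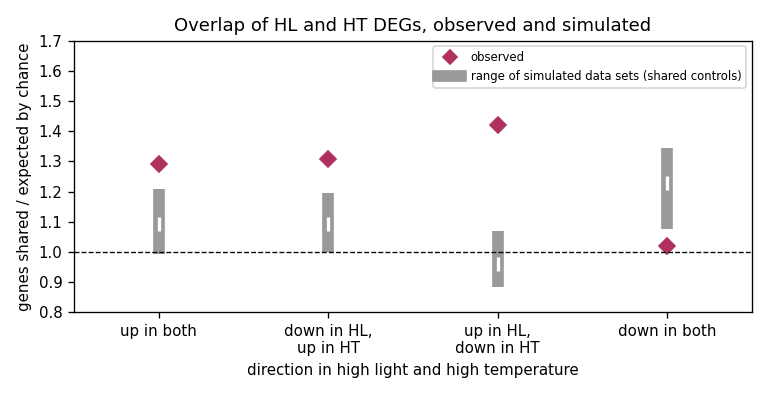
Observed over expected overlap of high light and high temperature DEGs, with the range of 100 simulated data sets. Genes up in both stood at 1.29 and genes down in both at 1.02.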

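Genes down-regulated in high light and up-regulated in high temperature numbered 433 where 331 were expected, a ratio of 1.31 (one-sided Fisher's exact test, p = 5.52e-11). Genes up-regulated in high light and down-regulated in high temperature numbered 676 where 476 were expected, a ratio of 1.42 (one-sided Fisher's exact test, p = 5.25e-28). With high temperature effects placed on other genes of similar mean count, 100 simulated data sets gave ratios of 1.09 (1.00 to 1.19) and 0.961 (0.884 to 1.07), and 0 of 100 were as large as observed in either direction. In a further 100 sets, added after these results were seen, the ratios were 1.14 (1.03 to 1.24) and 0.990 (0.898 to 1.06) with simulated controls for each treatment of its own and 1.09 and 0.958 with shared ones, so sharing lowers them. With 2 control libraries for each treatment the observed mean ratios were 1.72 (1.39 to 2.07) and 2.09 (1.50 to 2.35). Within the same time point they were 1.46, 1.12 and 1.09 for genes down in high light and up in high temperature, and 1.07, 0.985 and 1.40 for the reverse, at 1, 2 and 4 h. Of the further sets with shared controls, 0, 31 and 20 of 100 were as large in the first direction and 4, 1 and 0 of 100 in the second. Among genes called in any comparison only, the ratios were 0.720 and 0.781. This background leaves out genes called in no comparison, which lowers such a ratio by construction, so these values do not argue against an excess.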

To visualize how DEGs were conserved between time points within treatments, we plotted the overlaps between up- and down-regulated genes at each time point. In high-light-treated samples, 742 genes were up-regulated at 1, 2, and 4 h time points, representing the largest subset of uniquely overlapping genes and the core high-light-induced genes (Fig. 2c and Supplementary Data 3). Similarly, 674 genes were down-regulated at all the three time points of high light treatment, representing the core high-light-reduced genes. Conversely, in the high-temperature-treated samples, the expression pattern was dominated by genes differentially expressed at a single time point (Fig. 2d), indicating that the transcriptional response to high temperature was more transient and dynamic than that to high light. 

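Here 623 genes were up-regulated at all 3 time points of high light. They were not the largest subset, since 787 genes were up-regulated at 2 h only and 711 at 2 and 4 h. The other subsets held 516 genes at 4 h only, 385 at 1 h only, 240 at 1 and 2 h, and 80 at 1 and 4 h. With DESeq2 on the reads behind all 40 TPM files, a setting chosen after the values were seen, the genes up at all time points numbered 742 and were the largest subset, before 713 at 2 h only and 697 at 2 and 4 h. The alternative furthest from 623 was limma on log2(TPM + 1) with 863 genes, where 1398 genes at 4 h only were the largest subset.

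By the size of change, the largest rises at 1 h of high light were in *ELIP_B* (Sevir.2G057800), *ELIP_A* (Sevir.2G057500) and Sevir.3G258700. *ELIP_B* changed by a log2 fold change of 9.53 (standard error 0.49, adjusted p = 1.18e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 1 h, 9.49 (standard error 0.49, adjusted p = 1.09e-17 from the same test) at 2 h and 9.59 (standard error 0.49, adjusted p = 4.32e-18 from the same test) at 4 h. Its level was 1728 ± 496 TPM (SD, n = 4) at HL_1h and 2.34 ± 1.50 TPM at ctrl_1h. *ELIP_A* had at most 3 counts in any ctrl_1h library, so its rise is at least 221-fold at 1 h, and at least 59.7-fold at 4 h. Reads of these near-identical copies may have been split between them, so their separate values are uncertain. Sevir.3G258700 rose at least 41.9-fold at 1 h and 11.5-fold at 2 h. Sevir.9G242900 had 0 counts in ctrl_4h and between 318 and 889 in HL_4h, a rise of at least 166-fold. Sevir.1G053400 rose at least 5.56-fold at 2 h.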

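Down-regulated at all 3 time points of high light were 632 genes here. In 609 more the fall was called at 2 and 4 h, in 531 at 2 h only, 481 at 4 h only, 380 at 1 h only, 211 at 1 and 2 h, and 75 at 1 and 4 h. DESeq2 on the reads behind all TPM files gave 674.

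The largest falls at 1 h were in Sevir.3G262500, Sevir.4G293000 and Sevir.5G037800, which had at most 1 count in HL_1h, so that the falls are at least 8.50-fold, 23.1-fold and 12.3-fold. Sevir.4G293000 also had the largest but 1 fall at 2 h, of at least 64.9-fold, between Sevir.9G109000 with at least 301-fold and Sevir.2G363500 with at least 16.2-fold. Such bounds are for the mean of the higher group. For Sevir.9G109000 the ctrl_2h libraries ranged from 100 to 1820 counts, so its size is uncertain. Sevir.1G373000 changed at 4 h by a log2 fold change of −8.19 (standard error 0.47, adjusted p = 2.18e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The next largest falls at 4 h were −7.05 (standard error 0.48, adjusted p = 3.87e-14 from the same test) in Sevir.5G112300 and −6.62 (standard error 0.54, adjusted p = 3.23e-12 from the same test) in Sevir.4G238100.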

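In high temperature, 3025 of 3657 changed genes, counted once for each direction, were called at a single time point (82.7%), 483 at 2 time points and 149 at all 3 (4.07%). In high light, 3080 of 6261 were called at a single time point (49.2%), 1926 at 2 and 1255 at all 3 (20.0%). Among genes up in high temperature, 380 were called at 1 h only, 415 at 2 h only and 433 at 4 h only, and among genes down 596, 583 and 618.

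A gene with a constant effect can miss the threshold at some time points, more so where effects are small, so a single-time share is expected without any change over time. In 20 simulated data sets with constant effects at the observed depth and spread, the single-time share was 63.4% (61.0 to 65.5) for high temperature and 43.0% (41.9 to 44.0) for high light. In both treatments 0 of 20 sets reached the observed share. These sets had fewer changed genes than observed, 1032 on average in high temperature and 4146 in high light. The constant effects were therefore also enlarged until about as many genes were called as observed, a test added after these results were seen. Matched to the mean number of DEGs per time point (1479 in high temperature and 3566 in high light), the single-time share was 54.8% (52.9 to 56.3) and 37.0% (36.0 to 38.4). Matched to the changed genes at any time point, it was 49.8% (48.8 to 51.0) and 32.6% (31.5 to 33.6). None of the 20 sets of any match reached the observed share.

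Change over time was also tested directly, as the difference of 2 treatment effects. In high temperature, 159 genes rose and 175 fell from 1 to 2 h, 288 rose and 211 fell from 2 to 4 h, and 335 rose and 384 fell from 1 to 4 h. In high light, 137 rose and 114 fell from 1 to 2 h, 9 rose and 3 fell from 2 to 4 h (1230 genes at an unadjusted p under 0.05, where about 5% of 14293 fall by chance), and 298 rose and 320 fell from 1 to 4 h. With 1 library left out, the counts from 1 to 2 h were 25 to 284 up and 29 to 327 down in high temperature. In high light they were 64 to 171 and 59 to 145. Which treatment changed more genes from 1 to 2 h therefore depended on single libraries. An effect that changed between any 2 time points was found for 1268 genes in high temperature and 730 in high light, where the 20 sets with constant effects had at most 0 and 1. Of these, 1104 and 717 were called in the treatment at some time point, which is 30.6% and 11.5% of the 3611 and 6227 genes called. Among genes called at a single time point, 30.4% in high temperature and 8.92% in high light had such a change. In fits of the 4 groups alone, treated and control libraries were also regrouped at random within each time point, for 25 groupings with the true one. From 2 to 4 h in high temperature the true groups gave 939 genes and 1 other grouping 1014. From 1 to 4 h in high light the true groups gave 222 genes and 2 other groupings 527 and 1533. All 3 of these kept or exchanged the 4 h groups as a whole, so that the effect of treatment entered the difference. In the other 4 comparisons over time no other grouping gave as many. From the single time points the paper concludes that the response to high temperature was more transient and dynamic than that to high light.

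The alternatives that moved the single-time counts of high temperature most gave 967 genes up, with the second index as a covariate on the reads behind the TPM files, and 1227 genes down, with at least 10 counts in every library.

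**Figure D4:**
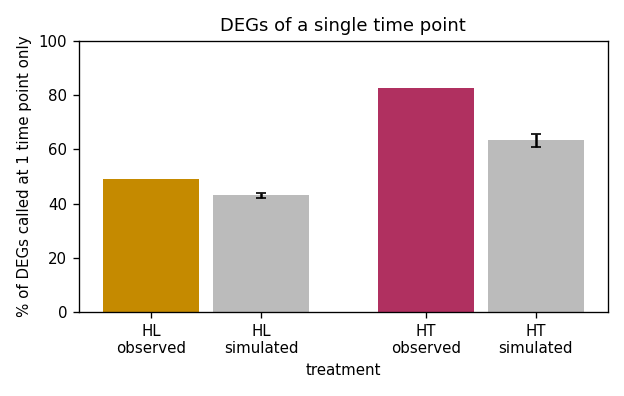
Share of changed genes called at a single time point, observed and in 20 simulated data sets with constant effects. It was 82.7% against 63.4% in high temperature and 49.2% against 43.0% in high light.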

In high-temperature-treated samples, 102 and 72 genes were up- and down-regulated at all the three time points, representing the core high-temperature-induced and -reduced genes, respectively.

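Up-regulated at all 3 time points of high temperature were 82 genes here, and down-regulated 67. DESeq2 on the reads behind all TPM files gave 107 and 74.

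The largest rises at 1 h were in *HSP21* (Sevir.9G474300) with 0 counts in ctrl_1h and a rise of at least 168-fold, in Sevir.3G179600 with at least 77.2-fold, and in *HSP17.6C* (Sevir.9G462200). This *HSP17.6C* copy changed by a log2 fold change of 10.88 (standard error 0.66, adjusted p = 4.15e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 1 h and 4.24 (standard error 0.65, adjusted p = 8.78e-05 from the same test) at 4 h. Its level was 2292 ± 1200 TPM (SD, n = 4) at HT_1h and 1.22 ± 0.851 TPM at ctrl_1h. Its reads may have been shared with other copies of *HSP17.6C*, so the value of each copy is uncertain. At 2 h the largest rises were in another *HSP21* (Sevir.6G132300) with at least 50.1-fold, in *HSP17.6C* (Sevir.5G090900) with at least 10.4-fold, and in Sevir.7G066700 with a log2 fold change of 6.91 (standard error 0.54, adjusted p = 1.59e-11 from the same test). At 4 h Sevir.9G258700 rose at least 13.2-fold and Sevir.8G121700 by 3.51 (standard error 0.78, adjusted p = 0.00376 from the same test).

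The largest falls at 1 h were −5.32 (standard error 1.27, adjusted p = 0.00428 from the same test) in Sevir.9G136501 and −3.62 (standard error 0.74, adjusted p = 7.68e-04 from the same test) in Sevir.7G238900, and at least 10.0-fold in Sevir.9G335200. At 2 h they were at least 4.34-fold in Sevir.1G145609, −4.53 (standard error 0.79, adjusted p = 1.48e-04 from the same test) in Sevir.2G346100 and −4.47 (standard error 0.82, adjusted p = 3.11e-04 from the same test) in Sevir.7G206600. At 4 h they were −3.29 (standard error 0.62, adjusted p = 0.00120 from the same test) in *DNAJ/HSP40* (Sevir.7G078100), −3.24 (standard error 0.47, adjusted p = 4.71e-05 from the same test) in Sevir.2G294100 and at least 4.85-fold in Sevir.5G051250. Some sizes depended on 1 library, though the calls held. *DNAJ/HSP40* stood at −2.44 without ctrl_4h replicate A. Sevir.7G238900 stood at −2.77 without ctrl_1h replicate A, and Sevir.9G136501 at −4.42 without ctrl_1h replicate D.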

To reveal transcriptional changes that may explain the reduced photosynthesis under high light or high temperature, we grouped DEGs into several key pathways. Investigation of genes related to the light reaction of photosynthesis revealed that many genes involved in PSII assembly/repair and photoprotection (e.g., *PsbS*) were up-regulated in high light, while many genes relating to LHCII and the core complexes of PSII/PSI were down-regulated in high light (Fig. 3a, b). 

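The pathway lists were those of Supplementary Data 6, and each list with at least 5 tested genes was tested as a whole with limma's camera at an inter-gene correlation of 0.01, adjusted by Benjamini-Hochberg over 33 lists and 6 comparisons. Of these 198 tests 36 passed an adjusted p of 0.05, with 26 in high light and 10 in high temperature. Limma's fry, which keeps the correlation between genes, called 35 of the 36 and more in all, with 47 in high light and 24 in high temperature. Fry asks whether a list changed at all, and camera whether it changed more than the other genes. Calls by fry are therefore no repeat of camera's test. With the correlation estimated for each list only 6 passed, which were photoprotection at the 3 time points of high light, small HSPs at HT_1h and HT_2h, and large HSPs at HT_1h. Libraries were also regrouped in 35 splits. Counting the true split, as many lists were called in 5, 1 and 3 of 35 at HL_1h, HL_2h and HL_4h. In high temperature these were 6, 14 and 14 of 35. Only at HL_2h did no other split give as many lists. The authors curated the lists from MapMan annotations and literature. Whether these samples guided the choice is not stated, so the tests may not be independent evidence.

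Photoprotection rose in high light with a median log2 fold change of 1.10, 1.09 and 1.29 at 1, 2 and 4 h (camera with Benjamini-Hochberg adjustment, adjusted p = 1.59e-12, 2.16e-10 and 1.56e-12). Of its 12 tested genes 8, 8 and 9 were up and 0 down, and 9, 8 and 10 were up when adjusted over the list alone. PSII assembly/repair had medians of 0.24, 0.40 and 0.29 (camera, adjusted p = 2.89e-04, 2.68e-04 and 0.00657). Of its 41 genes 15, 19 and 16 were up and 1, 3 and 6 down. At 4 h this call rests on 1 library, since without ctrl_4h replicate A it was 0.0671 in the same camera test (range 1.25e-04 to 0.501 over the 16 alternatives).

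PSII complex fell by medians of −0.67 at 2 h and −1.16 at 4 h (camera, adjusted p = 0.00105 and 6.49e-08), with 7 and 8 of 9 genes down and 0 up. PSI fell by −0.55 and −1.31 (camera, adjusted p = 0.0376 and 3.66e-06), with 10 and 12 of 21 genes down and 2 and 2 up. LHCII fell at 4 h by −0.78 (camera, adjusted p = 0.00102), with 8 of 9 genes down and 1 up. The PSI call at 2 h was lost with 4 of the 8 libraries left out in turn, and without ctrl_2h replicate B it was 0.0865 in the camera test.

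*PsbS* (Sevir.5G400800) stood at 12868 ± 2048 TPM (SD, n = 4) at HL_2h against 4718 ± 512 TPM at ctrl_2h, a log2 fold change of 1.34 (standard error 0.20, adjusted p = 2.67e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 4 h it stood at 10656 ± 1495 TPM against 2314 ± 371 TPM, a change of 1.90 (standard error 0.21, adjusted p = 4.03e-09 from the same test). At 1 h it stood at 13098 ± 2777 TPM against 8264 ± 2228 TPM, and the change of 0.48 (standard error 0.21, adjusted p = 0.122 from the same test) was not called. Without ctrl_1h replicate D it was 0.73 (adjusted p = 0.0108 from the same test), in a range of adjusted p from 0.00232 to 0.349 over the 13 alternatives, 8 of which called it. Among these 8 were all fits to TPM or to the reads behind the TPM files, which used 4 libraries of HL_1h. The reported test used 3. Fits to these reads were chosen after the values were seen.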

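*STN7* (Sevir.3G162600) stood at 389 ± 14.1 TPM (SD, n = 4) at HT_1h against 288 ± 39.5 TPM at ctrl_1h, a log2 fold change of 0.47 (standard error 0.13, adjusted p = 0.0114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 2 h its level was 429 ± 49.7 TPM against 382 ± 6.45 TPM, a change of 0.21 (standard error 0.12, adjusted p = 0.310 from the same test), and at 4 h it was 318 ± 11.0 TPM against 349 ± 19.1 TPM, a change of −0.23 (standard error 0.13, adjusted p = 0.252 from the same test). The call at 1 h was lost with 2 groups per fit and without the low-count filter (adjusted p from 5.19e-04 to 0.132 over the 13 alternatives in edgeR, DESeq2 and limma). In high light it changed by −0.36 (standard error 0.13, adjusted p = 0.0251 from the same test) at 2 h and −0.59 (standard error 0.13, adjusted p = 4.51e-04 from the same test) at 4 h, and the fall at 2 h was lost in 2 of 8 fits with 1 library left out, most without HL_2h replicate D (adjusted p = 0.0561 from the same test), and in 5 of 15 alternatives, among them total counts only and limma on TPM (adjusted p from 0.00380 to 0.0957 over the 15 alternatives). The fall at 4 h was lost in 2 of 15, with total counts only and with limma and a filter at 1 TPM (adjusted p from 3.05e-06 to 0.0520 over the 15 alternatives).

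*TAP38* (Sevir.5G198100) stood at 100.6 ± 16.5 TPM (SD, n = 4) at HT_2h against 185 ± 11.6 TPM at ctrl_2h, a log2 fold change of −0.84 (standard error 0.16, adjusted p = 4.03e-04 from the same test). At 1 h it stood at 98.4 ± 16.2 TPM against 141 ± 46.6 TPM, a change of −0.48 (standard error 0.16, adjusted p = 0.0474 from the same test). This call was lost in 6 of 8 fits with 1 library left out, most without ctrl_1h replicate C, where the change was −0.32 (adjusted p = 0.231 from the same test), and in 6 of 13 alternatives (adjusted p from 0.0242 to 0.287 over the 13 alternatives). At 4 h the levels were 87.1 ± 4.55 TPM and 101.1 ± 6.06 TPM, a change of −0.31 (standard error 0.16, adjusted p = 0.224 from the same test). *TAP38* fell at HL_2h too, with −0.59 (standard error 0.16, adjusted p = 0.00397 from the same test). In 4 of the light-reaction lists, 28 of 41 tested genes of PSII assembly/repair changed at any time point of high light and 16 in high temperature, 8 and 0 of 9 genes of PSII complex, 9 and 1 of 9 of LHCII, and 15 and 3 of 21 of PSI.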

Although high temperature treatment did not result in the same extent of differential regulation of light-reaction-related genes as high light, STN7, a kinase involved in state 1 to state 2 transitions^44^ was induced, while TAP38, a phosphatase involved in state 2 to state 1 transitions^45^ was repressed in high-temperature-treated leaves (Supplementary Fig. 4a). This suggests a possible heat-induced state transition to move the mobile LHCII from PSII (state 1) to PSI (state 2). Additionally, several genes related to the chloroplast NDH (NADPH dehydrogenase) complex were up-regulated in the high temperature treatment (Fig. 3b). Furthermore, when investigating genes involved in CEF (Supplementary Fig. 4), we found that key components of CEF, *PGR5 (proton gradient regulation 5)*^46^ and two copies of *PGRL1 (PGR5-like photosynthetic phenotype 1)*^47^, were induced under high temperature, suggesting heat-induced CEF around PSI.

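Of the 32 tested genes of the NDH complex, 4, 5 and 5 were up at HT_1h, HT_2h and HT_4h, and 1, 1 and 0 down. Adjusted over the list alone, 4, 5 and 9 were up and 8, 1 and 0 down. The list as a whole rose at HT_2h with a median log2 fold change of 0.17 and at HT_4h with 0.32 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0147 and 3.65e-04). At HT_1h its median was −0.24 (camera, adjusted p = 0.435). The call at HT_2h was lost in 2 of 8 fits with 1 library left out, as without ctrl_2h replicate A it was 0.145 in the camera test, and it was lost with the second index as a covariate (range 0.00169 to 0.658 over the 16 alternatives). In high light the list fell at 1 h with a median of −0.29 (camera, adjusted p = 0.0455), a call that 4 of 7 fits with 1 library left out lost.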

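*PGR5* (Sevir.6G259600) stood at 492 ± 10.8 TPM (SD, n = 4) at HT_4h against 345 ± 39.0 TPM at ctrl_4h, a log2 fold change of 0.40 (standard error 0.13, adjusted p = 0.0450 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its changes at 1 and 2 h of high temperature were 0.12 (standard error 0.13, adjusted p = 0.654 from the same test) and 0.20 (standard error 0.13, adjusted p = 0.356 from the same test). The call at 4 h was lost in 5 of 8 fits with 1 library left out, most without ctrl_4h replicate A (adjusted p = 0.177 from the same test, in a range from 0.00218 to 0.164 over the 15 alternatives). *PGR5* also rose at HL_1h, by 0.47 (standard error 0.14, adjusted p = 0.0144 from the same test).

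The *PGRL1* copies may share reads, so the value of each is uncertain. *PGRL1_A* (Sevir.2G115600) stood at 858 ± 68.1 TPM (SD, n = 4) at HT_1h against 651 ± 154 TPM at ctrl_1h, a change of 0.44 (standard error 0.13, adjusted p = 0.0223 from the same test), and at 1298 ± 158 TPM at HT_4h against 868 ± 80.9 TPM at ctrl_4h, a change of 0.48 (standard error 0.13, adjusted p = 0.0142 from the same test). At 2 h its change of 0.26 (standard error 0.13, adjusted p = 0.204 from the same test) was not called. Leaving out 1 library lost the call at 1 h in 2 of 8 fits, most without ctrl_1h replicate D (adjusted p = 0.0814 from the same test), and 4 of 13 alternatives lost it too (adjusted p from 0.00242 to 0.207 over the 13 alternatives). The call at 4 h was lost with the second index as a covariate (adjusted p = 0.0758 from the same test, in a range from 7.13e-04 to 0.0758 over the 15 alternatives). In high light *PGRL1_A* was called down at 2 h (adjusted p = 0.0380 from the same test) and 4 h (adjusted p = 0.0226 from the same test). These calls were lost in 4 and 2 of 8 fits with 1 library left out, and in 5 and 7 of 15 alternatives.

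*PGRL1-B* (Sevir.9G004600) stood at 934 ± 123 TPM (SD, n = 4) at HT_1h against 751 ± 82.0 TPM and at 1092 ± 115 TPM at HT_2h against 891 ± 74.6 TPM. Its changes of 0.35 (standard error 0.13, adjusted p = 0.0875 from the same test) at 1 h and 0.34 (standard error 0.13, adjusted p = 0.0930 from the same test) at 2 h were not called, nor was −0.29 (standard error 0.13, adjusted p = 0.156 from the same test) at 4 h. DESeq2 called the changes at 1 and 2 h (adjusted p from 0.0332 to 0.310 over the 13 alternatives at 1 h and from 0.0336 to 0.281 over the 15 alternatives at 2 h). In high light it fell at 2 h by −0.46 (standard error 0.13, adjusted p = 0.00690 from the same test) and at 4 h by −0.82 (standard error 0.13, adjusted p = 8.91e-06 from the same test). From *PGR5* and *PGRL1* the paper proposes heat-induced cyclic electron flow around PSI.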

**Fig. 3:**
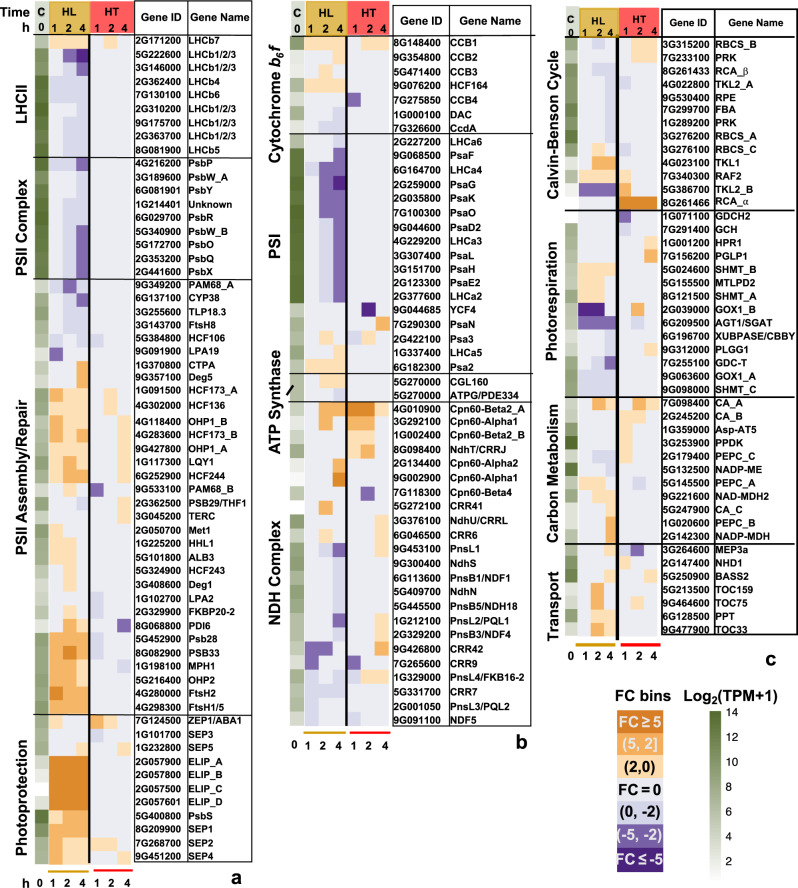
High light differentially regulated genes involved in photosynthesis more than high temperature. **a**, **b** Genes related to light reaction of photosynthesis and photoprotection. **c** Genes related to carbon metabolism and chloroplast transport. The first green column displays log_2_(mean TPM + 1) at ctrl_0h (at the start of treatments, C). TPM, transcripts per million, normalized read counts. Heatmap displays the fold change (FC) bin of DeSeq2 model output values at 1, 2, and 4 h of high light or high temperature versus control at the same time point (*q* < 0.05). FC bins: highly induced: FC ≥ 5; moderately induced: 5 > FC ≥ 2; slightly induced: 2 > FC > 0; not differentially expressed: FC = 0; slightly repressed: 0 > FC > −2; moderately repressed: −2 ≥ FC > −5; highly repressed: FC ≤ −5. Gene ID: *S. viridis* v2.1 gene ID, excluding “Sevir”. All genes presented in the heatmaps were significantly differentially regulated in at least one time point.

Under high light treatment, the transcriptional changes of genes involved in the Calvin-Benson cycle were less extensive than those involved in the light reactions of photosynthesis (Fig. 3c). 

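At any time point of high light, 3 of the 29 tested genes of the Calvin-Benson cycle rose and 8 fell, so that 37.9% changed. Of the light-reaction lists, 68.3% changed in PSII assembly/repair, 83.3% in photoprotection, 71.4% in PSI, 88.9% in PSII complex and 100% in LHCII, and also 56.3% in the NDH complex, 50% in ATP synthase, 41.7% in cytochrome *b*_6_*f* and 30% in ferredoxin, the only one of these below the Calvin-Benson cycle. At the single time points, 1, 3 and 2 Calvin-Benson genes were up and 0, 3 and 7 down at 1, 2 and 4 h. The list as a whole had medians of −0.10, −0.14 and −0.19 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.779, 0.551 and 0.0677). With genes at few counts taken at their bound, the medians at 2 and 4 h were −0.08 and −0.22. Limma's fry called the list at 4 h.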

Rubisco activase (RCA) is essential for CO_2_ fixation by maintaining the active status of Rubisco^48,49^. The *S. viridis* genome has two adjacent genes encoding RCAs (Supplementary Fig. 5). Protein sequence alignment of the two *S. viridis* RCAs with Arabidopsis RCAs revealed one SvRCA-α that retains the two conserved redox-sensitive cysteine residues as in *AtRCA_α*, and one SvRCA_β that has a higher basal expression (approximately 700-fold higher) than *SvRCA_α* and possibly the major RCA in *S. viridis*. 

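At ctrl_0h, before treatment, *RCA_β* (Sevir.8G261433) stood at 1453 ± 212 TPM (SD, n = 4) and *RCA_α* (Sevir.8G261466) at 1.02 ± 0.772 TPM (SD, n = 4). The ratio of the means is 1419. It rests on 2, 2, 1 and 4 counts of *RCA_α* in the 4 libraries, and the ratio within libraries was 2222, 1989, 2269 and 767. With each library left out in turn the ratio lay between 1243 and 2160. From mean counts it was 1529, and the alternative that moved it most, a pseudocount of 1 TPM on both genes, gave 718. The paper's value is approximately 700. The 2 genes may share reads where their 3′ ends are alike, and few reads assigned wrongly would change the ratio.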

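*RCA_α* (Sevir.8G261466) stood at 15.0 ± 9.16 TPM (SD, n = 4) at HT_1h, 10.9 ± 1.83 TPM at HT_2h and 1.35 ± 0.720 TPM at HT_4h. At the same time points the controls stood at 0.0735 ± 0.147 TPM, 0.137 ± 0.159 TPM and 0.112 ± 0.225 TPM. The rise was called at 1 h (adjusted p = 6.05e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2 h (adjusted p = 1.07e-07) and 4 h (adjusted p = 0.0233). No control library held more than 2 counts, so the rises are lower bounds of at least 16.9-fold, 13.9-fold and 1.74-fold. The call at 4 h was lost in 5 of 8 fits with 1 library left out, most without ctrl_4h replicate B (adjusted p = 0.0738 from the same test), and with the second index as a covariate (adjusted p = 0.0821 from the same test, in a range from 0.0124 to 0.102 over the 14 alternatives).

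In high light *RCA_α* stood at 0.0632 ± 0.126 TPM, 0.0619 ± 0.124 TPM and 0.211 ± 0.262 TPM at 1, 2 and 4 h. *RCA_β* changed in high temperature by 0.12 (standard error 0.16, adjusted p = 0.742 from the same test), 0.04 (standard error 0.16, adjusted p = 0.917 from the same test) and 0.18 (standard error 0.16, adjusted p = 0.529 from the same test). It fell in high light by −0.42 (standard error 0.16, adjusted p = 0.0482 from the same test) at 2 h and −0.60 (standard error 0.16, adjusted p = 0.00562 from the same test) at 4 h, and the fall at 2 h was lost in 4 of 8 fits with 1 library left out, most without ctrl_2h replicate B (adjusted p = 0.130 from the same test), and in 7 of 15 alternatives, among them the second index as a covariate and total counts only (adjusted p from 0.0179 to 0.169 over the 15 alternatives). The fall at 4 h was lost in 4 of 15, with total counts only and with limma on TPM (adjusted p from 0.00178 to 0.232 over the 15 alternatives).

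**Figure D5:**
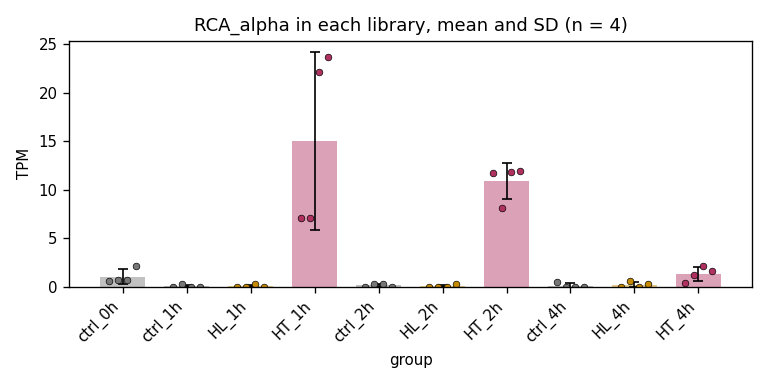
TPM of *RCA_α* in each library. High temperature stood at 15.0 ± 9.16 at 1 h, 10.9 ± 1.83 at 2 h and 1.35 ± 0.720 at 4 h.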

*SvRCA_α* was highly induced during the entire 4 h high temperature treatment (Fig. 3c).

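*GOX1* has 2 copies that may share reads, so the value of each is uncertain. *GOX1_A* (Sevir.9G063600) stood at 318 ± 44.9 TPM (SD, n = 4), 329 ± 47.6 TPM and 303 ± 26.1 TPM at 1, 2 and 4 h of high light against 494 ± 107 TPM, 535 ± 20.9 TPM and 454 ± 25.1 TPM in the controls. Its log2 fold changes were −0.54 (standard error 0.17, adjusted p = 0.0194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −0.82 (standard error 0.15, adjusted p = 8.35e-05 from the same test) and −0.90 (standard error 0.16, adjusted p = 2.42e-05 from the same test). Leaving out 1 library lost the call at 1 h in 3 of 7 fits, most without ctrl_1h replicate C (adjusted p = 0.0909 from the same test), and 2 of 13 alternatives lost it too (adjusted p from 5.20e-05 to 0.162 over the 13 alternatives).

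*GOX1_B* (Sevir.2G039000) stood at 3.69 ± 2.64 TPM (SD, n = 4) at HL_1h against 20.4 ± 3.29 TPM, a change of −2.07 (standard error 0.57, adjusted p = 0.00808 from the same test), and at 2.08 ± 1.45 TPM at HL_2h against 12.8 ± 3.80 TPM, a change of −2.74 (standard error 0.59, adjusted p = 4.42e-04 from the same test). At 4 h its change of −1.14 (standard error 0.67, adjusted p = 0.222 from the same test) was not called.

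*AGT1* (Sevir.6G209500) stood at 27.8 ± 7.93 TPM (SD, n = 4), 22.6 ± 3.13 TPM and 63.6 ± 37.0 TPM against 60.9 ± 7.04 TPM, 86.0 ± 19.7 TPM and 114 ± 42.3 TPM. It changed by −1.12 (standard error 0.27, adjusted p = 0.00194 from the same test) at 1 h, −2.03 (standard error 0.25, adjusted p = 3.45e-08 from the same test) at 2 h and −1.19 (standard error 0.23, adjusted p = 1.61e-04 from the same test) at 4 h, and was called at all time points in every alternative.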

Key genes involved in photorespiration, e.g., *GOX1* (glycolate oxidase)^50,51^ and *AGT1* (Serine:glyoxylate aminotransferase)^52^ were down-regulated under high light (Fig. 3c). 

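*GOX1_B* (Sevir.2G039000) stood at 41.2 ± 16.0 TPM (SD, n = 4) at HT_2h, and its log2 fold change against ctrl_2h was 1.69 (standard error 0.46, adjusted p = 0.0126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 1 and 4 h its changes of 0.85 (standard error 0.45, adjusted p = 0.249 from the same test) and 1.26 (standard error 0.55, adjusted p = 0.142 from the same test) were not called. Without ctrl_2h replicate B the call at 2 h was lost (adjusted p = 0.0522 from the same test, in a range from 3.24e-04 to 0.210 over the 14 alternatives). *GOX1_A* (Sevir.9G063600), which stood higher at 616 ± 96.8 TPM at HT_2h, changed by 0.22 (standard error 0.15, adjusted p = 0.427 from the same test), 0.25 (standard error 0.15, adjusted p = 0.319 from the same test) and −0.18 (standard error 0.15, adjusted p = 0.497 from the same test) at 1, 2 and 4 h and was not called.

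*PGLP1* (Sevir.7G156200) stood at 67.3 ± 21.8 TPM (SD, n = 4) at HT_4h against 23.3 ± 3.42 TPM at ctrl_4h, a change of 1.42 (standard error 0.37, adjusted p = 0.0117 from the same test). *HPR1* (Sevir.1G001200) stood at 101.2 ± 18.5 TPM (SD, n = 4) against 58.0 ± 2.88 TPM, a change of 0.69 (standard error 0.20, adjusted p = 0.0221 from the same test). *PLGG1* (Sevir.9G312000) stood at 69.8 ± 15.6 TPM (SD, n = 4) against 36.2 ± 9.64 TPM, a change of 0.85 (standard error 0.26, adjusted p = 0.0279 from the same test). None of the 3 was called at 1 or 2 h, where the changes were 0.09 (standard error 0.36, adjusted p = 0.920 from the same test) and 0.71 (standard error 0.36, adjusted p = 0.215 from the same test) for *PGLP1*, −0.25 (standard error 0.20, adjusted p = 0.499 from the same test) and −0.04 (standard error 0.20, adjusted p = 0.930 from the same test) for *HPR1*, and 0.22 (standard error 0.27, adjusted p = 0.705 from the same test) and 0.21 (standard error 0.26, adjusted p = 0.688 from the same test) for *PLGG1*.

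All 3 calls at 4 h were lost with the second index as a covariate in the same test. The adjusted p was then 0.149 for *PGLP1* in the same test (range 5.59e-04 to 0.149 over the 15 alternatives), 0.0673 for *HPR1* (range 0.00643 to 0.0673 over the 15 alternatives) and 0.0856 for *PLGG1* (range 0.00392 to 0.1198 over the 15 alternatives). With 1 library left out, the call of *HPR1* was lost in 4 of 8 fits, most without ctrl_4h replicate A (adjusted p = 0.0744 from the same test), and that of *PLGG1* in 3 of 8, most without ctrl_4h replicate D (adjusted p = 0.0911 from the same test). *AGT1*, of the same pathway, fell at HT_2h by −0.76 (standard error 0.23, adjusted p = 0.0310 from the same test), a call lost in 4 of 8 such fits, most without ctrl_2h replicate C (adjusted p = 0.130 from the same test). The photorespiration list of 22 tested genes had 3 genes up and 0 down at HT_4h, with a median of 0.17 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.324).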

*GOX1* and several other genes involved in photorespiration, *PGLP1* (2-phosphoglycolate phosphatase)^53^, *HPR1* (hydroxypyruvate reductase)^54^, and *PLGG1* (plastidic glycolate/glycerate transporter)^55^ were induced under high temperature, suggesting heat-induced photorespiration.

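*NADP-MDH* (Sevir.2G142300) stood at 102 ± 35.9 TPM (SD, n = 4) at HL_4h against 38.1 ± 11.8 TPM at ctrl_4h, a log2 fold change of 1.10 (standard error 0.23, adjusted p = 4.33e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 1 h it stood at 53.5 ± 11.4 TPM against 41.1 ± 12.4 TPM and at 2 h at 78.6 ± 9.17 TPM against 49.6 ± 10.7 TPM, with changes of 0.37 (standard error 0.25, adjusted p = 0.346 from the same test) and 0.55 (standard error 0.23, adjusted p = 0.0675 from the same test) that were not called. *PEPC_B* (Sevir.1G020600) stood at 11.0 ± 9.26 TPM (SD, n = 4) at HL_4h against 3.27 ± 1.30 TPM at ctrl_4h, a change of 1.35 (standard error 0.48, adjusted p = 0.0325 from the same test). This call was lost in 4 of 8 fits with 1 library left out, most without HL_4h replicate B (adjusted p = 0.320 from the same test), and in 4 of 14 alternatives (adjusted p from 0.0103 to 0.370 over the 14 alternatives). Its changes at 1 and 2 h were −0.34 (standard error 0.55, adjusted p = 0.741 from the same test) and 0.36 (standard error 0.48, adjusted p = 0.609 from the same test). Of the 16 tested genes of C_4_ carbon metabolism, 1, 3 and 4 were up and 0, 1 and 2 down at 1, 2 and 4 h of high light.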

Some genes important for C_4_ carbon metabolism were up-regulated under high light (Fig. 3c), e.g., *PEPC_B* (phosphoeynylpyruvate carboxylase) and *NADP-MDH* (NAD-dependent malate dehydrogenase)^1^. 

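*CA_A* (Sevir.7G098400) stood at 43.2 ± 6.19 TPM (SD, n = 4) at HL_2h and 31.8 ± 8.82 TPM at HT_2h against 15.5 ± 3.597 TPM at ctrl_2h, with log2 fold changes of 1.36 (standard error 0.26, adjusted p = 9.68e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.05 (standard error 0.26, adjusted p = 0.00740 from the same test). At 4 h it stood at 26.3 ± 6.57 TPM and 20.7 ± 1.97 TPM against 11.4 ± 2.49 TPM, with changes of 0.87 (standard error 0.27, adjusted p = 0.0146 from the same test) and 0.76 (standard error 0.27, adjusted p = 0.0694 from the same test). The call at HL_4h was lost in 2 of 8 fits with 1 library left out, most without HL_4h replicate A (adjusted p = 0.0864 from the same test), and with the second index as a covariate (adjusted p = 0.0962 from the same test, in a range from 3.05e-04 to 0.0962 over the 15 alternatives). At HT_4h 7 alternatives called the change (adjusted p from 0.0209 to 0.210 over the 15 alternatives). At 1 h it stood at 42.8 ± 5.65 TPM in high light, 33.4 ± 5.99 TPM in high temperature and 39.2 ± 16.5 TPM in control, with changes of 0.12 (standard error 0.27, adjusted p = 0.825 from the same test) and −0.22 (standard error 0.25, adjusted p = 0.673 from the same test). Both treatments share the controls, so a low control level would raise both changes.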

Carbonic anhydrase^56^ (*CA_A*) was induced under both high light and high temperature.

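The starch biosynthesis list of 16 tested genes had 3, 7 and 7 genes up and 0, 1 and 1 down at 1, 2 and 4 h of high light. Its median log2 fold changes were 0.21, 0.41 and 0.37 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.435, 0.0471 and 0.0549). Its call at 2 h was lost in 4 of 8 fits with 1 library left out, and without ctrl_2h replicate A it was 0.0716 in the camera test. Starch degradation, with 20 tested genes, had 4, 7 and 8 up and 0 down, with medians of 0.15, 0.40 and 0.50 (camera, adjusted p = 0.494, 0.0257 and 0.0191). With genes at few counts taken at their bound the median at 1 h was 0.12. Its call at 2 h was just lost in 1 fit, as without ctrl_2h replicate B it was 0.0502 in the camera test.

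Genes encoding plastoglobule proteins, 29 tested, had 11, 15 and 12 up and 1, 2 and 3 down, with medians of 0.58, 0.63 and 0.41 (camera, adjusted p = 2.89e-04, 2.68e-04 and 9.17e-04).

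Of the sugar-sensing lists, trehalose with 13 tested genes had 2, 2 and 2 up and 7, 7 and 6 down, with medians of −1.04, −0.79 and −0.47 (camera, adjusted p = 3.84e-04, 0.00275 and 0.203). SnRK1 with 10 tested genes had 0, 0 and 1 up and 2, 3 and 3 down (camera, adjusted p = 0.150, 0.0376 and 0.287), and its call at 2 h depended on ctrl_2h replicate A, as without ctrl_2h replicate A it was 0.0548 in the camera test. With limma's fry these starch, plastoglobule, trehalose and SnRK1 lists were called at all 3 time points, except starch biosynthesis at 1 h. Of the sugar transporters, 3 of 9 tested SWEET genes rose and 3 fell at any time point, and 1 of 4 SUC genes rose and 2 fell.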

By investigating pathways associated with photosynthesis, we found high light increased the expression of starch biosynthesis/degradation genes and genes encoding PG-localized proteins (Fig. 4a), but down-regulated several genes in the sugar-sensing pathway (Fig. 4b) and differentially regulated several sugar transporter genes (Supplementary Fig. 4b). These transcriptional changes were much less pronounced under high temperature.

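In high temperature, 2 starch biosynthesis genes rose and 5 fell at any time point, 2 starch degradation genes rose and 6 fell, and 6 plastoglobule genes rose and 3 fell. Of the trehalose genes 2 rose and 0 fell, of the SnRK1 genes 2 rose and 3 fell, of the SWEET genes 1 rose and 1 fell, and of the SUC genes 0 rose and 1 fell. With camera none of these lists passed an adjusted p of 0.05 as a whole, and SUC, with 4 tested genes, was too small a list for it. Limma's fry called starch biosynthesis and starch degradation at 1 and 2 h, SWEET at 2 h and SnRK1 at 4 h, so the result for these lists depends on the test. The lowest camera values were for starch biosynthesis, with medians of −0.41, −0.23 and −0.03 at 1, 2 and 4 h (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0858, 0.0580 and 0.594). Its direction is opposite to that in high light. As a share of tested genes, the starch lists changed nearly as often in high temperature as in high light, with 43.8% against 50.0% in biosynthesis and 40.0% against 45.0% in degradation.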

**Fig. 4:**
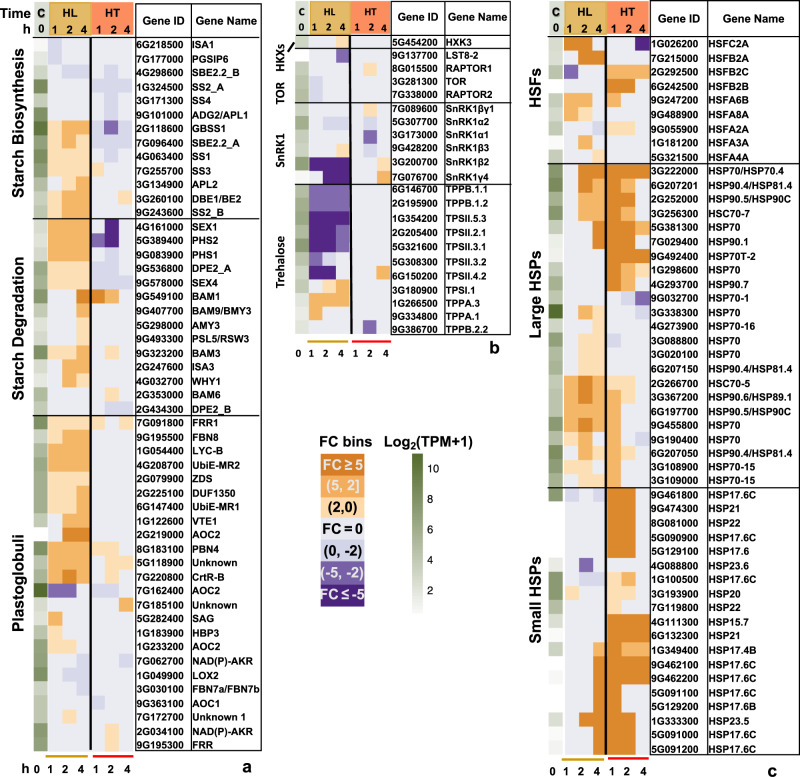
High light and high temperature differentially regulated genes involved in several key pathways. **a**, **b** High light induced genes involved in starch biosynthesis/degradation and genes encoding plastoglobuli-localized proteins; **b** high light down-regulated many genes of the sugar-sensing pathways. **c** Both high-light- and high-temperature-induced genes encoding heat shock transcription factors (HSFs) and heat shock proteins (HSPs), but the induction was much quicker under high temperature than under high light. The first green column displays log_2_(mean TPM + 1) at ctrl_0h (at the start of treatments, C). TPM, transcripts per million, normalized read counts. Heatmap displays the fold change (FC) bin of DeSeq2 model output values at 1, 2, and 4 h of high light or high temperature versus control at the same time point (*q* < 0.05). FC bins: highly induced: FC ≥ 5; moderately induced: 5 > FC ≥ 2; slightly induced: 2 > FC > 0; not differentially expressed: FC = 0; slightly repressed: 0 > FC > −2; moderately repressed: −2 ≥ FC > −5; highly repressed: FC ≤ −5. Gene ID: *S. viridis* v2.1 gene ID, excluding “Sevir”. All genes presented in the heatmaps were significantly differentially regulated in at least one time point.

Several HSFs had highly induced expression under either high light or high temperature, but interestingly, different HSFs were up-regulated during these two stresses (Fig. 4c). 

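Of the 18 HSFs in Supplementary Data 6, 10 were tested here and 8 fell under the low-count filter. In high light alone, *HSFCA2* (Sevir.1G026200) rose with log2 fold changes of 2.69 (standard error 0.58, adjusted p = 7.05e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 1 h and 2.61 (standard error 0.66, adjusted p = 0.00229 from the same test) at 2 h. *HSFA8A* (Sevir.9G488900) rose 2.30-fold at 1 h (a log2 change with standard error 0.29, adjusted p = 0.00240 from the same test) and, in log2, by 0.66 (standard error 0.25, adjusted p = 0.0418 from the same test) at 2 h, and *HSFA4A* (Sevir.5G321500) by 0.83 (standard error 0.29, adjusted p = 0.0363 from the same test) at 1 h and 0.82 (standard error 0.29, adjusted p = 0.0342 from the same test) at 4 h. *HSFBA2* (Sevir.7G215000) had at most 3 counts in the controls of 2 and 4 h. It was at least 2.39-fold higher at 2 h (adjusted p = 0.0305 from the same test), and at 4 h it was called (adjusted p = 0.0334 from the same test) without a bound above 1. *HSFA3A* (Sevir.1G181200) rose by 1.67 (standard error 0.59, adjusted p = 0.0290 from the same test) at 2 h.

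In high temperature alone, *HSFB2C* (Sevir.2G292500) rose by 1.99 (standard error 0.26, adjusted p = 3.53e-07 from the same test), 1.03 (standard error 0.27, adjusted p = 0.0100 from the same test) and 1.04 (standard error 0.32, adjusted p = 0.0321 from the same test) at 1, 2 and 4 h. *HSFB2B* (Sevir.6G242500), with at most 3 counts in the controls of 1 and 2 h, was at least 14.0-fold higher at 1 h (adjusted p = 8.12e-06 from the same test) and at least 2.31-fold at 2 h (adjusted p = 0.0103 from the same test), and *HSFA2A* (Sevir.9G055900) rose by 0.95 (standard error 0.21, adjusted p = 0.00182 from the same test) and 0.63 (standard error 0.21, adjusted p = 0.0405 from the same test). *HSFCA2* fell at HT_4h by −2.45 (standard error 0.75, adjusted p = 0.0320 from the same test), *HSFB2C* fell at HL_1h by −1.21 (standard error 0.31, adjusted p = 0.00362 from the same test), and *HSFA2A* fell at HL_4h by −0.65 (standard error 0.22, adjusted p = 0.0221 from the same test). *HSFA1A* (Sevir.9G006100) was called down at 1 time point of high light and was not called in high temperature.

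A call in 1 treatment only does not show that the treatments differ, so high light and high temperature libraries were also compared with each other. At 1 h *HSFCA2* stood higher in high light by 3.17 (standard error 0.60, adjusted p = 6.80e-05 from the same test) and *HSFA8A* by 1.12 (standard error 0.29, adjusted p = 0.00264 from the same test). In the same comparison *HSFB2C* stood lower by −3.20 (standard error 0.31, adjusted p = 1.00e-10 from the same test) and *HSFA2A* by −0.69 (standard error 0.22, adjusted p = 0.0170 from the same test), and *HSFB2B* was at least 16.5-fold lower (adjusted p = 7.54e-07 from the same test). *HSFA3A* differed at 2 h by 1.39 (standard error 0.57, adjusted p = 0.0488 from the same test). For *HSFA4A* and *HSFBA2* no difference was shown at any time point, with 0.60 (standard error 0.29, adjusted p = 0.106 from the same test) at 4 h for the first and 0.77 (standard error 0.70, adjusted p = 0.402 from the same test) at 2 h for the second. The HSF list as a whole rose at HT_1h with a median of 0.66, or 0.37 when genes with few counts in the controls are taken at their lower bound (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00181).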

*HSFA6B* was a notable exception, which was induced in both high light and high temperature. 

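*HSFA6B* (Sevir.9G247200) stood at 29.4 ± 9.33 TPM (SD, n = 4) at HL_1h and 24.8 ± 12.9 TPM at HT_1h against 12.2 ± 1.09 TPM at ctrl_1h. Its log2 fold changes were 1.17 (standard error 0.31, adjusted p = 0.00546 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in high light and 1.05 (standard error 0.29, adjusted p = 0.0154 from the same test) in high temperature. At 2 h it stood at 19.2 ± 1.01 TPM in high light and 5.75 ± 1.21 TPM in high temperature against 5.04 ± 1.04 TPM, with changes of 1.82 (standard error 0.32, adjusted p = 2.77e-05 from the same test) and 0.25 (standard error 0.35, adjusted p = 0.711 from the same test). At 4 h the changes were 0.46 (standard error 0.29, adjusted p = 0.261 from the same test) and 0.14 (standard error 0.30, adjusted p = 0.820 from the same test). Each call at 1 h rests on 1 library. The call in high light was lost without HL_1h replicate B (adjusted p = 0.0958 from the same test) and that in high temperature without HT_1h replicate n1 (adjusted p = 0.148 from the same test, in a range from 0.00820 to 0.0764 over the 13 alternatives). The rises at HL_1h and HL_2h were called in every alternative, while 4 of 13 alternatives lost the call at HT_1h.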

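Of the 29 tested small HSPs, 23, 19 and 8 rose at HT_1h, HT_2h and HT_4h and 0 fell. In high light 0, 5 and 12 rose and 1, 2 and 2 fell. The median log2 fold changes in high temperature were 3.29, 2.51 and 0.79 (camera with Benjamini-Hochberg adjustment, adjusted p = 8.28e-43, 1.73e-24 and 9.62e-04). With genes of few control counts taken at their lower bound the medians were 3.29, 1.36 and 0.29. In high light the medians were −0.35, 0.43 and 1.44, or −0.32, 0.07 and 0.57 at their bounds (camera, adjusted p = 0.425, 0.234 and 0.0368). The call at HL_4h was lost in 2 of 8 fits with 1 library left out, as without HL_4h replicate B it was 0.138 in the camera test (range 0.0131 to 0.636 over the 16 alternatives).

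Of the 59 tested large HSPs, 23, 16 and 9 rose in high temperature at 1, 2 and 4 h and 1, 1 and 4 fell, with medians of 0.29, 0.10 and 0.16 (camera, adjusted p = 2.52e-11, 3.35e-05 and 0.215). In high light 9, 27 and 25 rose and 2, 6 and 6 fell, with medians of 0.16, 0.54 and 0.50 (camera, adjusted p = 0.157, 6.08e-04 and 0.00390), and limma's fry called the list at 1 h too. At their bounds the medians at 1 h were 0.30 in high temperature and 0.24 in high light. For the large HSPs the median was thus higher in high light than in high temperature at 2 and 4 h, while the largest single changes were in high temperature, where *HSP90.1* (Sevir.7G029400) was at least 620-fold higher at 1 h. Copies of *HSP17.6C* and *HSP21* may share reads, so the number of separate genes that rose is uncertain.

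**Figure D6:**
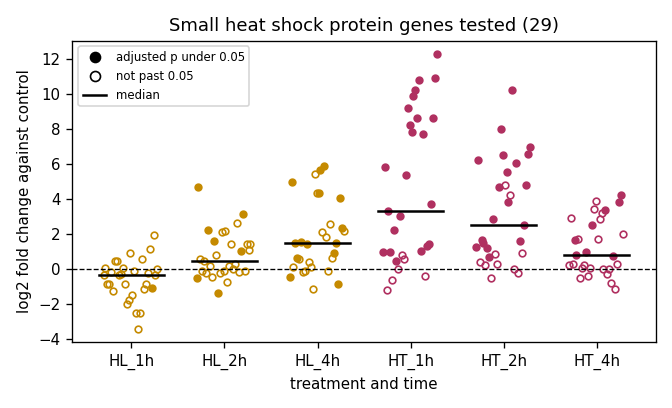
Fitted log2 fold changes of the 29 tested small HSPs. The medians were 3.29 at HT_1h and −0.35 at HL_1h.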

A set of shared HSPs were induced under both stresses, but the induction was quicker and stronger under high temperature than under high light, especially the small HSPs, suggesting shared and also temporally distinct transcriptional responses of HSPs under high light and high temperature.

We also investigated genes associated with ROS pathways (Supplementary Fig. 4c). Specialized ROS scavenging pathways have evolved in plants^57^. We identified genes encoding antioxidant enzymes in *S. viridis* and investigated their expression patterns under high light or high temperature. 

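At any time point of high light, 5 of 22 tested *TRX* genes rose and 10 fell, 9 of 31 *POX* genes rose and 6 fell, and 12 of 30 *GST* genes rose and 11 fell. These are 68.2%, 48.4% and 76.7% of the tested genes. The supplementary lists hold 27 *TRX*, 153 *POX* and 136 *GST* genes, so most *POX* and *GST* genes fell under the low-count filter. Single genes ranged from −5.66 to 4.05 in *TRX* at 2 h, from −2.86 to 3.31 in *POX* at 4 h, and from −3.43 to 5.58 in *GST* at 4 h, as log2 fold changes.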

Three gene families of antioxidant enzymes have many members with strong differential expression in high-light-treated leaves: *TRX* (thioredoxin), *POX* (peroxidases), and *GST* (glutathione S-transferase). 

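Up and down at 1, 2 and 4 h of high light were 1, 4 and 3 against 6, 9 and 10 *TRX* genes, 1, 8 and 7 against 1, 4 and 4 *POX* genes, and 5, 7 and 11 against 3, 9 and 8 *GST* genes. As whole lists, *TRX* fell with medians of −0.56 at 2 h and −0.39 at 4 h (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0191 and 0.00639). *POX* had medians of −0.16, −0.01 and 0.24 and *GST* of −0.10, −0.21 and 0.05, and neither was called (camera, adjusted p of at least 0.502 and 0.748). At their bounds the medians were 0.22 at 4 h for *POX* and −0.05 and 0.01 at 1 and 4 h for *GST*. Genes of these families resemble each other and may share reads, so single calls are uncertain.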

Interestingly, within each of the three antioxidant pathways, some genes were up-regulated while others were down-regulated in high-light-treated leaves. 

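In high temperature, 4 *TRX* genes rose and 1 fell at any time point, 1 *POX* gene rose and 7 fell, and 5 *GST* genes rose and 4 fell. By time point, *GST* had 3, 5 and 0 up and 2, 0 and 2 down, and *POX* had 0, 1 and 0 up and 5, 1 and 3 down. The *POX* list fell as a whole at HT_1h with a median log2 fold change of −0.72, or −0.29 at the lower bounds (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00500). These counts are 22.7%, 25.8% and 30.0% of the tested *TRX*, *POX* and *GST* genes.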

A similar pattern was shown in high-temperature-treated leaves, although with fewer differentially regulated genes.

The reduced stomatal conductance in HL_4h leaves (Supplementary Fig. 2a) suggested there may be changes in ABA pathways and leaf ABA levels. 

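Of the ABA lists, 4 of 10 tested biosynthesis genes rose at any time point of high light and 0 fell, 2 of 3 catabolism genes rose and 0 fell, 9 of 21 signaling genes rose and 4 fell, 2 of 8 responsive genes rose and 1 fell, and 1 of 5 transport and conversion genes rose and 2 fell. As whole lists none was called by camera, while limma's fry called biosynthesis at 1 and 2 h, signaling and responsive genes at 4 h and transport and conversion at 1 h, so the result depends on the test. The median log2 fold changes for signaling were −0.00, 0.06 and 0.44 at 1, 2 and 4 h (camera with Benjamini-Hochberg adjustment, adjusted p = 0.753, 0.682 and 0.363). Catabolism was too small a list for the camera test.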

Our RNA-seq analysis showed that several genes in the ABA pathways were up-regulated in response to high light (Fig. 5a). Additionally, ABA levels were increased 3-fold in HL_1h leaves followed by a return to baseline by HL_4h (Fig. 5b).

**Fig. 5:**
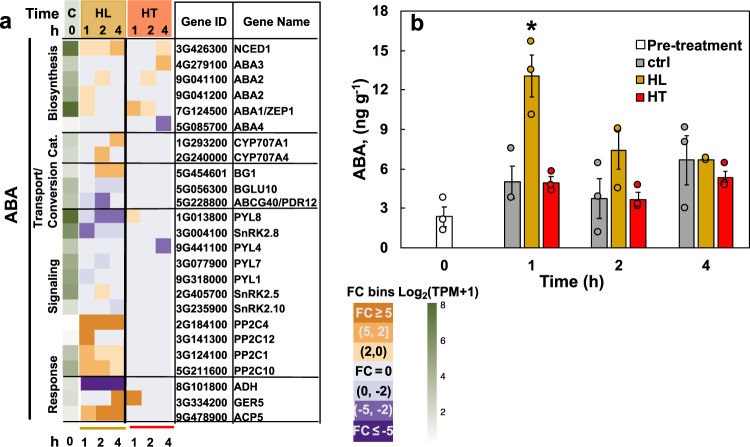
High light up-regulated genes involved in the abscisic acid (ABA) pathway and transiently increased leaf ABA levels. **a** Heatmap of differentially regulated genes involved in the ABA pathway. Cat: catabolism. The first green column displays log_2_(mean TPM + 1) at ctrl_0h (at the start of treatments, C). TPM, transcripts per million, normalized read counts. Heatmap displays the fold change (FC) bin of DeSeq2 model output values at 1, 2, and 4 h of high light or high temperature versus control at the same time point (*q* < 0.05). FC bins: highly induced: FC ≥ 5; moderately induced: 5 > FC ≥ 2; slightly induced: 2 > FC > 0; not differentially expressed: FC = 0; slightly repressed: 0 > FC > −2; moderately repressed: −2 ≥ FC > −5; highly repressed: FC ≤ −5. Gene ID: *S. viridis* v2.1 gene ID, excluding “Sevir”. All genes presented in the heatmaps were significantly differentially regulated in at least one time point. **b** Concentrations of leaf ABA. Mean ± SE, *n* = 3 biological replicates. Asterisk symbol indicates statistically significant differences as compared to the control condition at the same time point (Student’s two-tailed *t*-test with unequal variance, ^*^0.01 < *p* < 0.05).

To distinguish mesophyll- and bundle sheath-specific transcriptomic responses and gain more information about how these two specialized cell types function together under high light or high temperature, we investigated the cell-type specificity of our pathways of interest (Supplementary Fig. 6 and Supplementary Data 6) using previously published mesophyll- and bundle sheath-specific transcriptomes under control conditions^58^. We observed several cell-type-specific transcriptional responses to high light or high temperature, e.g., pathways related to ROS scavenging, sugar transport, and HSPs.

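The cell type of each gene was taken from Supplementary Data 6, where the authors assigned genes as mesophyll (M) or bundle sheath (BS) specific from an earlier data set. RNA here came from whole leaf segments, so cell types were not separated in these libraries. The shares of up-regulated DEGs in M and BS were compared with Fisher's exact test for ROS scavenging, sugar transport and HSPs in both treatments, adjusted over the 6 tests. Of these, ROS scavenging in high light alone passed an adjusted p of 0.05 (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.0460). The 6 tests include sugar transport in high temperature, where 0 M-specific genes were called. That test could decide nothing but raised the adjusted p of sugar transport in high light. Fisher's exact test treats genes as independent, and neighbouring copies of a family may not be.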

### High light treatment induced NPQ in *S. viridis*

The increased photoinhibition and *PsbS* transcription in HL_4h leaves prompted us to quantify NPQ and xanthophyll pigments. NPQ was significantly higher in HL_4h leaves than in ctrl_4h leaves in response to light and CO_2_ (Fig. 6a, b). The high-light-induced NPQ measured by LI-6800 was confirmed using MultispeQ with the estimated NPQ, NPQ_(T),_ based on a method that estimates NPQ in light-adapted leaves^59^ (Supplementary Fig. 7c). The increased NPQ was also supported by the observed 4-fold increase of zeaxanthin (Fig. 6c) during high light. Additionally, high light treatment doubled the intermediate antheraxanthin level (Fig. 6d) and tripled the overall de-epoxidation state of the xanthophyll cycle (Fig. 6e). In Arabidopsis, lutein also has a role in NPQ or qE and can substitute for zeaxanthin in qE formation^60^. Lutein as well as total carotenoids were significantly induced in HL_4h leaves (Supplementary Fig. 8c, d). These results indicate the occurrence of photoprotection in high-light-treated leaves. Control and high temperature treatments had little effect on leaf pigments.

**Fig. 6:**
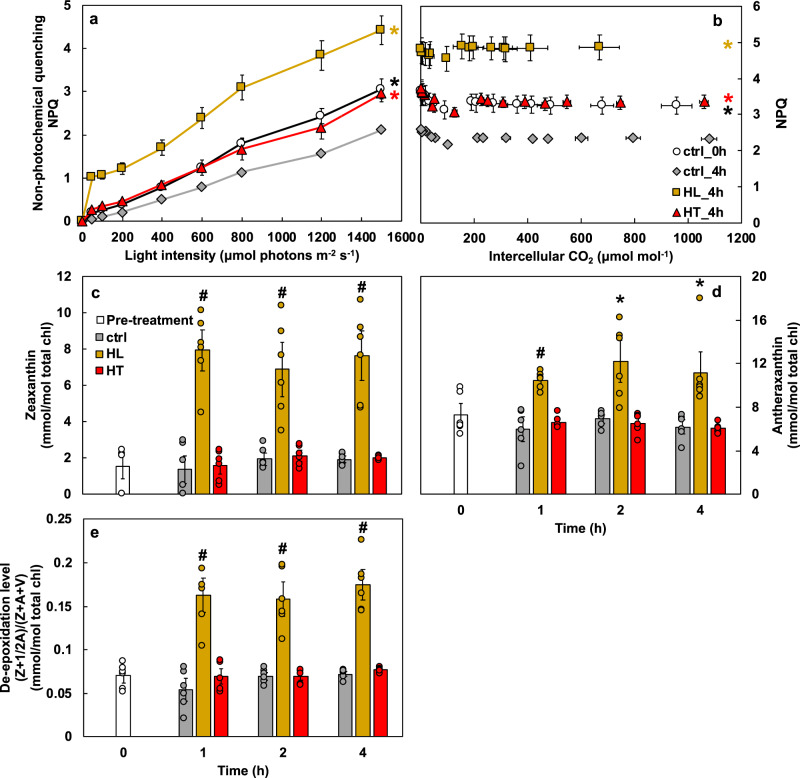
High light induced non-photochemical quenching (NPQ) and increased zeaxanthin as well as de-epoxidation levels. **a** Light and **b** CO_2_ response of NPQ. Mean ± SE, *n* = 3–6 biological replicates. Most data points of ctrl_0h, HL_4h, and HT_4h were statistically significantly different compared to ctrl_4h using Student’s two-tailed *t*-test with unequal variance, denoted by asterisks at the end of curves. *p*-Values were corrected for multiple comparisons using FDR (^*^p < 0.05, the colors of * match the significance of the indicated conditions, black for ctrl_0h, yellow for HL_4h, red for HT_4h). **c**–**e** Concentrations of zeaxanthin, antheraxanthin, and xanthophyll cycle de-epoxidation. Mean ± SE, *n* = 3 biological replicates. Asterisk and pound symbols indicate statistically significant differences of high light or high temperature treatments compared to the control condition at the same time points using Student’s two-tailed *t*-test with unequal variance (^*^0.01 < *p* < 0.05, ^#^*p* < 0.01).

### High light or high temperature altered chloroplast ultrastructures

The reduced photosynthesis (Fig. 1c, d) in HL_4h and HT_4h leaves, and the high-light-induced photoinhibition (Fig. 1b) and transcripts related to the starch as well as PG pathways (Fig. 4a) led us to investigate the ultrastructural changes of the mesophyll and bundle sheath chloroplasts in ctrl_4h, HL_4h, and HT_4h leaves using transmission electron microscopy (TEM) (Supplementary Fig. 9). TEM images showed HL_4h leaves had increased relative starch volume fraction and chloroplast area in both mesophyll and bundle sheath chloroplasts, but decreased relative volume fractions of stroma plus stroma lamellae (unstacked thylakoid membranes) in mesophyll chloroplasts as compared to ctrl_4h leaves (Fig. 7 and Supplementary Table 2), suggesting increased starch accumulation and chloroplast crowdedness under high light. Starch quantification using biochemical assays confirmed 3x higher starch levels in HL_4h leaves as compared to ctrl_4h leaves (Fig. 7m). In HT_4h leaves, the relative starch volume fractions had a small increase in bundle sheath chloroplasts but decreased in mesophyll chloroplasts as compared to the control condition (Fig. 7 and Supplementary Table 2). Considering the small reduction of bundle sheath chloroplast area, the starch volume either had little change or slightly reduced as compared to the control, consistent with the starch quantification (Fig. 7m). High temperature did not affect the relative volume of stroma or stroma lamellae in either mesophyll or bundle sheath chloroplasts (Fig. 7i).

**Fig. 7:**
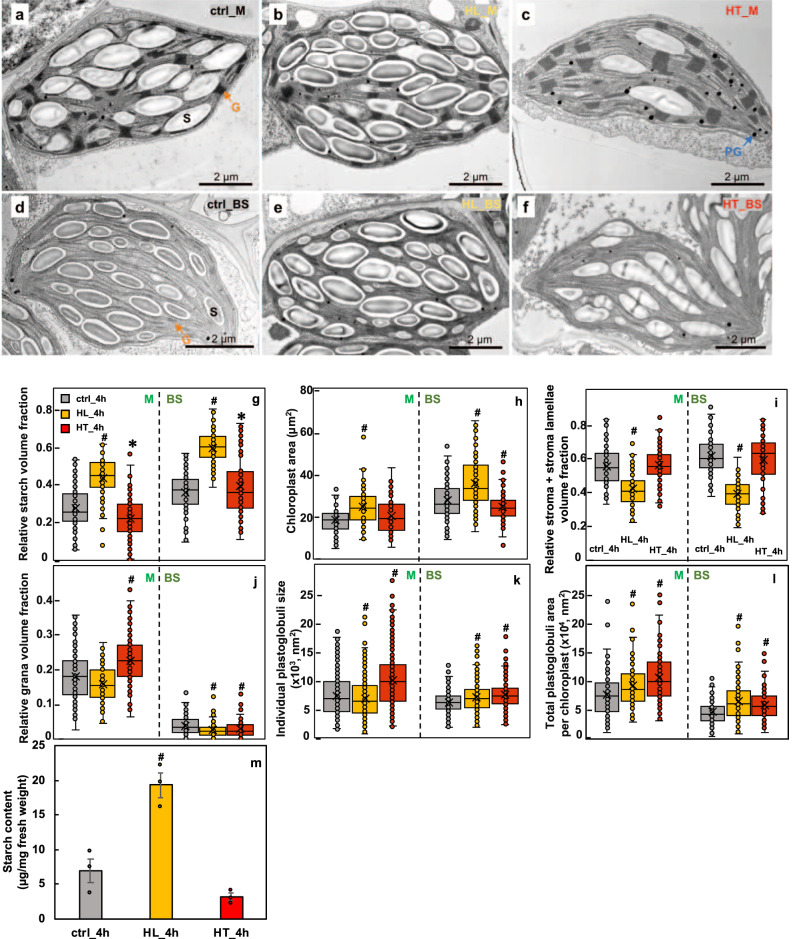
High light increased starch accumulation and both high light and high temperature treatments induced chloroplast plastoglobuli formation in *S. viridis* leaves. **a**–**f** Representative transmission electron microscopy (TEM) images of mesophyll (M) and bundle sheath (BS) chloroplasts in leaves of *S. viridis* after 4 h treatments of control (ctrl_4h) or high light (HL_4h) or high temperature (HT_4h). TEM images of mesophyll **(a**–**c)** and bundle sheath **(d**–**f)** chloroplasts. S labels the starch granule; G labels grana, the orange arrows indicate grana in mesophyll and bundle sheath chloroplasts; PG labels plastoglobuli. **g**, **i**, **j** Relative volume fraction of indicated parameters were quantified using Stereo Analyzer with Kolmogorov–Smirnov test for statistical analysis compared to the same cell type of the control condition. **h**, **k**, **l** Area and size of indicated parameters were quantified using ImageJ with two-tailed *t*-test with unequal variance compared to the same cell type of the control condition. Each treatment had three biological replicates, total 90–120 images per treatment. ^*^0.05 < *p* < 0.01; ^#^*p* < 0.01. **m** Starch quantification using starch assay kits. Values are mean ± SE, *n* = 3 biological replicates. Pound symbols indicate statistically significant differences as compared to ctrl_4h using Student’s two-tailed *t*-test with unequal variance (^#^*p* < 0.01).

Like in other C_4_ plants, *S. viridis* grana are predominantly present in the mesophyll chloroplasts. Bundle sheath chloroplasts also have some grana, which are absent from the central area but present in the peripheral region (Fig. 7d–f). High light reduced grana width in mesophyll chloroplasts and the relative volume, height, and area of grana in bundle sheath chloroplasts as compared to the control condition (Fig. 7j, Supplementary Fig. 10, and Supplementary Table 2). The high temperature effects on grana structure were quite different from high light. Mesophyll chloroplasts under high temperature had increased relative volume, height, area, and mean layer thickness of grana, indicating heat-induced grana swelling. However, in bundle sheath chloroplasts, high temperature decreased the relative volume, width, and area of grana, suggesting that high temperature affected the grana structure differently in mesophyll and bundle sheath chloroplasts.

High light increased PG count and the total PG area per chloroplast, while it decreased the mean individual PG size in mesophyll chloroplasts, indicating smaller but more numerous PGs in mesophyll chloroplasts (Fig. 7k, l and Supplementary Table 2). Furthermore, high light increased individual PG size and total PG area per chloroplast in bundle sheath chloroplasts (Supplementary Table 2). High temperature increased individual PG size and total PG area, suggesting heat-induced PG formation in both mesophyll and bundle sheath chloroplasts.

### High-light- and high-temperature-treated leaves had reduced photosynthetic capacity

The over-accumulated starch in HL_4h leaves (Fig. 7) and the increased leaf ABA levels (Fig. 5) led us to investigate photosynthesis immediately after different treatments without dark-adaptation under simulated stress conditions in the LI-6800 leaf chamber (Fig. 8). Under the same temperature and light intensity in the LI-6800 leaf chamber, most photosynthetic parameters with or without dark-adaptation were similar (groups 1 vs. 2) (Fig. 8). Under the simulated treatment condition in the LI-6800 leaf chamber (group 3), HL_4h leaves had higher net CO_2_ assimilation rates (*A*_Net_) and stomatal conductance (*g*_s_) under 600 µmol photons m^−2^ s^−1^ light than ctrl_4h leaves under 200 µmol photons m^−2^ s^−1^ light, but both parameters in HL_4h leaves were lower than those in ctrl_4h leaves under the same light intensity (groups 3 and 4) (Fig. 8a). This suggests that HL_4h leaves had reduced capacities for *A*_Net_ and *g*_s_ as compared ctrl_4h leaves under the same condition. Under the simulated treatment condition (group 3), HL_4h leaves under 600 µmol photons m^−2^ s^−1^ light had reduced PSII operating efficiency (Fig. 8c), increased electron transport rates (Fig. 8d), and increased NPQ (Fig. 8f) as compared to the ctrl_4h leaves under 200 µmol photons m^−2^ s^−1^ light, consistent with light-induced electron transport and NPQ.

**Fig. 8:**
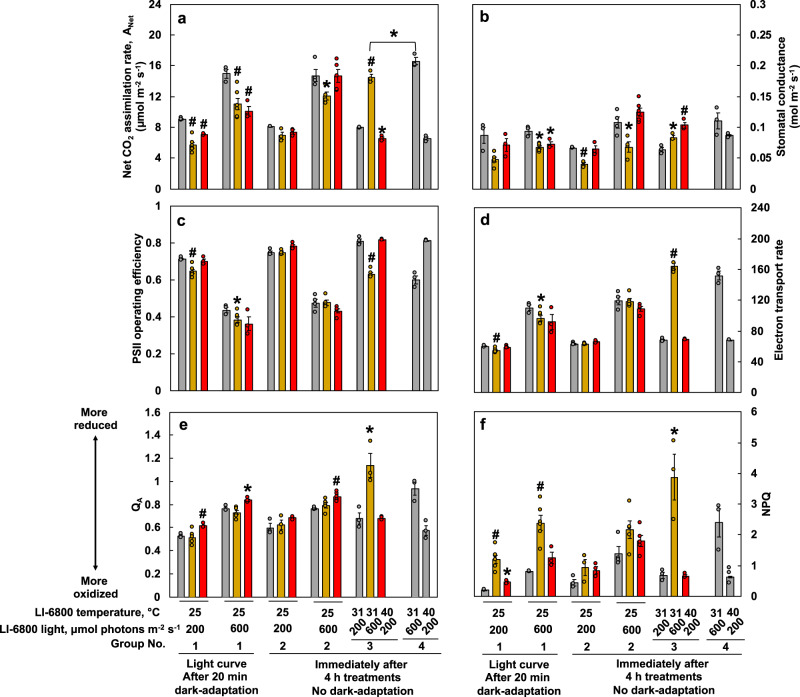
High-light- or high-temperature-treated leaves had lower photosynthetic capacities than leaves treated with the control condition. After *S. viridis* plants were treated with 4 h of control condition (ctrl_4h) or high light (HL_4h) or high temperature (HT_4h), photosynthetic parameters in treated leaves were monitored using LI-6800. Group 1 are select data from the light response curves after 20 min dark-adaptation with indicated light and temperature. Groups 2, 3, and 4 were measured immediately after 4 h of control, high light, high temperature treatments without dark-adaptation and under the indicated temperature and light condition. **a** Net CO_2_ assimilation rates. **b** Stomatal conductance. **c** PSII operating efficiency. **d** Electron transport rate. **e** Plastoquinone redox status (Q_A_). **f** NPQ, Non-photochemical quenching. Values are mean ± SE, *n* = 3–6 biological replicates. Asterisk and pound symbols indicate statistically significant differences of HL_4h and HT_4h leaves compared to ctrl_4h leaves in the same group or under the same condition using Student’s two-tailed *t*-test with unequal variance (^*^0.01 < *p* < 0.05, ^#^*p* < 0.01).

Without dark-adaptation, HT_4h leaves had similar *A*_Net_ as ctrl_4h leaves (Fig. 8a, group 2). This may be due to the transient recovery of photosynthesis after switching the HT_4h leaves from 40 °C in the growth chamber to 25 °C in the LI-6800 leaf chamber for measurements. Under the same light intensity, HT_4h leaves had significantly lower *A*_Net_ (Fig. 8a) and more reduced plastoquinone (Fig. 8e) than ctrl_4h leaves. Under the simulated treatment condition in LI-6800 leaf chamber (group 3), HT_4h leaves had increased stomatal conductance (Fig. 8b) but reduced *A*_Net_ as compared to ctrl_4h leaves (Fig. 8a), consistent with transpiration cooling of leaf temperature (Supplementary Fig. 1) and reduced photosynthetic capacity in high-temperature-treated leaves (Supplementary Fig. 3a–c).

### The activity of ATP synthase was inhibited in high-light-treated leaves

Based on the high-light-induced starch accumulation, we hypothesized that starch may inhibit photosynthesis through feedback regulation. We measured electrochromic shift (ECS) and chlorophyll fluorescence using MultispeQ^61^ to evaluate proton fluxes and the transthylakoid proton motive force (*pmf*) in vivo^62–64^. Different treatments did not significantly change *pmf* (Fig. 9a). HL_4h leaves had significantly reduced proton conductivity and lower proton flux rates as compared to ctrl_4h leaves (Fig. 9b, c), indicating reduced ATP synthase activity in high-light-treated leaves. The MultispeQ NPQ_(T)_ data showed that the high-light-induced NPQ was more sensitive to *pmf* than ctrl_4h leaves, with higher NPQ produced at a given level of proton motive force in HL_4h leaves than in ctrl_4h leaves (Fig. 9d).

**Fig. 9:**
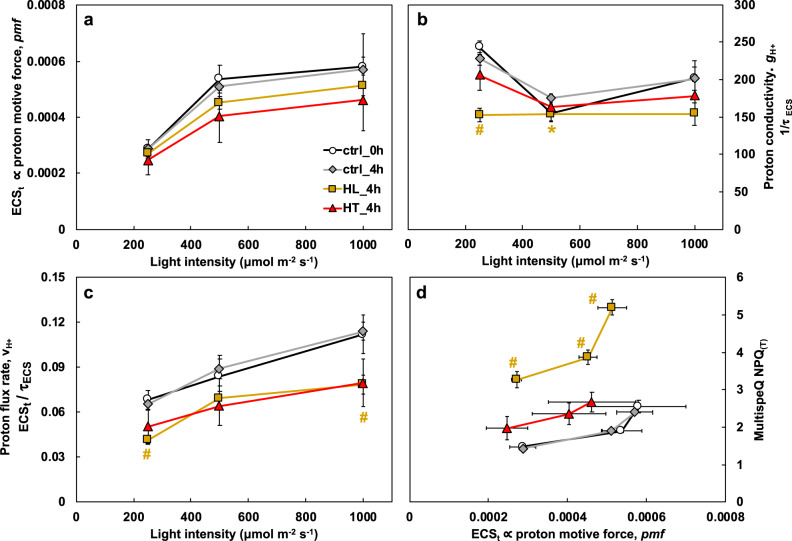
High light treatment inhibited ATP synthase activity. After *S. viridis* plants were treated with 4 h of control condition (ctrl_4h) or high light (HL_4h) or high temperature (HT_4h), photosynthetic parameters in treated leaves were monitored using the MultispeQ instrument. **a** ECS_t_, measured by electrochromic shift (ECS), representing the transthylakoid proton motive force, *pmf*. **b** Proton conductivity (ɡ_H_^+^ = 1/τ_ECS_), proton permeability of the thylakoid membrane and largely dependent on the activity of ATP synthase, inversely proportional to the decay time constant of light–dark-transition-induced ECS signal (τ_ECS_). **c** Proton flux rates, v_H+_, calculated by ECS_t_/τ_ECS_, the initial decay rate of the ECS signal during the light–dark transition and proportional to proton efflux through ATP synthase to make ATP. **d** Non-photochemical quenching (NPQ) measured by MultispeQ. Mean ± SE, *n* = 3–6 biological replicates. Asterisk and pound symbols indicate statistically significant differences of ctrl_0h, HL_4h, and HT_4h compared to ctrl_4h using Student’s two-tailed *t*-test with unequal variance. (^*^0.01 < *p* < 0.05, ^#^*p* < 0.01, the colors of * and # match the significance of the indicated conditions, yellow for HL_4h).

## Discussion

We investigated how the C_4_ model plant *S. viridis* responds to high light or high temperature stresses at photosynthetic, transcriptomic, and ultrastructural levels (Fig. 1a) and revealed limitations of photosynthesis under these two stresses. The high light (900 µmol photons m^−2^ s^−1^) and high temperature (40 °C) treatments we chose were both moderate stresses within the physiological range for *S. viridis*. Although the impact of moderate stresses can be difficult to analyze due to mild phenotypes, moderate stresses are highly relevant and occur frequently in the field^65^. Understanding the impacts of moderate stresses on C_4_ plants is imperative for agricultural research. The moderately high light and high temperature we used reduced net CO_2_ assimilation rates at comparable levels in *S. viridis* leaves (Fig. 1c), but via different mechanisms (Fig. 10).

**Fig. 10:**
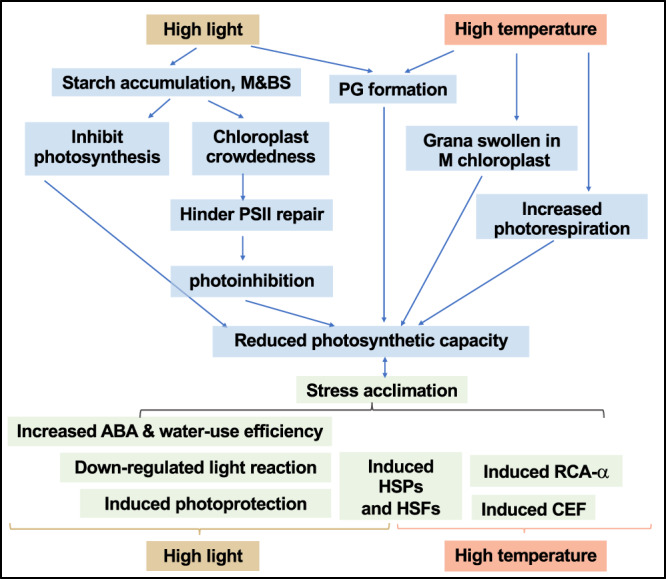
Summary of how *S. viridis* responds to high light or high temperature. Light blue boxes denote changes that may lead to the reduced photosynthetic capacities; light green boxes denote changes that may be adaptive for high light or high temperature acclimation. M: mesophyll chloroplasts; BS, bundle sheath chloroplasts. High-light-treated leaves had over-accumulated starch and increased chloroplast crowdedness, which may hinder PSII repair and result in photoinhibition. Starch accumulation may also inhibit photosynthesis through feedback regulation. Increased plastoglobuli (PG) formation in high-light-treated leaves may affect thylakoid composition and function. Under high temperature, mesophyll chloroplasts had swollen grana and bundle sheath chloroplasts had some different responses. Heat-induced photorespiration and PG formation could further reduce photosynthesis. Meanwhile, high light and high temperature also induce adaptive responses for acclimation. Under high light, the induced photoprotection, down-regulated light reaction, and increased water-use efficiency through abscisic acid (ABA) can help *S. viridis* acclimate to excess light. Under high temperature, the induced cyclic electron flow (CEF) and Rubisco activase (RCA-α) can protect photosynthesis from heat stress. The induced heat shock transcription factors (HSFs) and heat shock proteins (HSPs) are adaptive responses to both high light and high temperature, although the induction was much quicker under high temperature than under high light.

### Starch over-accumulation may contribute to photoinhibition in high-light-treated leaves

In response to high light, *S. viridis* induced NPQ to dissipate excess light energy via increased *PsbS* transcription and zeaxanthin accumulation (Figs. 3a and 6c). At the transcriptional level, high-light-treated plants up-regulated transcripts involved in PSII assembly/repair and photoprotection before down-regulating transcripts involved in LHCII, PSII core complex, and PSI complex (Fig. 3), suggesting a strategy to dissipate light and repair damaged PSII before the remodeling of photosystems. 

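At HL_1h photoprotection and PSII assembly/repair had already risen as lists, while LHCII with a median log2 fold change of −0.33, PSII complex with −0.27 and PSI with −0.26 were not called (camera with Benjamini-Hochberg adjustment, adjusted p = 0.314, 0.366 and 0.234). At 1 h 1 of 9 LHCII genes was down and 1 up, 1 of 9 PSII complex genes was down, and 1 of 21 PSI genes was down and 1 up. The LHCII list, with 5 genes down and 1 up at 2 h, had a median of −0.65 and was not called at that time point (camera, adjusted p = 0.0847). The medians of the 3 lists at 1 h all lay below 0, and HL_1h had 3 libraries against 4 later, so a weaker fall at 1 h is not excluded. The paper proposes from this order a strategy to dissipate light and repair PSII before the photosystems are remodeled.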

With the rapid induction of photoprotective pathways, it was initially surprising to see the significant amount of photoinhibition in high-light-treated leaves of *S. viridis* (Fig. 1b), but the high-light-induced starch accumulation may provide some insight.

Our TEM data showed that the mean relative starch volume fraction was increased significantly in both mesophyll and bundle sheath chloroplasts in HL_4h leaves as compared to ctrl_4h leaves (Fig. 7 and Supplementary Table 2). The increased starch accumulation likely resulted from increased CO_2_ fixation rates (Fig. 8a) but imbalance of starch synthesis/ degradation and sugar transport from downstream pathways under high light. In C_3_ plants, starch is mostly present in mesophyll chloroplasts where photosynthesis occurs^66,67^. In C_4_ plants, starch is present in both bundle sheath and mesophyll chloroplasts (Fig. 7a–f), although Rubisco predominantly localizes in the bundle sheath chloroplasts^67^. The over-accumulated starch increased the crowdedness of the chloroplasts (Fig. 7 and Supplementary Table 2), which may hinder PSII repair, especially in mesophyll chloroplasts where PSII is enriched. PSII complexes are concentrated in the stacked grana regions; during PSII repair, damaged PSII subunits migrate from the stacked grana region to the grana margin and the unstacked grana region (stroma lamellae) where the proteins involved in PSII repair are localized (e.g., FtsH, Deg proteases that degrade damaged PSII subunits)^15,68^. In Arabidopsis under high light, the grana lumen and margin swell to facilitate protein diffusion and PSII repair^23,69^, however, we did not see these changes in high-light-treated *S. viridis* leaves (Supplementary Fig. 10d, e, i). Starch over-accumulation and increased chloroplast crowdedness may slow down the migration of damaged PSII subunits and inhibit PSII repair, contributing to the high-light-induced photoinhibition (Figs. 1b and 10). Additionally, ATP synthase activity was significantly reduced in HL_4h leaves as compared to ctrl_4h leaves (Fig. 9b, c), which may be associated with the starch accumulation and sugar feedback inhibition of photosynthesis. High-light-treated Arabidopsis plants had reduced starch in chloroplasts^70^, which may reflect the differences in experimental conditions or the stronger capability to use high light for carbon fixation in C_4_ plants than in C_3_ plants.

### High light differentially regulated genes involved in sugar-sensing pathways

Sugar signaling integrates sugar production with environmental cues to regulate photosynthesis^35,71,72^. In C_3_ plants, some of the sugar-sensing pathways include: (1) SnRK1 pathway (sucrose-non-fermenting 1-related protein kinase 1, starvation sensor, active under stressful and sugar deprivation conditions to suppress growth and promote survival)^73–75^; and (2) Trehalose pathway (trehalose is a signal metabolite in plants under abiotic stresses and helps plants survive stresses)^65,76^. In the trehalose pathway, trehalose-6-phosphate synthase (TPS) produces trehalose-6-phosphate (T6P); the T6P phosphatase (TPP) dephosphorylates T6P to generate trehalose^65^. T6P correlates with sucrose levels, inhibits SnRK1 pathway, and primes gene expression for growth in response to sucrose accumualtion^77,78^. Sugar-sensing pathways under abiotic stresses are under-explored in C_4_ plants^35^. Research in maize showed potential inhibition of the SnRK1 pathway by T6P in reproductive tissues (e.g., kernels) under drought and salt stresses, but their roles and interaction in leaves are unclear^79,80^. 

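*SnRK1_β2* (Sevir.3G200700) stood at 0.956 ± 0.317 TPM (SD, n = 4), 1.17 ± 0.124 TPM and 7.21 ± 6.35 TPM at 1, 2 and 4 h of high light against 73.9 ± 23.3 TPM, 128 ± 31.5 TPM and 88.7 ± 27.3 TPM in the controls. Its log2 fold changes were −6.24 (standard error 0.49, adjusted p = 1.36e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −6.84 (standard error 0.42, adjusted p = 1.09e-15 from the same test) and −4.02 (standard error 0.34, adjusted p = 7.90e-12 from the same test), and all alternatives called them. In high temperature it rose at 4 h by 0.89 (standard error 0.28, adjusted p = 0.0346 from the same test), a call lost in 5 of 8 fits with 1 library left out, most without ctrl_4h replicate A (adjusted p = 0.135 from the same test), and in 3 of 14 alternatives, 2 of them with the second index as a covariate.

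*SnRK1_γ4* (Sevir.7G076700) stood lower, at 0.162 ± 0.323 TPM (SD, n = 4), 0.247 ± 0.3504 TPM and 0.472 ± 0.326 TPM against 0.960 ± 0.615 TPM, 4.27 ± 1.47 TPM and 4.43 ± 0.840 TPM. No high light library held more than 3 counts, so the falls are lower bounds of at least 1.21-fold, 6.20-fold and 6.69-fold. They were called at 1 h (adjusted p = 0.00568 from the same test), 2 h (adjusted p = 4.82e-06) and 4 h (adjusted p = 1.75e-05). At 1 h 4 of 12 alternatives lost the call, and its adjusted p lay between 0.00575 and 0.131 over all 12 of them (edgeR, DESeq2 and limma).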

Our RNA-seq data showed that two subunits of *SnRK1* (*β2, γ4*) were highly down-regulated under high light (Fig. 4b), suggesting possible inhibition of the SnRK1 pathway. A copy of the potential catalytically active *TPS* (*TPSI)* in *S. viridis* was induced and two copies of *TTP* were down-regulated during high light (Fig. 4b), suggesting possible increased level of T6P. 

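*TPSI.1* (Sevir.3G180900) stood at 20.8 ± 6.87 TPM (SD, n = 4) at HL_2h against 10.6 ± 2.08 TPM and at 19.1 ± 2.13 TPM at HL_4h against 7.25 ± 1.14 TPM, with log2 fold changes of 0.85 (standard error 0.21, adjusted p = 0.00228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.07 (standard error 0.22, adjusted p = 3.12e-04 from the same test). At 1 h its change was 0.32 (standard error 0.24, adjusted p = 0.387 from the same test).

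The *TPP* copies may share reads. *TPPB.1.1* (Sevir.6G146700) stood at 9.73 ± 2.68 TPM (SD, n = 4), 13.4 ± 3.73 TPM and 20.9 ± 9.62 TPM against 26.2 ± 18.7 TPM, 38.7 ± 2.40 TPM and 53.0 ± 22.2 TPM. Its changes were −1.48 (standard error 0.34, adjusted p = 0.00119 from the same test), −1.65 (standard error 0.29, adjusted p = 3.20e-05 from the same test) and −1.67 (standard error 0.28, adjusted p = 1.99e-05 from the same test). *TPPB.1.2* (Sevir.2G195900) stood at 11.5 ± 2.45 TPM (SD, n = 4), 15.2 ± 4.64 TPM and 19.2 ± 3.301 TPM against 27.8 ± 8.32 TPM, 37.2 ± 2.09 TPM and 34.2 ± 5.95 TPM. Its changes were −1.36 (standard error 0.31, adjusted p = 0.00102 from the same test), −1.40 (standard error 0.27, adjusted p = 8.30e-05 from the same test) and −1.16 (standard error 0.26, adjusted p = 8.90e-04 from the same test).

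A further copy, *TPPA.3* (Sevir.1G266500), went the other way. It stood at 9.77 ± 5.33 TPM (SD, n = 4), 11.8 ± 1.88 TPM and 12.6 ± 1.82 TPM against 3.26 ± 2.63 TPM, 4.18 ± 0.488 TPM and 2.52 ± 0.436 TPM. The rises were 1.56 (standard error 0.47, adjusted p = 0.0150 from the same test), 1.37 (standard error 0.42, adjusted p = 0.0121 from the same test) and 1.98 (standard error 0.45, adjusted p = 7.98e-04 from the same test). Leaving out 1 library lost the call at 1 h in 3 of 7 fits, most without HL_1h replicate n1 (adjusted p = 0.262 from the same test). The paper proposes from *TPSI* and the falling *TPP* copies a possible rise of T6P.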

Based on the expression pattern of genes involved in sugar-sensing pathways and the over-accumulated starch under high light, we postulated that high-light-treated *S. viridis* leaves had increased sugar levels, and possibly up-regulated T6P sugar-sensing pathway to down-regulate the SnRK1 pathway and promote plant growth, which may alleviate the stress of starch over-accumulation and photosynthesis inhibition under high light.

### Potential links between high light response and ABA pathway exist in *S. viridis*

The links between high light responses and ABA have been reported in C_3_ plants^11,12,81,82^. Arabidopsis ABA biosynthesis mutants (e.g., *nced3*) were more sensitive to high light than WT^11,12^. High-light-treated *S. viridis* leaves had reduced capacity for stomatal conductance (Fig. 8b), which can most likely be attributed to an acute increase of ABA levels in high-light-treated leaves (Fig. 5b). Although ABA levels were only significantly increased at HL_1h and then gradually decreased, the ABA-induced stomatal closure may be prolonged. 

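The ABA signaling list had 4, 8 and 6 of 21 tested genes up at HL_1h, HL_2h and HL_4h and 2, 3 and 2 down. Adjusted over the list alone, 5, 8 and 7 were up and 3, 4 and 3 down. The ABA responsive list of 8 tested genes had 1, 1 and 2 up and 0, 1 and 1 down, with medians of 0.06, 0.16 and 0.44 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.840, 0.947 and 0.496). Limma's fry called both lists at 4 h. In high temperature 0 signaling genes rose and 3 fell at any time point, while 4 of 10 biosynthesis genes rose and 1 fell. Of 8 responsive genes 2 rose and 0 fell. Limma's fry called biosynthesis up and transport and conversion down at HT_1h, and signaling down at HT_4h. Camera called none of these lists in high temperature.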

Consistent with this, RNA-seq data showed increased expression of genes involved in ABA responses and signaling during the 4 h high light treatment (Fig. 5a). Stomatal conductance increases with light to increase CO_2_ uptake, which also increases water loss. To reduce water loss and improve water-use efficiency, a relatively lower stomatal conductance under high light may be an adaptive response. Our results in *S. viridis* provide insight into the reduced stomatal conductance and photosynthesis in sorghum leaves under high light^9^.

ABA homeostasis is maintained by the balance of its biosynthesis, catabolism, reversible glycosylation, and transport pathways^19^. 

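*NCED1* (Sevir.3G426300) stood at 100.97 ± 21.9 TPM (SD, n = 4), 140 ± 28.0 TPM and 120 ± 32.0 TPM at 1, 2 and 4 h of high light against 64.6 ± 28.2 TPM, 70.0 ± 7.25 TPM and 42.1 ± 10.0 TPM in the controls. Its log2 fold changes were 0.65 (standard error 0.24, adjusted p = 0.0575 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was not called, 0.88 (standard error 0.23, adjusted p = 0.00274 from the same test) and 1.19 (standard error 0.23, adjusted p = 1.37e-04 from the same test). The rise at 1 h was called in 3 of 7 fits with 1 library left out, with the lowest adjusted p without HL_1h replicate B (adjusted p = 0.0361 from the same test), as it was in 9 of the alternatives (adjusted p from 0.0202 to 0.266 over the 13 alternatives). Among these 9 were all fits to TPM or to the reads behind the TPM files, which used 4 libraries of HL_1h. The reported test used 3. Fits to these reads were chosen after the values were seen. The levels at HL_1h were below the 139 ± 15.2 TPM of ctrl_0h.

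*ABA1/ZEP1* (Sevir.7G124500) stood at 311.3 ± 37.0 TPM (SD, n = 4) at HL_1h against 173 ± 37.8 TPM at ctrl_1h, a change of 0.82 (standard error 0.14, adjusted p = 2.17e-05 from the same test) that every alternative called. At 2 and 4 h its changes of 0.28 (standard error 0.13, adjusted p = 0.105 from the same test) and −0.18 (standard error 0.13, adjusted p = 0.320 from the same test) were not called. In high temperature *ABA1/ZEP1* rose at 1 h by 1.03 (standard error 0.13, adjusted p = 3.01e-07 from the same test), and *NCED1* at 4 h by 0.72 (standard error 0.23, adjusted p = 0.0424 from the same test). The latter was lost in 6 of 8 fits with 1 library left out, most without HT_4h replicate D (log2 fold change of 0.60), and in 8 of 15 alternatives (adjusted p from 0.0110 to 0.124 over the 15 alternatives).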

Several ABA biosynthesis genes were up-regulated during high light (Fig. 5a), including *NCED1* (9-*cis* epoxycarotenoid dioxygenase)^19,83,84^ and *ABA1/ZEP1*, suggesting that local, de novo ABA biosynthesis may be one source of the rapid and large induction of ABA at HL_1h. 

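*CYP707A1* (Sevir.1G293200) stood at 5.15 ± 4.70 TPM (SD, n = 4) at HL_4h against 0.951 ± 0.645 TPM at ctrl_4h, a log2 fold change of 2.02 (standard error 0.63, adjusted p = 0.0153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 1 and 2 h its changes of 0.76 (standard error 0.61, adjusted p = 0.443 from the same test) and −0.15 (standard error 0.69, adjusted p = 0.901 from the same test) were not called. *CYP707A4* (Sevir.2G240000) stood at 4.68 ± 1.58 TPM (SD, n = 4) at HL_2h against 1.72 ± 0.856 TPM at ctrl_2h, a change of 1.33 (standard error 0.49, adjusted p = 0.0372 from the same test), and was not called at 1 h with −0.60 (standard error 0.49, adjusted p = 0.450 from the same test) or at 4 h with 1.27 (standard error 0.52, adjusted p = 0.0674 from the same test). With 1 library left out, the call of *CYP707A1* was lost in 3 of 8 fits, most without HL_4h replicate B (adjusted p = 0.143 from the same test), and that of *CYP707A4* in 5 of 8, most without ctrl_2h replicate A (adjusted p = 0.146 from the same test). With the second index as a covariate neither was called in the same test (adjusted p = 0.104 and 0.0826, in ranges from 0.00383 to 0.104 over the 14 alternatives and from 0.0257 to 0.0826 over the 14 alternatives).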

The up-regulation of *CYP707As*, which are responsible for ABA degradation^85^, may contribute to the gradual reduction of ABA levels after 1 h high light. Furthermore, the *S. viridis* homolog of Arabidopsis *BG1* (glucosidase, hydrolyzes inactive ABA-GE to active ABA in endoplasmic reticulum)^86^ was induced at HL_2h and HL_4h. 

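*BG1* (Sevir.5G454601) stood at 5.07 ± 1.87 TPM (SD, n = 4) at HL_2h against 1.98 ± 0.820 TPM at ctrl_2h and at 7.89 ± 2.93 TPM at HL_4h against 1.57 ± 0.843 TPM at ctrl_4h. The fitted log2 fold changes were 1.24 (standard error 0.44, adjusted p = 0.0285 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 2 h and 1.98 (standard error 0.44, adjusted p = 6.62e-04 from the same test) at 4 h. At 1 h it stood at 4.00 ± 2.32 TPM against 4.21 ± 0.469 TPM, a change of −0.56 (standard error 0.47, adjusted p = 0.466 from the same test). The call at 2 h was lost in 5 of 8 fits with 1 library left out, most without HL_2h replicate D (adjusted p = 0.108 from the same test), and with the second index as a covariate (adjusted p = 0.0756 from the same test, in a range from 0.0170 to 0.0756 over the 14 alternatives). The call at 4 h held in every alternative.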

Dehydration rapidly induces polymerization of AtBG1 and a 4-fold increase in its enzymatic activity^86^. It is possible that the hydrolysis of ABA-GE to ABA by polymerized BG1 may precede the induction of the *BG1* transcript, contributing to the transiently increased ABA levels. Several putative ABA transporters were not differentially expressed (Supplementary Data 6), but a *S. viridis* homolog of the Arabidopsis ABA importer *ABCG40* was down-regulated in high light (Fig. 5a), suggesting ABA import from other parts of the plant to leaves may be less likely. Thus, the high light increased ABA level may be due to ABA de novo biosynthesis and/or reversible glycosylation from ABA-GE to ABA.

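*ABCG40* (Sevir.5G228800) stood at 3.79 ± 0.692 TPM (SD, n = 4) at HL_1h against 7.41 ± 1.68 TPM at ctrl_1h and at 5.55 ± 2.10 TPM at HL_2h against 10.8 ± 2.13 TPM at ctrl_2h. Fitted log2 fold changes were −1.03 (standard error 0.37, adjusted p = 0.0441 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.07 (standard error 0.31, adjusted p = 0.00684 from the same test). At 4 h it stood at 7.05 ± 4.36 TPM against 6.04 ± 2.37 TPM, a change of −0.10 (standard error 0.31, adjusted p = 0.851 from the same test). The call at 1 h was lost in 5 of 7 fits with 1 library left out, and without HL_1h replicate n1 the change was −0.85 (adjusted p = 0.184 from the same test), and 6 of 12 alternatives lost this call (adjusted p from 0.0266 to 0.0924 over the 12 alternatives). The fall at 2 h was called in all. The levels in high temperature were 4.29 ± 1.40 TPM, 6.39 ± 2.42 TPM and 5.84 ± 1.13 TPM at 1, 2 and 4 h, with changes of −0.75 (standard error 0.33, adjusted p = 0.148 from the same test), −0.75 (standard error 0.30, adjusted p = 0.113 from the same test) and −0.14 (standard error 0.32, adjusted p = 0.830 from the same test).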

### High temperature responses had distinct features in comparison to high light

Compared to high light, HT_4h leaves showed much less change in starch accumulation, little change in chloroplast crowdedness (Fig. 7), and no photoinhibition (Fig. 1). Grana dimension increased in high-temperature-treated mesophyll chloroplasts (Supplementary Table 2), suggesting heat-induced grana swelling. In contrast, bundle sheath chloroplasts have slightly increased starch, no change of chloroplast area, but decreased grana dimension under high temperature, suggesting cell-type-specific heat responses. PG formation was highly induced in both mesophyll and bundle sheath chloroplasts under high temperature, which may be associated with heat-increased thylakoid membrane leakiness, consistent with previous reports^26,87,88^. Induced grana swelling and PG formation may reflect heat-induced damage to chloroplast ultrastructure, which may contribute to the reduced photosynthetic rates under high temperature.

The transcriptome changes under high temperature were less extensive but more dynamic than under high light (Figs. 2–5). 

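Between single time points, an effect of the same sign at all 3 was found for 64.8% of the genes called once in high light and 43.5% in high temperature. In high temperature 46 genes were called in opposite directions at different time points, and in high light 34. In control plants, 561 genes rose and 296 fell from 0 to 1 h, 688 and 538 from 0 to 2 h, and 2820 and 2522 from 0 to 4 h, which is 37.4% of the tested genes, so the reference of each comparison also changed between time points.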

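In high temperature, 1, 5 and 2 of the 29 tested plastoglobule genes rose at 1, 2 and 4 h and 1, 1 and 1 fell. Their median log2 fold changes were 0.08, 0.12 and −0.05 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.724, 0.215 and 0.947). Adjusted over the list alone, 1, 6 and 5 rose and 1, 1 and 4 fell. At any time point 31.0% of the list changed, against 72.4% in high light.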

High temperature induced more PG formation than high light (Supplementary Table 2), however, surprisingly there were few transcriptional changes of genes encoding proteins that localize to PG under high temperature (Fig. 4a). These results suggest the heat-induced PG formation may be a direct and physical response of thylakoid membranes to moderately high temperature and not regulated at the transcriptional level.

Response to high temperature also showed some unique transcriptional changes that were absent or minimal under high light. First, high temperature resulted in high and sustained induction of Rubisco activase (*RCA-α*) (Fig. 3c). 

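The effect of high temperature on *RCA_α* (Sevir.8G261466) changed from 1 to 2 h by a log2 difference of −1.12 (standard error 1.66, adjusted p = 0.793 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 2 to 4 h by −3.02 (standard error 1.77, adjusted p = 0.366 from the same test). From 1 to 4 h the difference was −4.14 (standard error 1.90, adjusted p = 0.208 from the same test). With so few control counts this test cannot decide whether the effect fell. The level of *RCA_α* in high temperature itself was lower at 4 h than at 1 and 2 h. With at most 2 counts in each control library these are fitted values whose size is not measured.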

RCA removes inhibitors from Rubisco, maintains Rubisco activation, and is important for carbon fixation^48,49^. Rubisco is thermostable but RCAs are heat labile, resulting in reduced Rubisco activation and CO_2_ fixation under HT^36^. Plants grown in warm environments usually have RCAs that are more thermotolerant^89–91^. In *S. viridis*, maize, and sorghum, high temperature induces the protein level of *RCA_α* and the rate of *RCA_α* induction is associated with the recovery rate of Rubisco activation and photosynthesis^92^. Our results, taken with previously published reports, suggest the heat-induced *RCA_α* may be the thermotolerant isoform. Understanding the function and regulation of RCAs may help improve thermotolerance of photosynthesis in C_4_ plants. Additionally, high temperature up-regulated small HSPs much quicker than high light.

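The counts of small HSPs called up at 1 h were 23 in high temperature and 0 in high light, out of 29 tested. Adjusted over the list alone, 24 and 0 were up at 1 h, 20 and 5 at 2 h, and 9 and 13 at 4 h. At any time point 23 rose in high temperature and 12 in high light, and 79.3% and 51.7% of the list changed.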

Key genes involved in photorespiration (Fig. 3c) and CEF around PSI (Supplementary Fig. 4a) were up-regulated under high temperature, suggesting high-temperature-induced photorespiration and CEF. C_4_ plants employ carbon-concentrating mechanisms (CCM) to concentrate CO_2_ around Rubisco and reduce photorespiration in bundle sheath chloroplasts. However, *S. viridis* bundle sheath chloroplasts have a small number of grana (Fig. 7d–f), where PSII is present and can be a source of O_2_ production. Photorespiration increases with temperature faster than photosynthesis^30,93^ and high temperature may also increase the CO_2_ leakiness of bundle sheath chloroplasts^38,39^, promoting photorespiration and reducing photosynthesis. CEF generates only ATP without NADPH, balances the ATP/NADPH ratio, generates transthylakoid proton motive force (*pmf*), and protects both PSI and PSII from photo-oxidative damage in C_3_ plants^94,95^. Increased CEF activity has been frequently reported under various stressful conditions in C_3_ plants^26,96,97^ and in *S. viridis* under salt stress^98^, indicating its important role in stress protection. To compensate for the extra ATP needed for the CCM, C_4_ plants are proposed to have high CEF in bundle sheath chloroplasts^3,99^. Heat-induced CEF could protect photosynthesis under high temperature by maintaining transthylakoid *pmf* and generating extra ATP.

Although high light and high temperature responses had their own unique features, their transcriptional responses had significant overlaps (Fig. 2b). 

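Here 34 genes were highly induced and 15 highly repressed in both conditions. The genes highly induced in both included *HSP23.5* (Sevir.1G333300), *HSP70/HSP70.4* (Sevir.3G222000), *HSP17.6B* (Sevir.5G129200) and a pair of *HSP17.6C* copies (Sevir.5G091100 and Sevir.5G091200), which may share reads. DESeq2 on the reads behind all TPM files gave 37 and 13.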

We identified 42 highly induced genes (FC ≥ 5) and 13 highly repressed genes (FC ≤ −5) in both conditions (Supplementary Table 1 and Supplementary Data 5). The 42 highly induced genes provide potential targets for improving resistance to high light and high temperature in C_4_ crops, including several putative transcription factors, HSP20/70/90 family proteins, β-amylase, and a putative aquaporin transporter for promoting CO_2_ conductivity in C_4_ plants^3,100,101^. Additionally, *HSFA6B* was induced (2 ≤ FC ≤ 5) under both high light and high temperature. 

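As fold changes, *HSFA6B* rose 2.25-fold at HL_1h and 3.54-fold at HL_2h, and 2.07-fold at HT_1h, within the bin of 2 to 5. At 1 h the bin depended on 1 library in each treatment. The log2 fold change was 0.83 without HL_1h replicate B and 0.68 without HT_1h replicate n1, both below 2-fold. High light and high temperature did not differ at 1 h (log2 difference 0.12 (standard error 0.30, adjusted p = 0.812 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment)), and at 2 h they differed by 1.57 (standard error 0.31, adjusted p = 1.02e-04 from the same test).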

HSFA6B reportedly operates as a downstream regulator of the ABA-mediated stress response and is involved in thermotolerance in Arabidopsis, wheat, and barley^102,103^. This gene may be involved in regulation of genes that are common to both the high light and high temperature responses and it would be interesting for further study to generate high-light- and high-temperature-tolerant C_4_ crops. Frey et al. identified 39 heat-tolerance genes in maize that were significantly associated with heat tolerance and up-regulated in most of the 8 maize inbred lines^41^. 

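Of the 20 homologs of maize heat-tolerance genes in Supplementary Data 5, all were tested and 5 rose in high temperature. Sevir.5G327100 rose at all 3 time points, with log2 fold changes of 4.08 (standard error 0.26, adjusted p = 1.43e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.82 (standard error 0.27, adjusted p = 2.15e-12 from the same test) and 1.31 (standard error 0.27, adjusted p = 0.00204 from the same test). It stood at 172 ± 69.9 TPM (SD, n = 4) at HT_1h against 10.4 ± 2.79 TPM at ctrl_1h. The other 4 rose at 1 time point each, Sevir.1G184300 by 1.31 (standard error 0.29, adjusted p = 0.00208 from the same test) and Sevir.2G412300 by 1.05 (standard error 0.35, adjusted p = 0.0452 from the same test) at 1 h, and Sevir.1G344000 by 0.94 (standard error 0.24, adjusted p = 0.00898 from the same test) and *CRR42* (Sevir.9G426800) by 1.18 (standard error 0.27, adjusted p = 0.00504 from the same test) at 4 h. In high light Sevir.5G327100 rose at 2 time points, while Sevir.1G184300, Sevir.2G412300 and *CRR42* fell at 3, 1 and 2. Of the other homologs, 4 fell in high temperature at 1 time point each.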

Five *S. viridis* homologs of the maize heat-tolerance genes were also up-regulated in our RNA-seq data under high temperature, providing potential engineering targets to improve heat tolerance in C_4_ plants (Supplementary Data 5). More potential gene targets to improve high light and/or high temperature tolerance in *S. viridis* and other C_4_ crops are included in Supplementary Data 5.

The different responses in mesophyll and bundle sheath chloroplasts in *S. viridis* are particularly interesting and warrant further study. We sorted high-light or high-temperature-induced DEGs into mesophyll- and bundle sheath-specific pathways based on previously published cell-type-specific transcriptomes^58^ (Supplementary Fig. 6). Although we cannot rule out some transcripts may have altered cell-type specificity under stressful conditions, due to the functional specificity of the mesophyll and bundle sheath cells, a significant fraction of the mesophyll- and bundle sheath-specific transcripts likely keep similar cell-type specificity under our high light and high temperature conditions as compared to the published control condition. Our analysis revealed mesophyll- and bundle sheath-specific transcriptional regulation in response to high light or high temperature in *S. viridis*. Under high light, the majority of mesophyll-specific DEGs related to ROS scavenging and HSPs were up-regulated while the majority of bundle sheath-specific DEGs related to these two pathways were down-regulated, suggesting mesophyll cells may require more ROS scavenging and HSPs than bundle sheath cells in response to high light, likely due to more ROS production and higher need for maintaining protein homeostasis in mesophyll cells than in bundle sheath cells under high light. In contrast, under high temperature, many ROS-scavenging DEGs were up-regulated in bundle sheath cells but down-regulated in mesophyll cells (possibly due to heat-induced photorespiration) while DEGs related to HSPs were up-regulated in both cell types. It is intriguing that high light up-regulated mesophyll-specific sugar transporters but down-regulated bundle sheath-specific sugar transporters. 

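In high light, 17 M-specific HSPs were up-regulated and 4 down-regulated, against 1 and 3 BS-specific HSPs (Fisher's exact test, p = 0.0526, adjusted p = 0.105 with Benjamini-Hochberg). With only 4 BS-specific HSPs called, the difference between cell types in HSPs is not shown here, and the result depends on the setting. Of the 14 alternatives 10 did not call it either, and DESeq2 was among those that did. The adjusted p lay between 0.0112 and 0.408 over them (Fisher's exact test with Benjamini-Hochberg adjustment). Counted per time point, 28 and 8 M-specific and 1 and 5 BS-specific calls were made. From these shares the paper proposes a higher need for ROS scavenging and HSPs in mesophyll cells.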

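In high temperature, 6 BS-specific ROS-scavenging genes rose and 2 fell, and 4 M-specific genes rose and 10 fell (Fisher's exact test, p = 0.0743, adjusted p = 0.111 with Benjamini-Hochberg). Counted per time point, 12 rose and 3 fell in BS and 5 rose and 12 fell in M.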

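Of the sugar transporters in high light, 3 M-specific genes were called and 5 BS-specific genes. The difference stood at an unadjusted p of 0.0179 in Fisher's exact test, the smallest p that 3 and 5 genes allow, and at an adjusted p of 0.0536 over the 6 tests with Benjamini-Hochberg. The 6 tests count sugar transporters in high temperature, where 0 M-specific genes were called. That test could decide nothing, and counting it raised the adjusted p, so whether the difference passes 0.05 depends on it. In high temperature 1 BS-specific gene rose, 2 fell, and 0 M-specific genes were called.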

In Arabidopsis, SWEET16/17 plays a key role in facilitating bidirectional sugar transport along sugar gradient across the tonoplast of vacuoles^104,105^. The homolog of SWEET16/17 in *S. viridis* is mesophyll cell specific and was up-regulated in high light (Supplementary Fig. 4b), suggesting SvSWEET16/17 may mediate sugar uptake into vacuoles in response to a high concentration of cytosolic sugar level in mesophyll cells. 

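*SWEET16/17* (Sevir.9G414000) stood at 27.8 ± 5.598 TPM (SD, n = 4), 19.7 ± 6.66 TPM and 36.5 ± 9.42 TPM at 1, 2 and 4 h of high light against 13.4 ± 7.01 TPM, 3.65 ± 1.46 TPM and 5.23 ± 1.27 TPM in the controls. Its log2 fold changes were 1.13 (standard error 0.32, adjusted p = 0.00899 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2.31 (standard error 0.34, adjusted p = 1.94e-06 from the same test) and 2.48 (standard error 0.32, adjusted p = 1.68e-07 from the same test). Without ctrl_1h replicate C the call at 1 h was lost (adjusted p = 0.0522 from the same test). In high temperature its changes of −0.69 (standard error 0.32, adjusted p = 0.190 from the same test), 0.72 (standard error 0.38, adjusted p = 0.239 from the same test) and 0.75 (standard error 0.34, adjusted p = 0.162 from the same test) were not called.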

The down-regulation of bundle sheath-specific SWEETs under high light may indicate feedback inhibition of phloem sugar loading due to unmatched sugar usage in downstream processes^106^.

In comparison to the C_3_ model plant Arabidopsis, the C_4_ model plant *S. viridis* has shared and unique responses under high light and high temperature. The shared responses include induced NPQ, *PsbS* transcription, zeaxanthin accumulation, PG formation, and ABA levels under high light, and the induced PG formation under high temperature. The unique responses in *S. viridis* to high light include the over-accumulated starch in both mesophyll and bundle sheath chloroplasts and increased chloroplast crowdedness. In high temperature, the unique responses in *S. viridis* include dynamic transcriptome regulation and different heat responses of mesophyll and bundle sheath chloroplasts. Additionally, *S. viridis* has M/BS cell-type-specific transcriptional responses to high light or high temperature. The reduced photosynthetic capacity in *S. viridis* leaves under high light or high temperature also demonstrated the need to improve the tolerance to these two stresses in C_4_ plants.

In summary, we elucidated how the C_4_ model plant *S. viridis* responds to moderately high light or high temperature at the photosynthetic, transcriptomic, and ultrastructural levels (Supplementary Table 3). Our research furthers understanding of how C_4_ plants respond to high light and high temperature by linking the data from multiple levels, reveals different acclimation strategies to these two stresses in C_4_ plants, discovers unique high light/temperature responses in C_4_ plants in comparison to C_3_, demonstrates M/BS cell-type specificity under these two stresses, distinguishes adaptive from maladaptive responses, and identifies potential targets to improve abiotic stress tolerance in C_4_ crops.

## Methods

### Plant growth conditions and treatments

*S. viridis* ME034 (also known as ME034v) plants were grown in a controlled environmental chamber under constant 31 °C, 50% humidity, ambient CO_2_ conditions, 12/12 h day/night, and leaf-level light intensity of 250 μmol photons m^−2^ s^−1^. Similar level of growth light has been used frequently in literature for *S. viridis* under control conditions^58,98,107,108^. Seeds were germinated on Jolly Gardener C/V Growing Mix (BGF Supply Company, Oldcastle, OCL50050041) and fertilized with Jack’s 15-5-15 (BGF Supply Company, J.R. Peters Inc., JRP77940) with an Electrical Conductivity (EC) of 1.4. At 7 days after sowing (DAS), seedlings were transplanted to 3.14″ × 3.18″ × 3.27″ pots. At 13 DAS, 4 h after light was on in the growth chamber, plants with fourth fully expanded true leaves were selected for 4 h high light (leaf-level light intensity of 900 μmol photons m^−2^ s^−1^ and chamber temperature of 31 °C) or 4 h high temperature (chamber temperature of 40 °C and leaf-level light intensity of 250 μmol photons m^−2^ s^−1^) treatments carried out in separate controlled environmental chambers under 50% humidity and ambient CO_2_ conditions. A separate set of plants remained in the control growth condition.

### Gas exchange and chlorophyll fluorescence measurements

Leaf-level gas exchange and pulsed amplitude modulated (PAM) chlorophyll *a* fluorescence were measured using a portable gas-exchange system LI-6800 coupled with a Fluorometer head 6800-01 A (LI-COR Biosciences, Lincoln, NE). Fourth, fully expanded, intact true leaves of *S. viridis* plants from different treatments were first dark-adapted for 20 min in the LI-6800 chamber to measure maximum PSII efficiency (*F*_v_/*F*_m_) under constant CO_2_ partial pressure of 400 ppm in the sample cell, leaf temperature 25 °C, leaf VPD 1.5 kPa, fan speed 10,000 RPM, and flow rate 500 μmol s^−1^. We then performed the light response curves followed by CO_2_ response curves (*A*/*c*_*i*_ curve) as described (Supplementary Table 4). Red-blue actinic light (90%/10%) and 3–6 biological replicates for each treatment were used for all measurements. We used a leaf temperature of 25 °C for light and CO_2_ response curves as described in previous publications for *S. viridis* regardless of growth temperatures^56,98,109–111^. During all measurements, the instrument parameters were consistent and stable. For CO_2_ response curves, all net CO_2_ assimilation rates were corrected with the empty chamber data to account for inevitable and minor LI-6800 leaf chamber leakiness during the CO_2_ response curves following the established protocols^112^.

Photosynthetic parameters were calculated as described^62^ (see formulas, Supplementary Table 5). To estimate the true NPQ, *F*_m_ used in the NPQ formula (*F*_m_/*F*_m_*F*_m_′ – 1) needs to be the maximum chlorophyll fluorescence in fully relaxed, dark-adapted leaves in which there is no quenching^62,113^. *F*_m_ and *F*_m_*F*_m_′ are the maximum chlorophyll fluorescence yields in dark-adapted and light-adapted leaves, respectively^62,113,114^. In control leaves, *F*_m_ could be reached with 20 min dark-adaptation without further change after that, but high-light-treated leaves needed a much longer recovery period to relax the quenching processes due to the light-induced photoinhibition (Supplementary Fig. 7a). Because the values of *F*_m_ in dark-adapted ctrl_4h leaves were highly consistent among different biological replicates and reflected the reference level of *F*_m_ (i.e., without stress treatments), we used the mean *F*_m_ of ctrl_4h leaves as a baseline to calculate NPQ in leaves with different treatments.

To investigate photosynthetic performance in plants immediately following 4 h of different treatments (control, high light or high temperature), we also performed short LI-6800 measurements for 5 min on each plant immediately after 4 h treatments without dark-adaptation at 400 ppm CO_2_ with indicated leaf temperatures and light intensities (Fig. 8). To estimate photosynthetic parameters under different treatments as in the growth chambers, the LI-6800 leaf chamber was set to simulate the condition of different treatments: control (31 °C, 200 µmol photons m^−2^ s^−1^ light), high light (31 °C, 600 µmol photons m^−2^ s^−1^ light,) or high temperature (40 °C, 200 µmol photons m^−2^ s^−1^ light). The temperature and light refer to the conditions in the LI-6800 leaf chamber. The light in LI-6800 leaf chamber (90% red and 10% blue) was different from the white light in our growth chambers, therefore we selected two lights (200 and 600 µmol photons m^−2^ s^−1^) in the LI-6800 leaf chamber that were close to the white lights in growth chambers based on the light quantification in the red (580–670 nm) and blue (440-540 nm) spectrum range. LI-6800 light intensities of 200 and 600 µmol photons m^−2^ s^−1^ were also two of the conditions used in the light response curves with dark-adaptation (Figs. 1c and 8, group 1), allowing for direct comparison. Individual plants were used for each replicate.

The high abundance of PSI in bundle sheath chloroplasts of C_4_ leaves can affect chlorophyll fluorescence measurement (up to 50%) and underestimate the PSII efficiency (*F*_v_/*F*_m_) and electron transport rates^115,116^. Thus, our chlorophyll fluorescence data were corrected with 0.5 *F*_o_^116^. *F*_o_ is the mean minimal chlorophyll fluorescence in dark-adapted leaves under the control condition (ctrl_4h). The PSII operating efficiency calculated from the corrected and uncorrected chlorophyll fluorescence data correlated with each other but the corrected data yielded higher PSII efficiency, with the maximum PSII efficiency in ctrl_4h leaves closer to the theoretical values of 0.86^117^ (Fig. 1b).

### Modeling of photosynthetic parameters using leaf-level gas-exchange information

To model photosynthetic parameters, we used gas-exchange data from light response curves and CO_2_ response curves (*A/c*_*i*_ curves). The model parameterization and analyses were conducted in R 3.4.3 Project software^®^ (R Development Core Team 2016). First, light response curves were fitted as previously described^118^. We fit a non-linear least squares regression (non-rectangular hyperbola) to estimate photosynthetic parameters (Supplementary Fig. 3). *A/c*_*i*_ curves were fitted as previously described^119^ to estimate the *V*_cmax_ (the maximum rate of carboxylation). We used the C_4_ photosynthesis model using a Bayesian analysis approach as described in Feng et al. (2013)^120^. The normality of the data was verified with the Shapiro-Wilk test. Statistical analysis was performed using Student’s two-tailed *t*-test with unequal variance by comparing ctrl_4h with all other conditions.

### RNA isolation

To isolate RNA from leaves, four biological replicates containing two 2-cm middle leaf segments from two plants for each time point and treatment were collected from fourth fully expanded true leaves into screw cap tubes (USA Scientific, 1420-9700) with a grinding bead (Advanced Materials, 4039GM-S050) and immediately frozen in liquid nitrogen and stored at −80 °C. Frozen samples were homogenized using a paint shaker. RNA was extracted using a Trizol method with all centrifugation at 4 °C and 11,000 RCF. First, 1 mL of Trizol Reagent (Invitrogen, 15596018) was added to homogenized leaf tissue and resuspended, then 200 µL of Chloroform:Isoamyl alcohol (25:1) was added and vortexed. Tubes were centrifuged for 15 min, and 600 µL from the aqueous layer was transferred to a clean tube with equal volume Chloroform:Isoamyl alcohol, vortexed, and centrifuged for 5 min. Next, 450 µL of aqueous layer was transferred to 0.7x volume 100% Isopropanol, mixed well, and chilled for 30 min in −20 °C freezer. Samples were centrifuged for 15 min to pellet RNA. Supernatant was decanted, and RNA pellet was rinsed twice with ice-cold 75% ethanol with a 2 min centrifugation following each rinse. RNA was dried in a laminar flow hood until residual ethanol evaporated and was resuspended in 50 µL of nuclease-free H_2_O. RNA was quantified using a NanoDrop and Qubit RNA Broad Range (BR) Assay Kit (Thermo Fisher Scientific Inc., Q10210) with the Qubit 3.0 machine. RNA integrity was verified using a Bioanalyzer Nano Assay (Genome Technology Access Center, Washington University in St Louis).

### RNA-seq library construction and sequencing

RNA samples were diluted to 200 ng/µL in nuclease-free H_2_O for a total of 1 µg RNA. Libraries were generated with the Quantseq 3′ mRNA-seq library prep kit FWD for Illumina (Lexogen, 015.96). Libraries were generated according to manufacturer’s instructions. Cycle count for library amplification for 1 µg mRNA was tested using the PCR add-on kit for Illumina (Lexogen, 020.96). qPCR was performed and a cycle count of 13 was determined for the amplification of all libraries. For library amplification, the Lexogen i5 6 nt Dual Indexing Add-on Kit (5001-5004) (Lexogen, 047.4 × 96) was used in addition to the standard kit to allow all libraries to have a unique combination of i5 and i7 indices. All libraries were quantified using Qubit dsDNA High Sensitivity (HS) Assay Kit (Thermo Fisher Scientific Inc., Q32854) with the Qubit 3.0 machine. Prepared libraries were pooled to equimolar concentrations based on Qubit assay reads. Pooled libraries were submitted to Novogene to be sequenced on the HiSeq4000 platform (Illumina) with paired end, 150 bp reads.

### Mapping and transcript quantification

Single-end reads were trimmed and quality-checked using Trim Galore (version 0.6.2). Trimmed reads from each library were mapped and processed for transcript quantification using Salmon (version 1.1.0) in quasi-mapping mode with a transcriptome index built from the *S. viridis* transcript and genome files (Sviridis_311_v2; Phytozome v12.1, sequence data produced by the US Department of Energy Joint Genome Institute and the *S. viridis* Genome Sequencing Project)^42^. Salmon outputs were imported into R using the Bioconductor package tximport (1.16.0) to extract gene-level expression values represented by transcript per million (TPM) for each gene across every time point, tissue, and treatment group sampled. PCA was performed with TPM normalized read counts of all genes using the R package FactoMineR^121^.

### Differential expression analysis

Genes that met minimum read count cutoffs of at least 10 raw reads in at least 10% of samples (14,302 genes) were included in differential expression analysis using DeSeq2, FDR < 0.05^122^. High light or high temperature treatment time points were compared to the control condition from the same time point. DEGs between different time points in either high light or high temperature were visualized in UpSetR^123^. To identify genes in key pathways of interest in *S. viridis*, we used the MapMan annotations for the closely related *S. italica* (RRID:SCR_003543). From the *S. italica* MapMan annotations, we identified the best hit in *S. viridis* for genes in pathways of interest. We then manually curated these lists based on relevant literature to obtain genes in pathways of interest (Supplementary Data 6), as well as to provide further annotation information for genes identified using the MapMan annotations. We sorted the differentially expressed genes in pathways of interest into fold change (FC) bins based on their DeSeq2 fold change values and presented their expression patterns. FC bins were defined as follows: highly induced: FC ≥ 5; moderately induced: 5 > FC ≥ 2; slightly induced: 2 > FC > 0; not differentially expressed: FC = 0; slightly repressed: 0 > FC > −2; moderately repressed: −2 ≥ FC > −5; highly repressed: FC ≤ −5. Heatmaps of pathways of interest were generated using the R package pheatmap (version 1.0.12. https://CRAN.R-project.org/package=pheatmap).

### ABA quantification

Leaf samples of three biological replicates were harvested at 0, 1, 2, and 4 h of control, high light, or high temperature treatment. The fresh leaf weight was immediately measured after harvesting. The samples were quickly placed in liquid nitrogen and then stored in −80 °C freezer until further processing. Frozen leaf tissue was homogenized and 15 ng of [^2^H_6_]-abscisic acid was added as an internal standard. Samples were dried to completeness under vacuum. ABA was resuspended in 200 µL of 2% acetic acid in water (v/v) and then centrifuged; an aliquot was then taken for quantification. Foliar ABA levels were quantified by liquid chromatography tandem mass spectrometry with an added internal standard using an Agilent 6400 Series Triple Quadrupole liquid chromatograph associated with a tandem mass spectrometer according to the previously described methods^124^.

### Pigment analysis

Three biological replicates of one 2 cm middle leaf segment were collected from fourth fully expanded true leaves into screw cap tubes (USA Scientific, 1420-9700) with a grinding bead (Advanced Materials, 4039GM-S050), immediately frozen in liquid nitrogen, and stored at −80 °C. During pigment extraction, 600 µL ice-cold acetone were added to the samples before they were homogenized in a FastPrep-24 5G (MP Biomedicals) at 6.5 m s^−1^ for 30 s at room temperature. Cell debris were removed by centrifugation at 21,000*g* for 1 min. The supernatant was filtered through a 4 mm nylon glass syringe prefilter with 0.45 µm pore size (Thermo Scientific) and analyzed by HPLC. HPLC analyses were performed on an Agilent 1100 separation module equipped with a G1315B diode array and a G1231A fluorescence detector; data were collected and analyzed using Agilent LC Open Lab ChemStation software. Pigment extracts were separated on a ProntoSIL 200-5 C30, 5.0 μm, 250 mm × 4.6 mm column equipped with a ProntoSIL 200-5-C30, 5.0 μm, 20 mm × 4.0 mm guard column (Bischoff Analysentechnik) and gradient conditions as previously described^125^. Assuming interconversion of the intermediate antheraxanthin between both zeaxanthin and violaxanthin, the de-epoxidation level can be calculated by (zeaxanthin + 0.5 antheraxanthin) / (violaxanthin + antheraxanthin + zeaxanthin)^126^.

### Transmission electron microscopy (TEM)

*S. viridis* leaves were collected after 4 h of different treatments and prepared for TEM. Four-millimeter biopsy punches were taken from the middle leaf segments of the fourth fully expanded leaves and fixed for 2 h in 2% paraformaldehyde and 2% glutaraldehyde (EM Science, Hatfield, PA, USA) plus 0.1% Tween20 in 0.1 M sodium cacodylate at pH 7.4 at room temperature and then at 4 °C overnight. Samples were then rinsed 3x in buffer and fixed in 2% osmium tetroxide (EM Science, Hatfield, PA, USA) in ELGA water for 2 h, rinsed 3x in ELGA water and placed in 1% uranyl acetate in ELGA water at 4 °C overnight and then at 50 °C for 2 h. Next, samples were rinsed 5x in water, dehydrated in a graded acetone series and embedded in Epon-Araldite (Embed 812, EM Science, Hatfield, PA, USA). Embedments were trimmed and mounted in the vise-chuck of a Leica Ultracut UCT ultramicrotome (Leica, Buffalo Grove, IL, USA). Ultrathin sections (~60 to 70 nm) were cut using a diamond knife (type ultra 35 °C; Diatome), mounted on copper grids (FCFT300-CU-50, VWR, Radnor, PA, USA), and counterstained with lead citrate for 8 min^25^. Samples were imaged with a LEO 912 AB Energy Filter Transmission Electron Microscope (Zeiss, Oberkochen, Germany). Micrographs were acquired with iTEM software (ver. 5.2) (Olympus Soft Imaging Solutions GmbH, Germany) with a TRS 2048 × 2048k slow-scan charge-coupled device (CCD) camera (TRÖNDLE Restlichtverstärkersysteme, Germany). Ninety electron micrographs were quantified for each experimental treatment using image analysis (FIJI software, National Institutes of Health) and stereology (Stereology Analyzer version 4.3.3, ADCIS, France). Each TEM image was acquired at 8,000X magnification and 1.37 nm pixel resolution with arrays of up to 5 × 5 tiles using automated Multiple Image Alignment software module (settings: correlation = 1, FFT algorithm, overlap area = linear weighted, movement = emphasize, and equalize). TEM images were analyzed with Stereology Analyzer software version 4.3.3 to quantify relative volume of various cell parameters including stroma, stroma lamellae, starch granules, and grana within individual chloroplasts (Supplementary Fig. 9b). Grid type was set as “point” with a sampling step of 500 × 500 pixels and pattern size of 15 × 15 pixels. The percent of relative volume for each parameter was collected after identifying all grid points within one chloroplast and further analyzed in excel. TEM images with a magnification of 8 K were used in the Fiji (ImageJ) analysis. The images were scaled to 0.7299 pixel nm^−1^ in ImageJ before analyzing the chloroplast area, plastoglobuli area, and grana dimensions. The height of grana margin (positions 1 and 3) and grana core (position 2) were quantified as described previously^23^ (Supplementary Fig. 10d, e). The “polygon selections” tool was used to quantify the chloroplast and plastoglobuli area by outlining the target structure. The individual plastoglobuli (PG) size was measured using ImageJ. All PG in a chloroplast were quantified to get the total PG area per chloroplast. The “straight” tool was used to quantify grana height and width. The grana number and PG number were counted manually. Choosing the correct statistical test to reflect the quantified data is essential in making conclusions. Three different statistical tests were used to find the significance of *p*-values. The negative binomial test was used for counting data that followed a negative binomial distribution. The Kolmogorov-Smirnov test was used for relative volume data since it is commonly used to find significance between data in a form of ratios. A two-tailed *t*-test with unequal variance was used for all other data that followed a normal distribution. All three statistical tests compared the treatment conditions to the control conditions of the same cell type. Each treatment had three biological replicates and a total of 90~120 images of each treatment were analyzed.

### Starch quantification

To isolate starch from leaves, three biological replicates of 2 cm middle leaf segments were collected from fourth fully expanded true leaves into screw cap tubes (USA Scientific, 1420-9700) with a grinding bead (Advanced Materials, 4039GM-S050) and immediately frozen in liquid nitrogen and stored at −80 °C. Frozen samples were homogenized using a paint shaker. For starch quantification, leaves decolorized by 80% ethanol and starch concentration was subsequently measured using a starch assay kit (Megazyme, K-TSTA-100A).

### MultispeQ measurement

A MultispeQ^61^ v2.0 was used to measure chlorophyll fluorescence parameters and ECS in *S. viridis* leaves at the start or after 4 h treatments of control, high light, or high temperature. ECS results from light–dark-transition-induced electric field effects on carotenoid absorbance bands^62,127^ and is a useful tool to monitor proton fluxes and the transthylakoid proton motive force (*pmf*) in vivo^63,64^. Light drives photosynthetic electron transport along the thylakoid membrane and proton fluxes across the thylakoid membrane. Protons flux into the thylakoid through H_2_O oxidation at PSII and plastoquinol oxidation at cytochrome *b*_*6*_*f* complex; protons flux out of the thylakoid mainly through ATP synthase to make ATP, which is driven by the transthylakoid *pmf*^63,64^. The total amplitude of ECS signal during the light–dark transition, ECS_t_, represents the transthylakoid *pmf*. The decay time constant of light–dark-transition-induced ECS signal, τ_ECS_, is inversely proportional to proton conductivity (ɡ_H_^+^ = 1/τ_ECS_), which is proportional to the aggregate conductivity (or permeability) of the thylakoid membrane to protons and largely dependent on the activity of ATP synthase^62^. The proton flux rates, v_H+_, calculated by ECS_t_/τ_ECS_, is the initial decay rate of the ECS signal during the light–dark transition and reflects the rate of proton translocation by the entire electron transfer chain, usually predominantly through the ATP synthase^62^. ECS was measured using MultispeQ and the dark interval relaxation kinetics with a modified Photosynthesis RIDES protocol at light intensities of 250, 500, and 1000 µmol photons m^−2^ s^−1^. The MultispeQ v2.0 was modified with a light guide mask to improve measurements on smaller leaves. Parameters at the different light intensities were measured sequentially on the middle segment of a fourth fully expanded true leaf at room temperature with no dark adaptation prior to measurements. The estimated NPQ, NPQ_(T),_ was measured by MultispeQ based on a method that does not require a dark-adapted state of the leaf for determination of *F*_m_^59^. NPQ_(T)_ uses the minimal fluorescence (*F*_o_′) and maximal fluorescence (*F*_m_′) in light-adapted leaves to estimate NPQ^59^. Statistical significance was assigned with a two-tailed *t*-test assuming unequal variance.

### Statistics and reproducibility

All data presented had at least three biological replicates. Detailed information about statistical analysis were described for each method above.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File.

Supplementary information.

Description of Supplementary Files.

Supplementary_Data_1.

Supplementary_Data_2.

Supplementary_Data_3.

Supplementary_Data_4.

Supplementary_Data_5.

Supplementary_Data_6.

Supplementary_Data_7.

Reporting summary.

## Data Availability

The datasets analyzed in this paper are included in this published article and supplementary information files. The RNA-seq data discussed in this publication was deposited in NCBI’s Gene Expression Omnibus (GEO)^128^ and are accessible through GEO Series accession number GSE178320. Other information is available from the corresponding author on reasonable request.

# Supplementary material for: High light and temperature reduce photosynthetic efficiency through different mechanisms in the C4 model Setaria viridis
**Source:** Commun Biol. 2021 Sep 16;4:1092. doi: 10.1038/s42003-021-02576-2
**Supplement:** Supplementary file 2 — Supplementary information.

## High Light and Temperature Reduce Photosynthetic Efficiency through Different Mechanisms in the C<sub>4</sub> Model *Setaria viridis*

Cheyenne M. Anderson<sup>1#</sup>, Erin M. Mattoon<sup>1,2#</sup>, Ningning Zhang<sup>1</sup>, Eric Becker<sup>1</sup>, William McHargue<sup>1</sup>, Jiani Yang<sup>1</sup>, Dhruv Patel<sup>3</sup>, Oliver Dautermann<sup>3</sup>, Scott A. M. McAdam<sup>4</sup>, Tonantzin Tarin<sup>5,6</sup>, Sunita Pathak<sup>1</sup>, Tom J. Avenson<sup>7</sup>, Jeffrey Berry<sup>1</sup>, Maxwell Braud<sup>1</sup>, Krishna K. Niyogi<sup>3,8,9</sup>, Margaret Wilson<sup>1</sup>, Dmitri A. Nusinow<sup>1</sup>, Rodrigo Vargas<sup>5</sup>, Kirk J. Czymmek<sup>1</sup>, Andrea L. Eveland<sup>1</sup>, Ru Zhang<sup>1\*</sup>

# Equal contribution

### Supplementary Figures

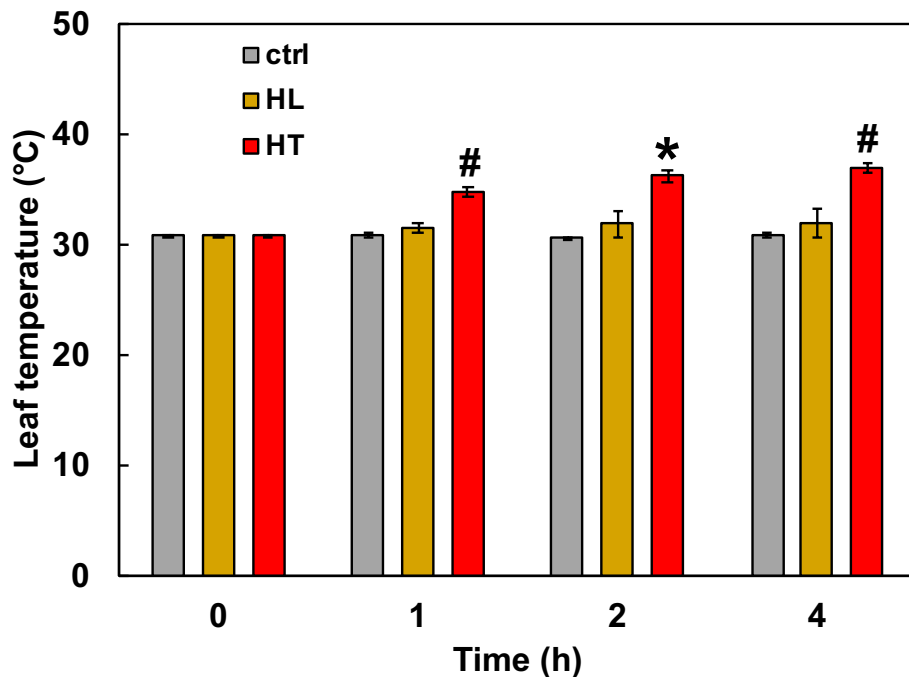

**Supplementary Figure 1. Leaf temperatures of *S. viridis* stayed constant during the control and high light treatments while increased during high temperature treatment.** Leaf temperatures of *S. viridis* measured over the 4 h time course of control or high light or high temperature treatments. Mean  $\pm$  SE,  $n = 3$  biological replicates. Asterisk and pound symbols indicate statistically significant differences of high light and high temperature compared to control in a given time point using Student's two-tailed t-test with unequal variance ( $0.01 < p < 0.05$ ,  $\#p < 0.01$ ). No significant changes of leaf temperatures during the ctrl and high light condition.

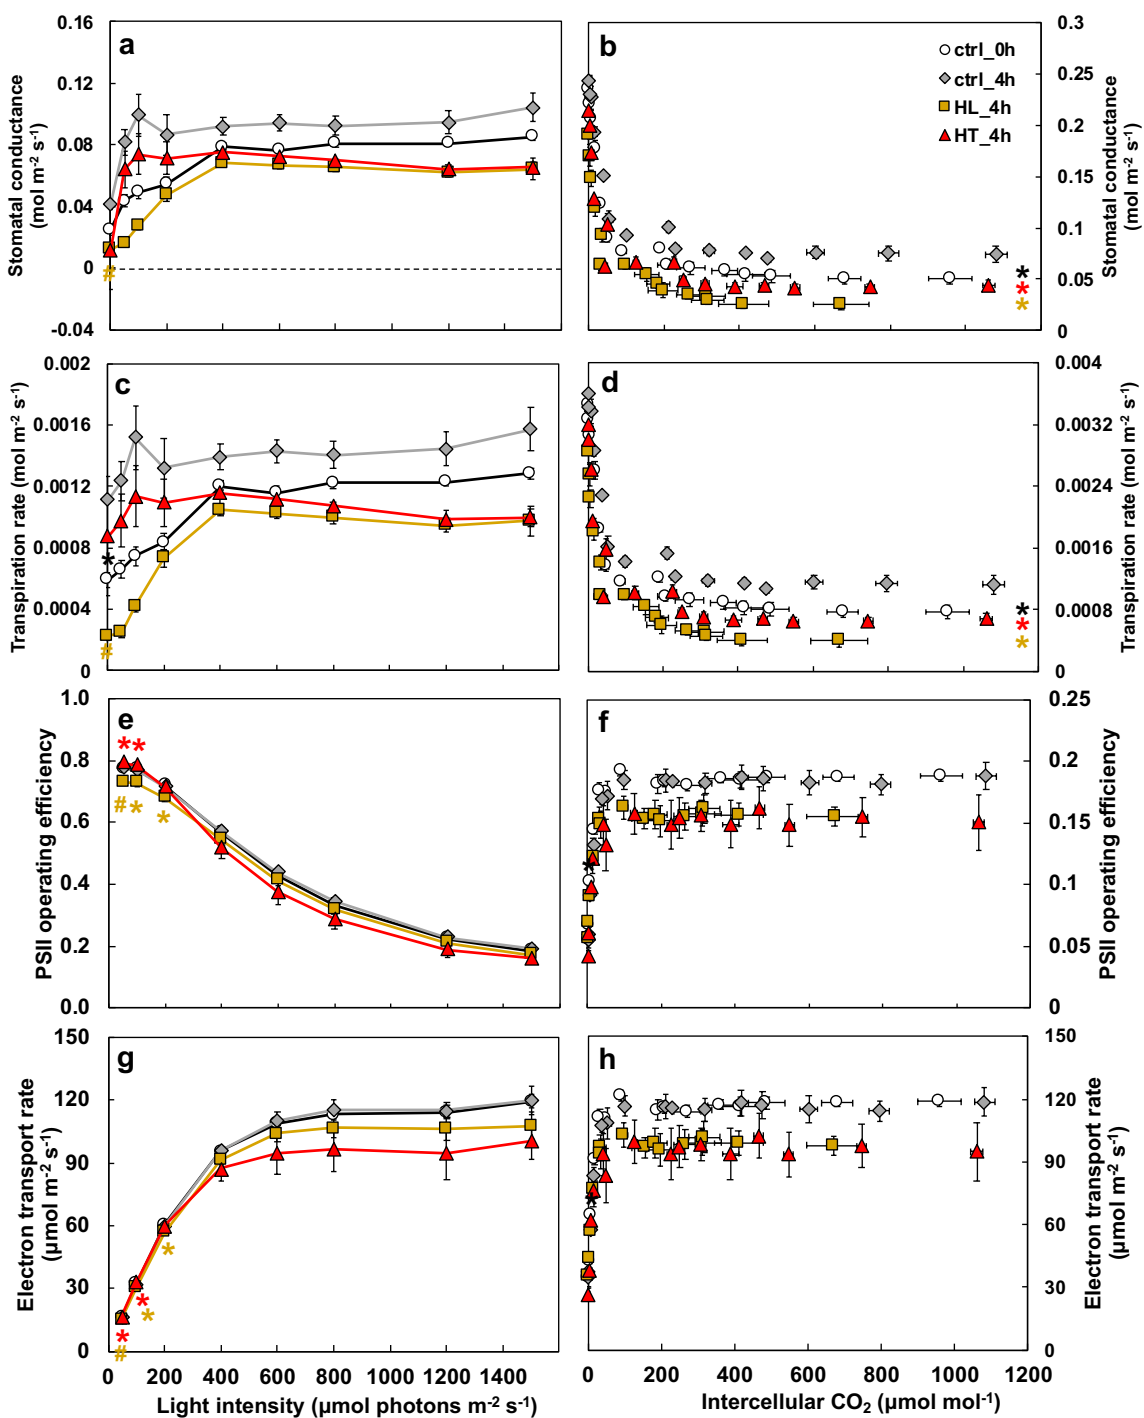

**Supplementary Figure 2: High light or high temperature treatments affected photosynthetic parameters measured by gas exchange and chlorophyll fluorescence.** Photosynthetic parameters measured during light (a, c, e, g) and  $\text{CO}_2$  (b, d, f, h) response. Mean  $\pm$  SE,  $n = 3-6$  biological replicates. Asterisk and pound symbols

indicate statistically significant differences of ctrl\_0h, HL\_4h, and HT\_4h compared to ctrl\_4h using Student's two-tailed t-test with unequal variance. P-values were corrected for multiple comparisons using FDR (\* $0.01 < p < 0.05$ , # $p < 0.01$ , the colors of \* and # match the significance of the indicated conditions, black for ctrl\_0h, yellow for HL\_4h, red for HT\_4h). (**b**, **d**) Most data points of ctrl\_0h, HL\_4h, and HT\_4h were statistically significantly different compared to ctrl\_4h (\* $p < 0.05$ ) denoted by asterisks at the end of curves.

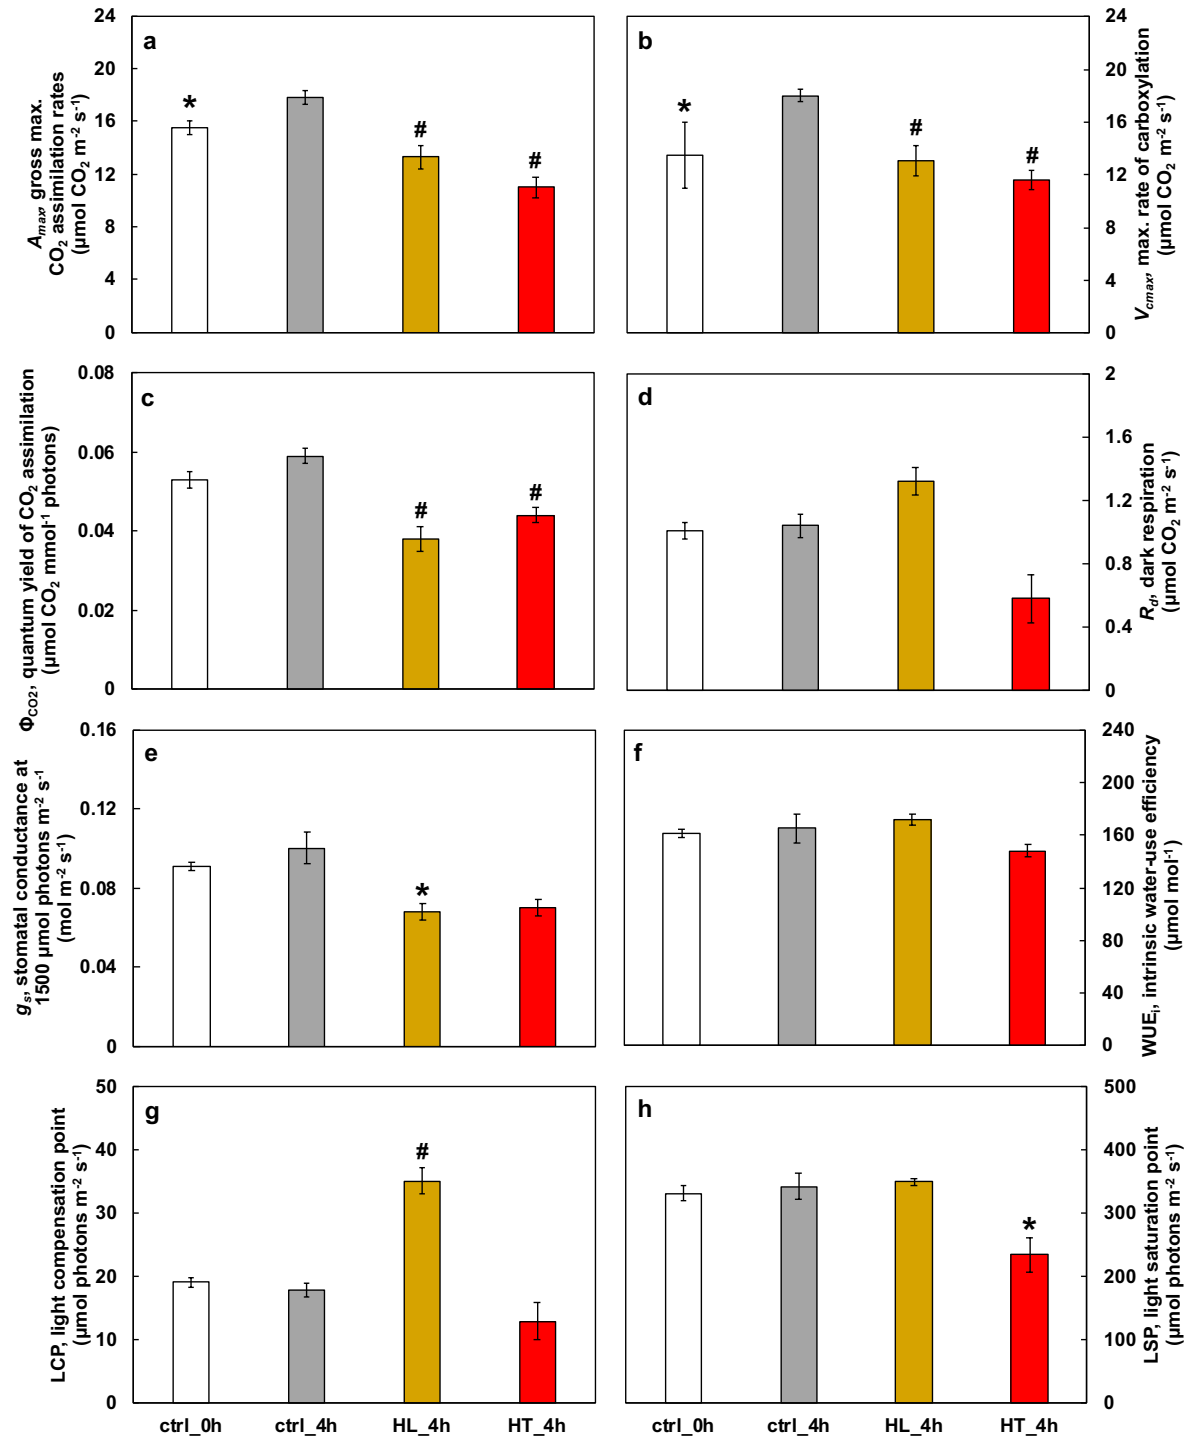

**Supplementary Figure 3: High light or high temperature treated leaves had reduced photosynthetic efficiency.** Photosynthetic parameters were derived from light and  $\text{CO}_2$  response curves (mean  $\pm$  SE;  $n = 3-6$ ). **(a)** the maximum gross  $\text{CO}_2$  assimilation rates,  $A_{max}$ ; **(b)** the maximum rate of carboxylation,  $V_{cmax}$ ; **(c)** the quantum yield of  $\text{CO}_2$

assimilation,  $\Phi_{CO_2}$ , which is the ratio of the moles of  $CO_2$  fixed in photosynthesis per mole of quanta (photons of light) absorbed, and is a measure of the efficiency in which light is converted into fixed carbon; **(d)** the day-time dark respiration rate,  $R_d$ , equal to  $A_n$  when light intensity is zero; **(e)** stomatal conductance,  $g_s$ ; **(f)** water use efficiency, WUE; **(g)** light compensation point, LCP, the threshold of low light intensity at which photosynthesis is equal to leaf respiration and, therefore  $A_n$  is zero; **(h)** light saturation point, LSP, the estimated light intensity where 75% of  $A_{max}$  was reached. Asterisk and pound symbols indicate statistically significant differences of ctrl\_0h (at the start of treatments), HL\_4h (after 4 h high light), and HT\_4h (after 4 h temperature) compared to ctrl\_4h (after 4 h control treatment) using Student's two-tailed t-test with unequal variance (\* $0.01 < p < 0.05$ , # $p < 0.01$ ).

a

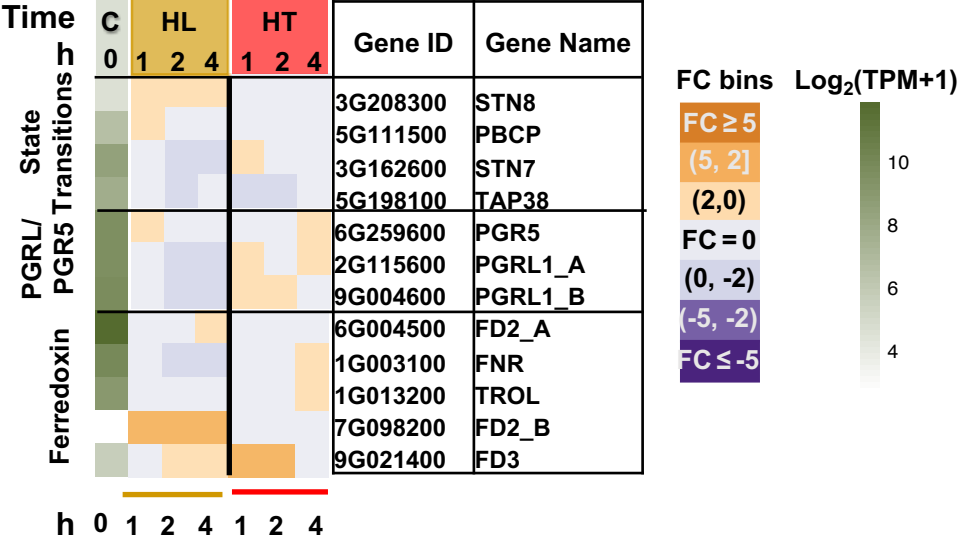

b

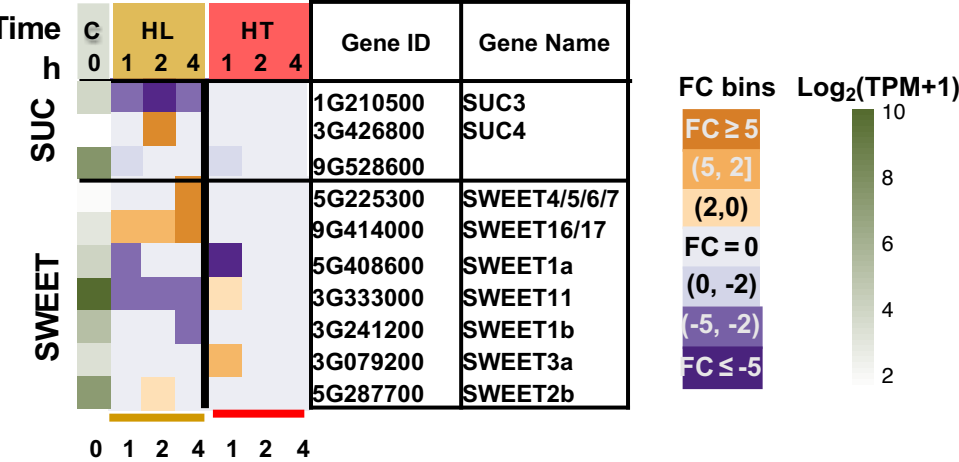

C

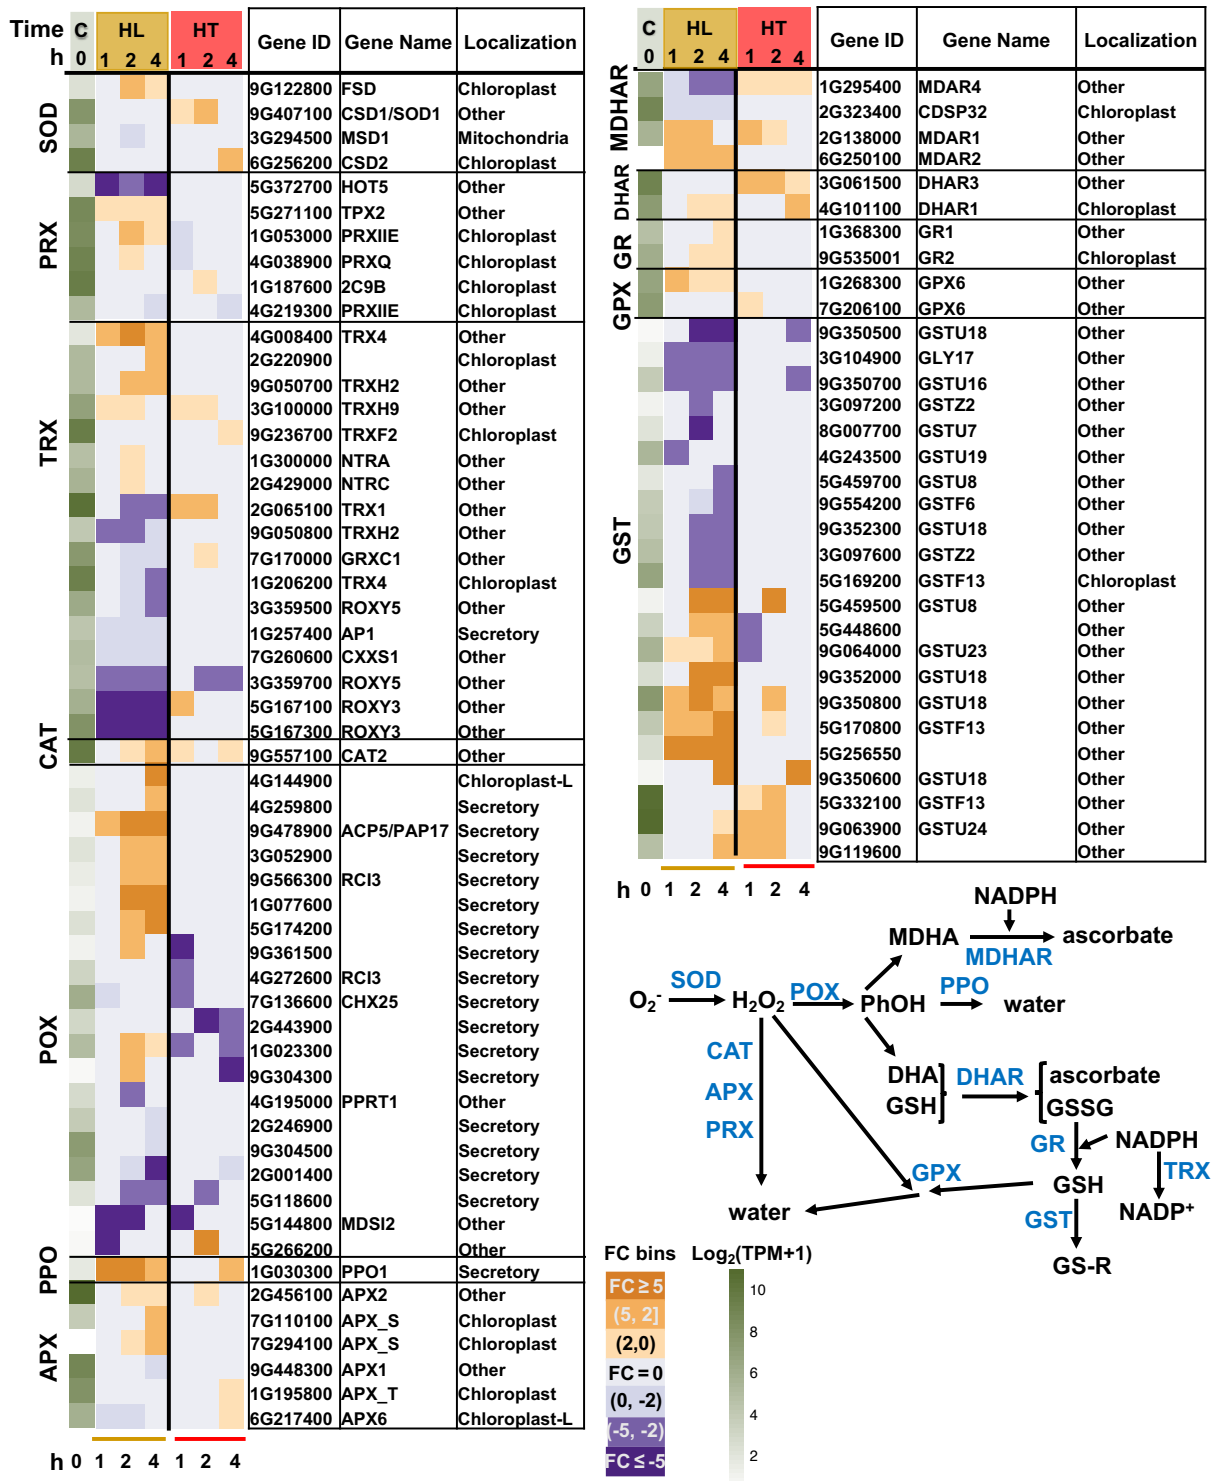

**Supplementary Figure 4. High light or high temperature differentially regulated genes involved in various pathways associated with photosynthesis. (a) Alternative light reactions of photosynthesis. *PGR5* (proton gradient regulation 5) and *PGRL1***

(*PGR5-like photosynthetic phenotype 1*) are genes involved in cyclic electron transport around PSI. **(b)** Genes encoding sugar transporters. *SUC* (*Sucrose-proton symporters*) and *SWEET* (*Sugar Will Eventually Exported Transporters*) encode sucrose transporters. **(c)** Genes involved in antioxidant defense pathways. SOD: superoxide dismutase; PRX: peroxiredoxins; TRX: thioredoxin; CAT: catalase. POX: peroxidases. PPO: polyphenol oxidase; APX: ascorbate peroxidase; MDHAR: monodehydroascorbate reductase; DHAR: dehydroascorbate reductase; GR: glutathione reductase; GPX: glutathione peroxidase; GST: glutathione S-transferase. These antioxidant enzymes are colored in blue in the antioxidant defense pathways based on Hasanuzzaman et al, 2020<sup>57</sup>. SOD leads the frontline defense in the antioxidant defense system by converting superoxide anion ( $O_2^-$ ) into hydrogen peroxide ( $H_2O_2$ ) which is further detoxified to water ( $H_2O$ ) by one of these enzymes: POX, CAT, APX, PRX, or GPX. MDHA, monodehydroascorbate; PhOH, phenolic compounds; DHA, dehydroascorbate; GSH, reduced Glutathione; GSSG, oxidized glutathione; R, aliphatic, aromatic, or heterocyclic group; NADPH, nicotinamide adenine dinucleotide phosphate. Most antioxidant enzymes have multiple gene family members in *S. viridis*. The first green column displays  $\log_2(\text{mean TPM} + 1)$  at ctrl\_0h (at the start of treatments, C). TPM, transcripts per million, normalized read counts. Heatmap displays the fold change (FC) bin of DeSeq2 model output values at 1, 2, 4 h of high light or high temperature versus control at the same timepoint ( $q < 0.05$ ). FC bins: highly induced:  $FC \geq 5$ ; moderately induced:  $5 > FC \geq 2$ ; slightly induced:  $2 > FC > 0$ ; not differentially expressed:  $FC = 0$ ; slightly repressed:  $0 > FC > -2$ ; moderately repressed:  $-2 \geq FC > -5$ ; highly repressed:  $FC \leq -5$ . Gene ID: *S. viridis* v2.1 gene ID, excluding “Sevir.”. All genes presented in the heatmaps were significantly differentially regulated in at least one time point.

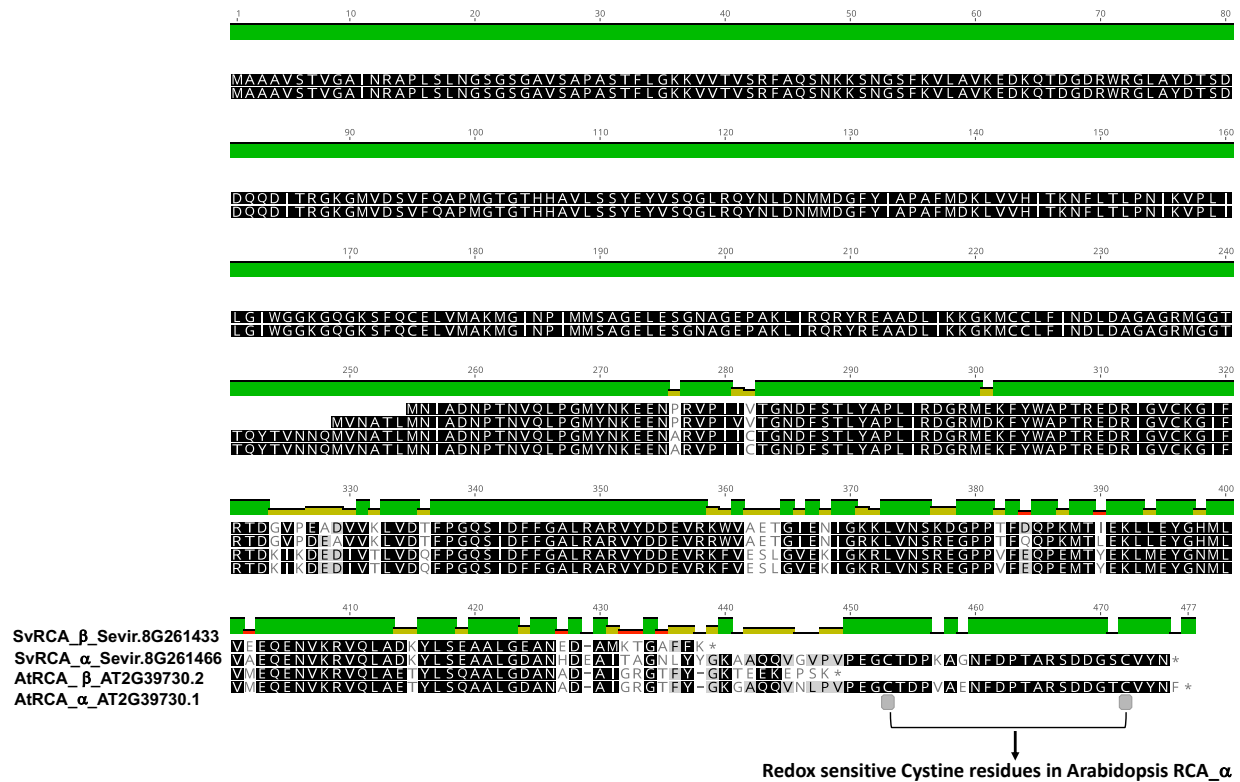

**Supplementary Figure 5. Peptide sequence alignment of two *S. viridis* Rubisco Activases (RCAs) with *A. thaliana* RCAs reveals  $\alpha$  and  $\beta$  copies of RCA in *S. viridis*.** *A. thaliana* RCA <sub>$\alpha$</sub>  has two redox sensitive cysteine residues, which are retained in the *S. viridis* RCA <sub>$\alpha$</sub>  copy.

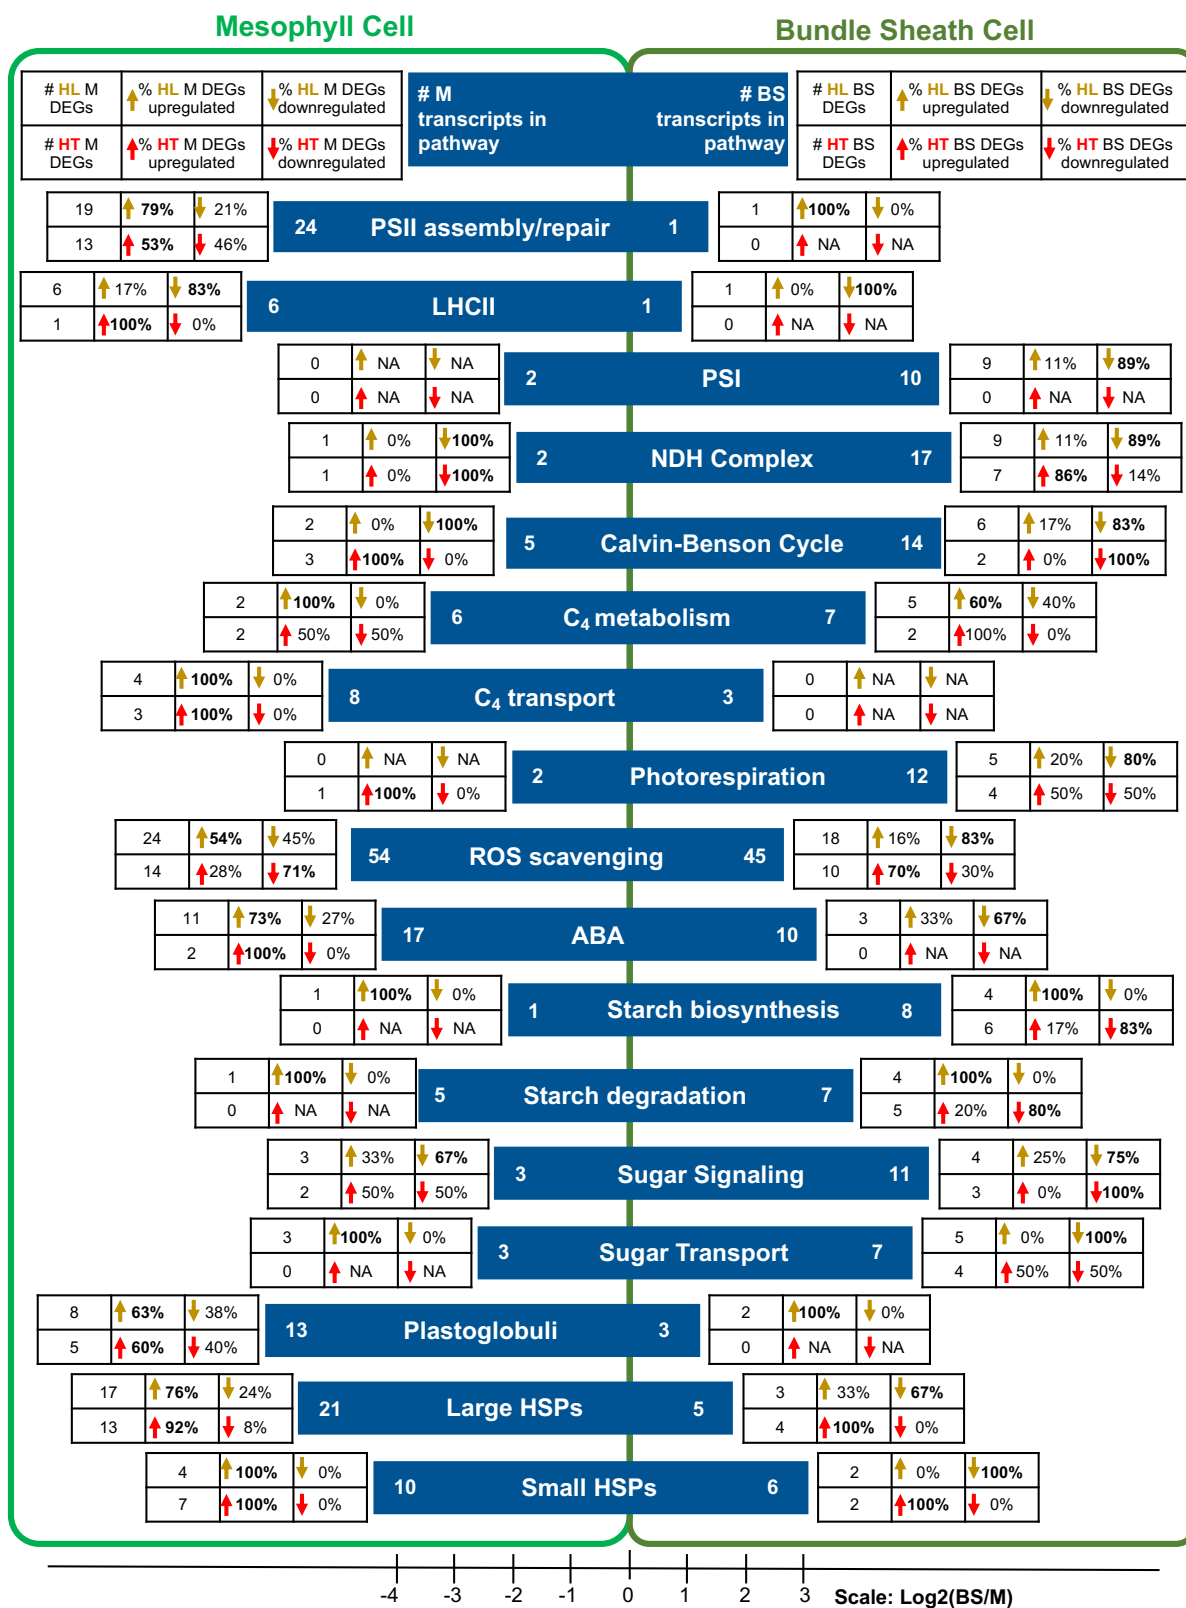

**Supplementary Figure 6. Mesophyll (M) and bundle sheath (BS) specificity of**

**differentially expressed genes reveals cell type specific responses to high light or high temperature.** Light and dark green box denotes M and BS cells, respectively. The blue horizontal bars denote pathways of interest we investigated. Position of blue horizontal bars indicates cell type specificity of pathways, and represents the  $\text{Log}_2(\text{number of BS specific transcripts/number of M specific transcripts associated with a pathway})$  according to the published M and BS specific transcriptome data in *S. viridis* under the control condition<sup>58</sup>. Pathways that are preferentially expressed in mesophyll cells have  $\text{log}_2(\text{BS/M}) < 0$ , e.g. PSII assembly/repair. Pathways that are preferentially expressed in BS cells have  $\text{log}_2(\text{BS/M}) > 0$ , e.g. PSI. The numbers at the left and right end of each blue horizontal bar represent the numbers of M or BS specific transcripts associated with this pathway. Each pathway has a table of data for each cell type under high light (1<sup>st</sup> row) or high temperature (2<sup>nd</sup> row). For each table, the first column indicates the number of M or BS specific transcripts related to a pathway that were differentially expressed in at least one time point. The rest two columns of the table represent the fraction of up- (upward arrows) or down-regulated (downward arrows) transcripts out of the total number of cell-type specific differentially expressed genes (DEGs) related to a pathway. Bolded percentages indicate the larger portions (either up- or down-regulated) in each cell type under high light or high temperature. 

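In high light, 14 of 16 BS-specific ROS-scavenging DEGs were down-regulated (87.5%) and 13 of 23 M-specific ones up-regulated (56.5%). Up-regulated were thus 12.5% in BS, and the difference had a Fisher's exact test p of 0.00767. Counted per time point, 27 of the BS calls were down and 4 up, and 26 of the M calls were up and 21 down. The difference of 44.0 percentage points fell most, to 24.0, with limma on log2(TPM + 1) and its own filter, where it was not called (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.408, and between 0.000889 and 0.408 over the 14 alternatives). Of the 23 fits with 1 library left out, 12 kept the call and 11 lost it, with a difference down to 34.5 without HL_4h replicate D.

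**Figure D7:**
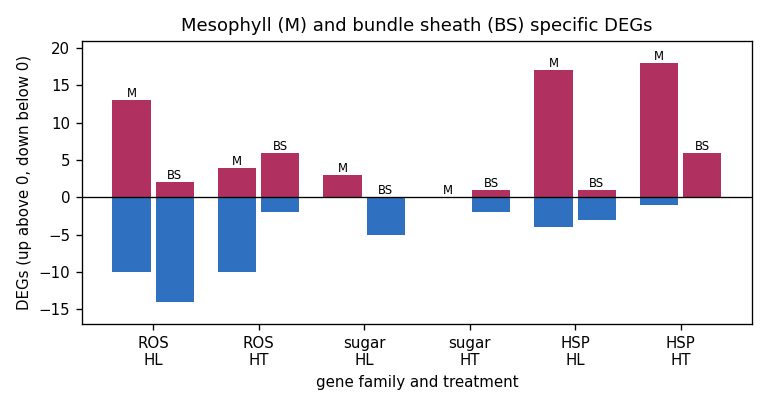
Up- and down-regulated DEGs specific to mesophyll and bundle sheath. In high light 14 of 16 bundle sheath ROS-scavenging DEGs were down and 13 of 23 mesophyll DEGs up.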

In high light, 83% of the BS-specific ROS-scavenging DEGs were down-regulated, whereas 54% of M-specific ROS-scavenging DEGs were up-regulated. In contrast, in HT, the majority of BS-specific ROS-scavenging DEGs were up-regulated while M-specific ROS-scavenging DEGs were down-regulated. 

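Up-regulated were 75.0% of the 8 BS-specific ROS-scavenging DEGs of high temperature, and down-regulated 71.4% of the 14 M-specific ones.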

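The sugar transporters called in high light were up in 100% of 3 M-specific genes and down in 100% of 5 BS-specific genes. Per time point these were 5 calls up in M and 9 calls down in BS.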

In high light, all differentially expressed sugar transports were up-regulated in mesophyll cells but down-regulated in BS cells. 

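Of the 21 M-specific HSP DEGs of high light 81.0% were up-regulated, and of the 4 BS-specific ones 75.0% were down-regulated.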

For HSPs, the majority of M-specific DEGs were up-regulated while the majority of BS-specific DEGs were down-regulated in high light. However, the majority DEGs of HSPs in both M and BS cells were up-regulated in high temperature.

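In high temperature, 18 of 19 M-specific HSP DEGs were up-regulated (94.7%) and 6 of 6 BS-specific ones (100%). The shares did not differ (Fisher's exact test, p = 1). Counted per time point, 33 of the M calls were up and 1 down, and 11 of the BS calls were up and 0 down.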

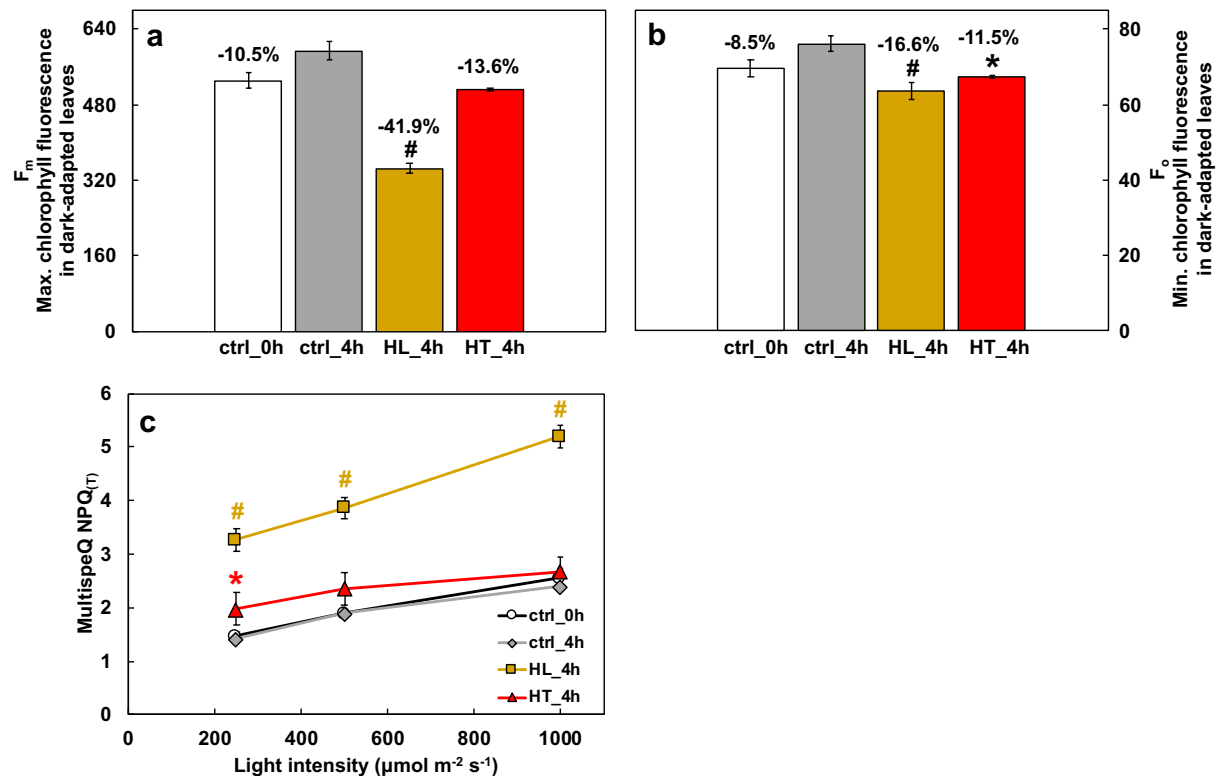

**Supplementary Figure 7. High light resulted in significant reduction of maximum chlorophyll fluorescence ( $F_m$ ) and the HL-induced NPQ was confirmed by using MultispeQ.** (a) High light treatments resulted in significantly reduced maximal chlorophyll fluorescence in 20 min dark-adapted leaves ( $F_m$ ), however,  $F_m$  in ctrl\_4h leaves were consistent among replicates. (b) High light and high temperature treatments resulted in reduced minimum chlorophyll fluorescence in dark-adapted leaves ( $F_0$ ) but  $F_0$  in ctrl\_4h leaves were consistent among replicates. Percentages indicate reduction in  $F_m$  or  $F_0$  compared to ctrl\_4h. (c) Estimated Non-photochemical quenching, NPQ<sub>(T)</sub>, calculated by  $F_0'$  and  $F_m'$  obtained in light-adapted leaves using MultispeQ.  $F_0'$  and  $F_m'$  are minimum and maximum chlorophyll fluorescence in light-adapted leaves. Mean  $\pm$  SE,  $n = 3$ -6 biological replicates. Asterisk and pound symbols indicate statistically significant differences of ctrl\_0h (at the start of treatments), HL\_4h (after 4 h HL), and HT\_4h (after 4 h HT) compared to ctrl\_4h (after 4 h control treatment) using Student's two-tailed t-test with unequal variance (\* $0.01 < p < 0.05$ , # $p < 0.01$ ). For panel c, the colors of \* and # match the significance of the indicated conditions, yellow for HL\_4h, red for HT\_4h).

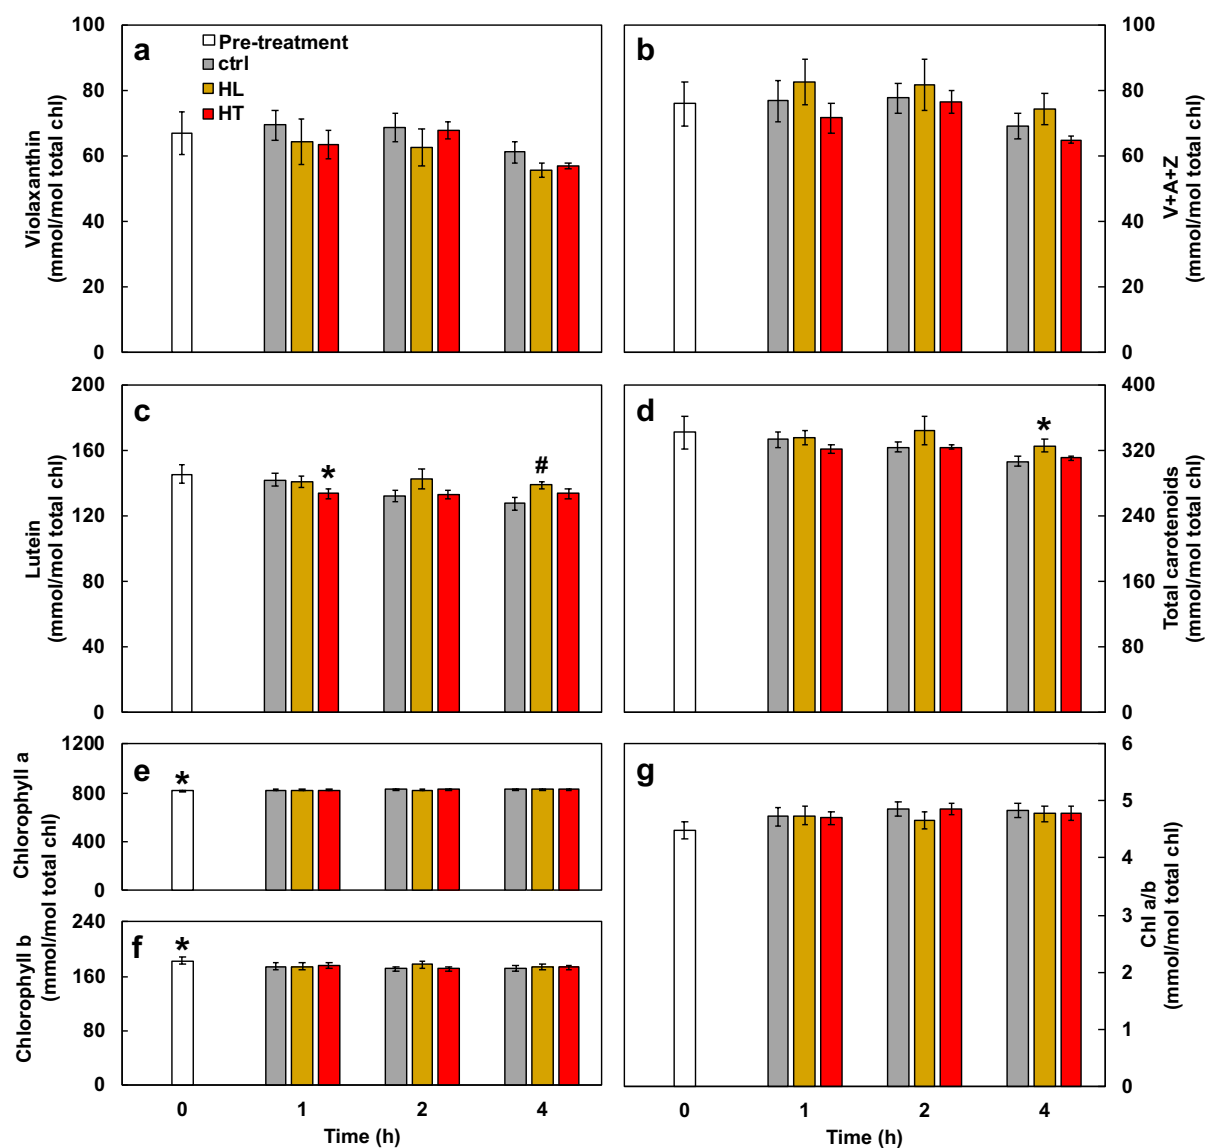

**Supplementary Figure 8. High light treatment increased lutein and carotenoids formation.** Leaves of *S. viridis* were harvested for high-performance liquid chromatography (HPLC) analysis before treatment or after 1, 2, 4 h treatments of control or high light or high temperature. **(a)** Violaxanthin. **(b)** Total xanthophyll pool (violaxanthin + antheraxanthin + zeaxanthin, V+A+Z). **(c)** Lutein. **(d)** Total carotenoids. **(e,f)** Chlorophyll a and b. **(g)** Chlorophyll a/b ratio. Mean  $\pm$  SE,  $n = 3$  biological replicates.  $*0.01 < p < 0.05$ ,  $\#p < 0.01$ , compared to control leaves at the same time points. Students' two-tailed t-test with unequal variance.

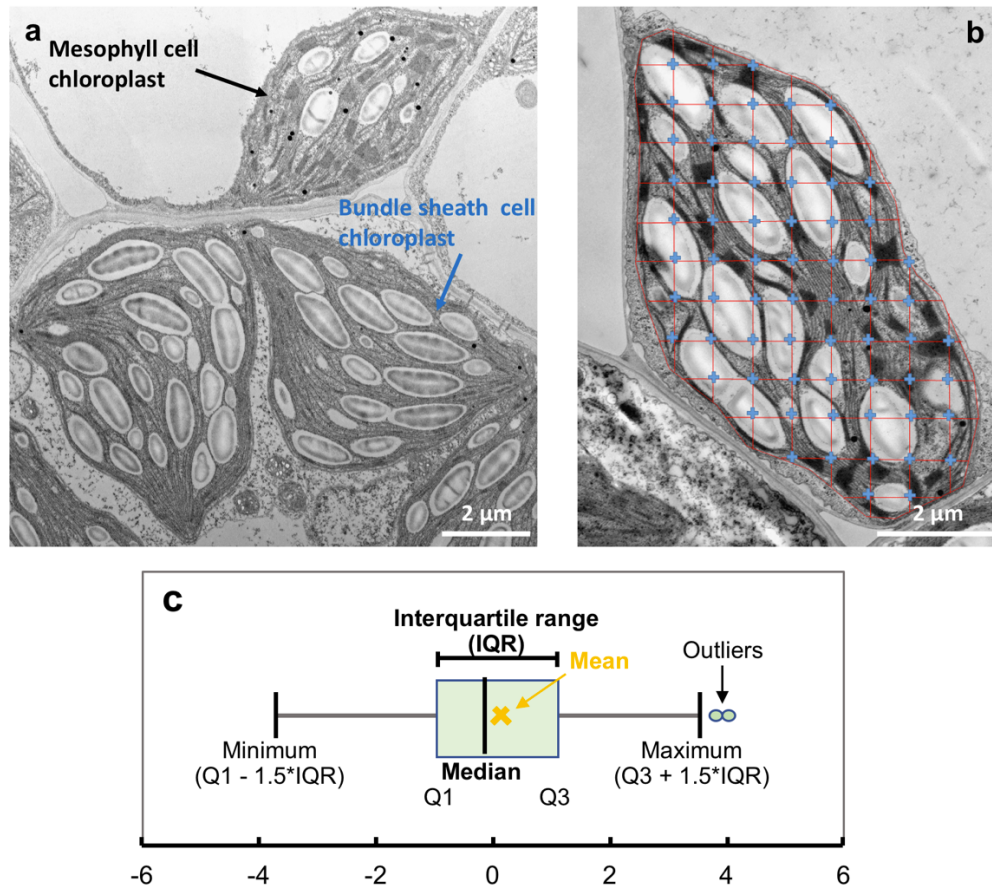

**Supplementary Figure 9. Representative transmission electron microscopy (TEM) images illustrate analysis of chloroplast structures. (a)** TEM image of chloroplasts of the two cell types in *S. viridis*: mesophyll cells and bundle sheath cells. **(b)** Illustration of Stereo Analyzer analysis for TEM images, which was used to calculate the relative volume of a cellular structures, e.g. starch granules. The Stereo Analyzer outlines a chloroplast with equally spaced uniform grid within the outlined area. The blue crossings of the grid inside the chloroplast are identified as either starch granule, stroma, stroma lamellae, or grana when they overlap with these structures. When all crossings have been identified, the software provides the percentage of relative volume for each structure of interest. **(c)** Illustration of TEM boxplots based on Tukey-style whiskers. Q1, first quartile; Q3, third quartile; IQR, interquartile range. The median value is represented by the vertical black line between Q1 and Q3. The mean value is represented by the yellow X sign.

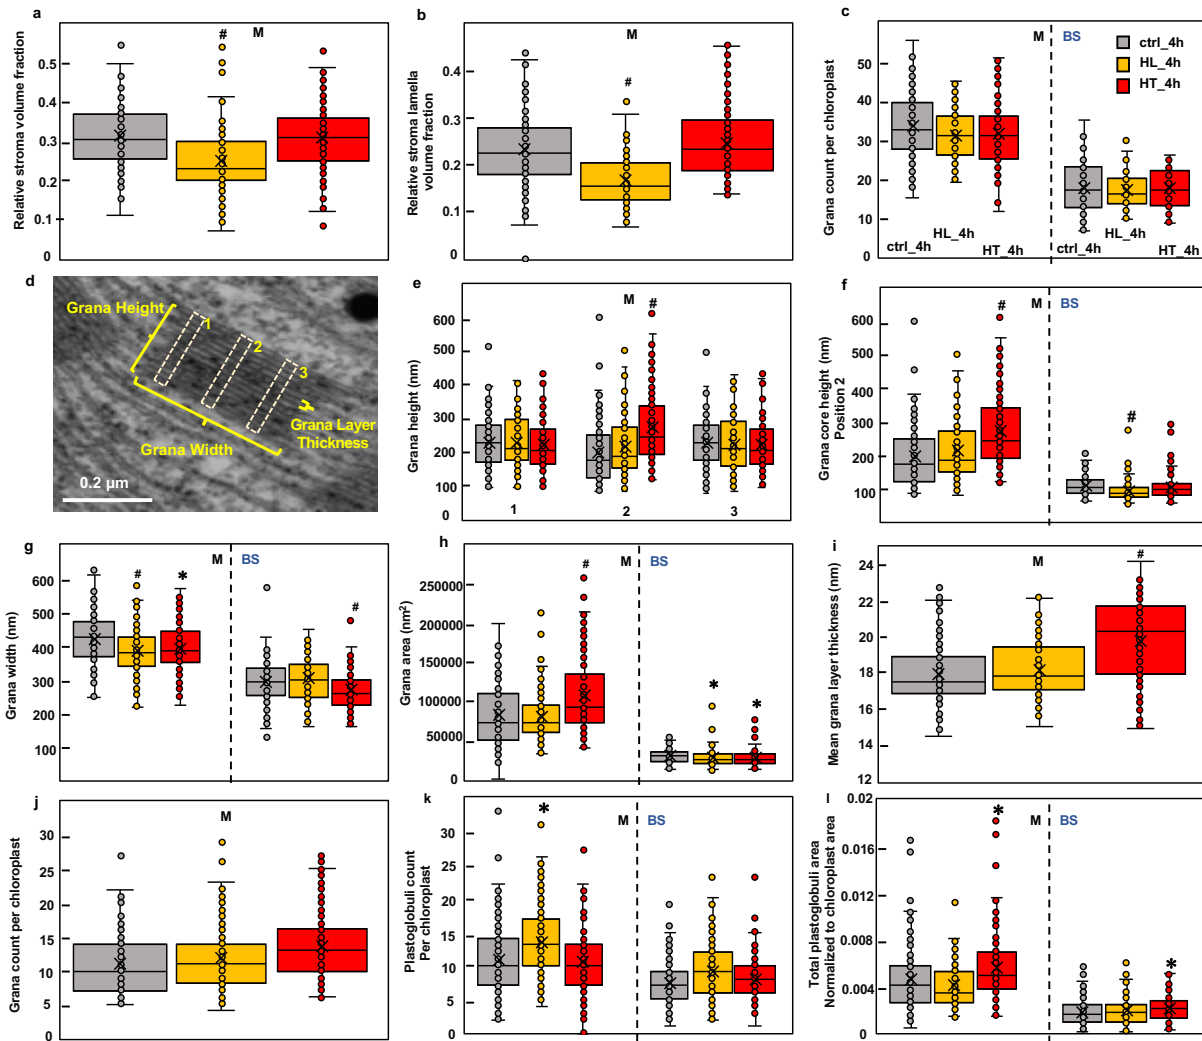

**Supplementary Figure 10. High light or high temperature altered various chloroplast structures in *S. viridis* leaves.** Chloroplast structure changes after 4 h treatments of control or high light or high temperature. **(a, b)** Relative volume fractions were quantified using Stereo Analyzer with Kolmogorov–Smirnov test for statistical analysis compared to the same cell type of the control condition. **(e, f, g, i)** Parameters related to size and area were quantified using ImageJ with two-tailed t-test with unequal variance compared to the same cell type of the control condition. **(c, j, k)** The counting data was quantified using ImageJ followed by the negative binomial test for significance compared to the same cell type of the control condition. **(d, e)** Position 1 and 3 on grana are to measure the height of grana margin and position 2 is to measure the height of grana core. **(h)** Assuming grana are rectangular, grana area was estimated as grana core

height multiplied by grana width. **(i)** The mean grana layer thickness was calculated as grana core height divided by the number of grana layers. Each treatment had three biological replicates with 90-120 images,  $*0.05 < p < 0.01$ ;  $\#p < 0.01$ .

| All differentially expressed genes (DEGs) sorted into fold change (FC) bins | HL_1h                      | HL_2h | HL_4h | HT_1h                         | HT_2h | HT_4h |
|-----------------------------------------------------------------------------|----------------------------|-------|-------|-------------------------------|-------|-------|
| Highly induced, $FC \geq 5$                                                 | 176                        | 292   | 276   | 87                            | 71    | 65    |
| Moderately induced, $2 \leq FC < 5$                                         | 738                        | 1075  | 949   | 334                           | 278   | 316   |
| Slightly induced, $0 < FC < 2$                                              | 576                        | 1028  | 906   | 382                           | 517   | 372   |
| No change, $FC = 0$                                                         | 5301                       | 3731  | 4261  | 6537                          | 6468  | 6597  |
| Slightly repressed, $-2 < FC < 0$                                           | 534                        | 890   | 894   | 341                           | 416   | 499   |
| Moderately repressed, $-5 < FC \leq -2$                                     | 616                        | 894   | 717   | 398                           | 340   | 309   |
| Highly repressed, $FC \leq -5$                                              | 242                        | 273   | 180   | 94                            | 93    | 25    |
| Highly induced or repressed genes in at least 1 time point                  | Highly Induced $FC \geq 5$ |       |       | Highly Repressed $FC \leq -5$ |       |       |
| High Light                                                                  | 496                        |       |       | 424                           |       |       |
| High Temperature                                                            | 167                        |       |       | 210                           |       |       |
| High light & high temperature overlapped                                    | 42                         |       |       | 13                            |       |       |

**Supplementary Table 1. High light had more differentially regulated genes (DEGs) than high temperature while both also had overlapping DEGs.** Top: Table of DEGs sorted into bins based on their DeSeq2 fold change (FC) values at each time point of high light or high temperature treatment. Those that are not differentially expressed at a given time point are represented in the “No change,  $FC = 0$ ” category. Bottom: Number of genes that are highly induced ( $FC \geq 5$ ) or highly repressed ( $FC \leq -5$ ) in at least one time point in either high light or high temperature treatment.

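By fold change, the genes induced at least 5-fold, 2- to 5-fold and less than 2-fold numbered 181, 687 and 460 at HL_1h, 281, 1084 and 996 at HL_2h, and 259, 891 and 780 at HL_4h. In high temperature they numbered 82, 313 and 329 at HT_1h, 70, 254 and 445 at HT_2h, and 56, 264 and 283 at HT_4h. Repressed at least 5-fold, 2- to 5-fold and less than 2-fold were 241, 614 and 443 genes at HL_1h, 265, 858 and 860 at HL_2h, and 175, 723 and 899 at HL_4h. In high temperature these were 83, 371 and 319 at HT_1h, 88, 313 and 367 at HT_2h, and 23, 320 and 458 at HT_4h. Fold changes are those of edgeR's fit, and the bins of at least 5-fold depended most on the low-count filter. With at least 10 counts in every library, 30 genes were induced and 36 repressed at least 5-fold at HL_1h.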

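Highly induced at any time point were 484 genes in high light and 154 in high temperature, and highly repressed were 421 and 193.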

| Key                     |                                            | Table of Parameters Compared to Control Condition |       |  |       |       |
|-------------------------|--------------------------------------------|---------------------------------------------------|-------|--|-------|-------|
| Increase                | ↑                                          | Treatment Condition:                              |       |  |       |       |
| Decrease                | ↓                                          |                                                   |       |  |       |       |
| Not Available           | N/A                                        |                                                   |       |  |       |       |
| Not Significant         | N.S.                                       |                                                   |       |  |       |       |
|                         |                                            | HL_M                                              | HL_BS |  | HT_M  | HT_BS |
| Chloroplast crowdedness | Relative Starch Volume                     | ↑ 58%                                             | ↑ 67% |  | ↓ 19% | ↑ 10% |
|                         | Chloroplast Area                           | ↑ 32%                                             | ↑ 29% |  | N.S.  | ↓ 11% |
|                         | Relative Stroma + Stroma Lamella Volume    | ↓ 24%                                             | ↓ 36% |  | N.S.  | N.S.  |
|                         | Relative Stroma Volume                     | ↓ 20%                                             | N/A   |  | N.S.  | N/A   |
|                         | Relative Stroma Lamella Volume             | ↓ 29%                                             | N/A   |  | N.S.  | N/A   |
| Grana                   | Relative Grana Volume                      | N.S.                                              | ↓ 38% |  | ↑ 24% | ↓ 27% |
|                         | Grana Core Height, position 2              | N.S.                                              | ↓ 16% |  | ↑ 36% | N.S.  |
|                         | Grana Margin Height, position 1, 3         | N.S.                                              | N/A   |  | N.S.  | N/A   |
|                         | Grana Width                                | ↓ 9%                                              | N.S.  |  | ↓ 6%  | ↓ 8%  |
|                         | Grana Area                                 | N.S.                                              | ↓ 11% |  | ↑ 29% | ↓ 12% |
|                         | Mean Grana Layer Thickness                 | N.S.                                              | N/A   |  | ↑ 10% | N/A   |
|                         | Grana Count per Chloroplast Area           | N.S.                                              | N.S.  |  | N.S.  | N.S.  |
|                         | Grana Count Normalized to Chloroplast Area | ↓ 30%                                             | ↓ 24% |  | ↓ 16% | N.S.  |
| PG                      | Grana Layer Count                          | N.S.                                              | N/A   |  | N.S.  | N/A   |
|                         | PG Count per Chloroplast                   | ↑ 27%                                             | N.S.  |  | N.S.  | N.S.  |
|                         | Individual PG Size                         | ↓ 7%                                              | ↑ 11% |  | ↑ 37% | ↑ 19% |
|                         | Total PG Area per Chloroplast              | ↑ 20%                                             | ↑ 39% |  | ↑ 39% | ↑ 26% |
|                         | PG Area Normalized to Chloroplast Area     | N.S.                                              | N.S.  |  | ↑ 21% | ↑ 7%  |

**Supplementary Table 2. Summary of chloroplast structure changes by using TEM images** in leaves after 4 h treatments of high light or high temperature as compared to the control condition. BS, bundle sheath chloroplast; M, mesophyll chloroplast. PG, plastoglobuli. Mean value of each parameter was used for comparison. Yellow highlighted cells and upward arrows denote increased percentages as compared to the control condition. Blue highlighted cells and downward arrows denote decreased percentage as compared to the control condition. Grey highlighted cells and N/A mean data unavailable due to the difficulties to quantify some structures in the bundle sheath chloroplasts. White cells and N.S. mean no significant differences between high light or high temperature as compared to the control treatment.

| High light    | Parameters                                         | High temperature   |
|---------------|----------------------------------------------------|--------------------|
| ↓             | Net CO <sub>2</sub> assimilation, after 4 h stress | ↓                  |
| ↓             | Stomatal conductance, during stress                | ↑                  |
| ↑             | Leaf ABA level                                     | No change          |
| Many ↑        | ABA pathway transcripts                            | Little change      |
| ↑ M & BS      | PG formation in chloroplasts                       | ↑ M & BS           |
| Many ↑        | Genes encoding PG localized proteins               | Little change      |
| ↑ M & BS      | Starch accumulation                                | ↑ in BS but ↓ in M |
| Many ↑        | Starch biosynthesis/degradation transcripts        | Little change      |
| ↑             | Chloroplast crowdedness                            | Little change      |
| ↓             | ATP synthase activity                              | Little change      |
| ↓             | Transcripts involved in light reaction             | Little change      |
| Many ↑        | Transcripts involved in photoprotection            | Little change      |
| ↑             | Zeaxanthin                                         | Little change      |
| Significant ↑ | NPQ                                                | Slightly ↑         |
| ↑             | Photoinhibition                                    | Little change      |
| ↑ slowly      | Transcripts of HSPs                                | ↑ quickly          |
| ↑             | HSFs, different genes ↑ under HL or HT             | ↑                  |
| Little change | Transcripts of RCA- $\alpha$                       | ↑                  |
| Slightly ↓    | Transcripts involved in CEF                        | Slightly ↑         |
| Stable        | Overall transcriptional changes                    | Transient          |

**Supplementary Table 3. Summarized multi-level changes of *S. viridis* in response to 4 h high light or high temperature treatments as compared to the control treatment.** Upward arrows denote increase or induction; downward arrows denote decrease or repression. HL, high light; HT, high temperature; ABA, abscisic acid; M, mesophyll chloroplast; BS, bundle sheath chloroplast; PG, plastoglobuli; NPQ, non-photochemical quenching; HSP, heat shock protein; HSF, heat shock transcription factor; RCA, Rubisco activase; CEF, cyclic electron flow around PSI.

| <b>Stage 1: Dark adaptation:</b> CO <sub>2</sub> 400 µmol mol <sup>-1</sup>                |              |      |                               |
|--------------------------------------------------------------------------------------------|--------------|------|-------------------------------|
| Light intensity,<br>µmol photons m <sup>-2</sup> s <sup>-1</sup>                           | Time,<br>min | Logs | Measurement<br>frequency, min |
| 0                                                                                          | 20           | 1    |                               |
| <b>Stage 2: Light response:</b> CO <sub>2</sub> 400 µmol mol <sup>-1</sup>                 |              |      |                               |
| Light intensity,<br>µmol photons m <sup>-2</sup> s <sup>-1</sup>                           | Time,<br>min | Logs | Measurement<br>frequency, min |
| 50                                                                                         | 5            | 2    | 2.5                           |
| 100                                                                                        | 5            | 2    | 2.5                           |
| 200                                                                                        | 5            | 2    | 2.5                           |
| 400                                                                                        | 5            | 2    | 2.5                           |
| 600                                                                                        | 5            | 2    | 2.5                           |
| 800                                                                                        | 5            | 2    | 2.5                           |
| 1200                                                                                       | 5            | 2    | 2.5                           |
| 1500                                                                                       | 10           | 4    | 2.5                           |
| <b>Stage 3: CO<sub>2</sub> response:</b> 1500 µmol photons m <sup>-2</sup> s <sup>-1</sup> |              |      |                               |
| [CO <sub>2</sub> ] reference                                                               |              |      |                               |
| 400                                                                                        |              |      |                               |
| 300                                                                                        |              |      |                               |
| 200                                                                                        |              |      |                               |
| 100                                                                                        |              |      |                               |
| 50                                                                                         |              |      |                               |
| 20                                                                                         |              |      |                               |
| 10                                                                                         |              |      |                               |
| 400 x 8                                                                                    |              |      |                               |
| 500                                                                                        |              |      |                               |
| 600                                                                                        |              |      |                               |
| 700                                                                                        |              |      |                               |
| 800                                                                                        |              |      |                               |
| 900                                                                                        |              |      |                               |
| 1000                                                                                       |              |      |                               |
| 1200                                                                                       |              |      |                               |
| 1500                                                                                       |              |      |                               |
| 400                                                                                        |              |      |                               |

**Supplementary Table 4. LI-6800 protocol for characterizing photosynthetic parameters.** Before or after 4 h different treatments, intact *S. viridis* leaves were dark-adapted in LI-6800 leaf chamber for 20 min to measure the maximum PSII efficiency ( $F_v/F_m$ ), followed by light response experiment from 50 – 1500 µmol photons m<sup>-2</sup> s<sup>-1</sup> light and then CO<sub>2</sub> response experiment at 1500 µmol photons m<sup>-2</sup> s<sup>-1</sup> light.

| Description                                            | Label              | Units                                | Formula                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|--------------------------------------------------------|--------------------|--------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Net CO <sub>2</sub> assimilation rate                  | $A_{Net}$          | $\mu\text{mol m}^{-2} \text{s}^{-1}$ | $A = \frac{Flow(CO_{2R} - CO_{2S} \left( \frac{1000 - H_2O_R}{1000 - H_2O_S} \right))}{100S}$ <p> <i>Flow</i>: air flow rate (<math>\mu\text{mol s}^{-1}</math>)<br/> <i>CO<sub>2R</sub></i>: reference cell CO<sub>2</sub> concentration (<math>\mu\text{mol mol}^{-1}</math>)<br/> <i>CO<sub>2S</sub></i>: sample cell CO<sub>2</sub> concentration (<math>\mu\text{mol mol}^{-1}</math>)<br/> <i>H<sub>2O<sub>R</sub></sub></i>: reference cell H<sub>2</sub>O mole fraction (<math>\text{mmol mol}^{-1}</math>)<br/> <i>H<sub>2O<sub>S</sub></sub></i>: sample cell H<sub>2</sub>O mole fraction (<math>\text{mmol mol}^{-1}</math>)<br/> <i>S</i>: leaf area in <math>\text{cm}^2</math> </p> |
| Transpiration rate                                     | $E$                | $\text{mol m}^{-2} \text{s}^{-1}$    | $E = \frac{Flow(H_2O_S - H_2O_R)}{1000S(1000 - H_2O_S)}$                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Stomatal conductance to water vapor                    | $g_{sw}$           | $\text{mol m}^{-2} \text{s}^{-1}$    | $g_{sw} = \frac{2}{\left( \frac{1}{g_{tw}} - \frac{1}{g_{bw}} \right) + \sqrt{\left( \frac{1}{g_{tw}} - \frac{1}{g_{bw}} \right)^2 + \frac{4K}{(K+1)^2} \left( 2 \frac{1}{g_{tw}} - \frac{1}{g_{bw}} \right) \frac{1}{g_{bw}}}}$ <p> <i>g<sub>tw</sub></i>: total conductance of the leaf to water vapor (<math>\text{mol m}^{-2} \text{s}^{-1}</math>)<br/> <i>g<sub>bw</sub></i>: boundary layer conductance to water vapor (<math>\text{mol m}^{-2} \text{s}^{-1}</math>)<br/> <i>K</i>: stomatal ratio </p>                                                                                                                                                                                    |
| Intercellular CO <sub>2</sub>                          | $C_i$              | $\mu\text{mol mol}^{-1}$             | $C_i = \frac{\left( g_{tc} - \frac{E}{2} \right) CO_{2S} - A}{g_{tc} + \frac{E}{2}}$                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Maximal chlorophyll fluorescence, dark-adapted leaves  | $F_m$              |                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Maximal chlorophyll fluorescence, light-adapted leaves | $F_m'$             |                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Minimal chlorophyll fluorescence, dark-adapted leaves  | $F_o$              |                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Minimal chlorophyll fluorescence, light-adapted leaves | $F_o'$             |                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Steady state fluorescence                              | $F_s$              |                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Variable chlorophyll fluorescence                      | $F_v$              |                                      | $F_v = F_m - F_o$                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| PSII maximum efficiency in dark-adapted leaves         | $F_v/F_m$          |                                      | $F_v/F_m = F_v/F_m = 1 - \frac{F_o}{F_m}$                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Non-photochemical quenching                            | NPQ                |                                      | $NPQ = \frac{(F_m - F_m')}{F_m'}$                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Estimated NPQ                                          | NPQ <sub>(T)</sub> |                                      | $NPQ_{(T)} = \left( \frac{4.88}{\frac{F_m'}{F_o'} - 1} \right) - 1$                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| PSII operating efficiency                              | $\Phi_{PSII}$      |                                      | $\Phi_{PSII} = 1 - \frac{F_s}{F_m'}$                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Electron transport rate                                | ETR                | $\mu\text{mol m}^{-2} \text{s}^{-1}$ | $ETR = (\Phi_{PSII})(0.5)(Qabs_{fs})$ <p><i>Qabs<sub>fs</sub></i>: absorbed light corresponding to the last <math>F_s</math> measurement</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Fraction of open PSII centers                          | $q_L$              |                                      | $q_L = q_P * \frac{F_o'}{F_s}$                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Plastoquinone redox status                             | $Q_A$              |                                      | $Q_A = 1 - q_L$                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

**Supplementary Table 5.** Formulas to calculate photosynthetic parameters.

# Supplementary material for: High light and temperature reduce photosynthetic efficiency through different mechanisms in the C4 model Setaria viridis
**Source:** Commun Biol. 2021 Sep 16;4:1092. doi: 10.1038/s42003-021-02576-2
**Supplement:** Supplementary file 3 — Description of Supplementary Files.

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Normalized read counts in Transcripts Per Million (TPM) for all genes in all time points and biological replicates. Annotation information includes the *S. viridis* provisional define, *A. thaliana* and *O. sativa* best hits and defines from the Joint Genome Institute bulk annotation information.

**File name:** Supplementary Data 2

**Description:** Differential expression data for all genes that were significantly differentially expressed in at least one time point and condition (DeSeq2, FDR < 0.05). Annotation information includes the *S. viridis* provisional define, *A. thaliana* and *O. sativa* best hits and defines from the Joint Genome Institute bulk annotation information.

**File name:** Supplementary Data 3

**Description:** Genes up-regulated or down-regulated at all time points in high light or high temperature conditions. Annotation information includes the *S. viridis* provisional define, *A. thaliana* and *O. sativa* best hits and defines from the Joint Genome Institute bulk annotation information.

**File name:** Supplementary Data 4

**Description:** Overlapping differentially expressed genes between high light and high temperature conditions. Genes differentially expressed in at least one time point were included in lists of up- and down-regulated genes in each condition. Annotation information includes the *S. viridis* provisional define, *A. thaliana* and *O. sativa* best hits and defines from the Joint Genome Institute bulk annotation information.

**File name:** Supplementary Data 5

**Description:** Genes highly induced or highly repressed ( $FC \geq 5$ , or  $\leq -5$ ) in the high light and/or high temperature treatments during at least one time point. Annotation information includes the *S. viridis* provisional define, *A. thaliana* and *O. sativa* best hits and defines from the Joint Genome Institute bulk annotation information. Additionally, heat tolerance genes identified in maize with homologs in *S. viridis* are listed. This data file also contains potential gene targets that may help *S. viridis* and other *C<sub>4</sub>* plants tolerate high light and/or high temperature.

**File name:** Supplementary Data 6

**Description:** *S. viridis* v2.1 gene information used to generate heatmaps of pathways of interest.

**File name:** Supplementary Data 7

**Description:** Source data for main figures.

# Supplementary material for: High light and temperature reduce photosynthetic efficiency through different mechanisms in the C4 model Setaria viridis
**Source:** Commun Biol. 2021 Sep 16;4:1092. doi: 10.1038/s42003-021-02576-2
**Supplement:** Supplementary file 11 — Reporting summary.

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection We did not use software and code to collect data.

Data analysis We used publicly available softwares and codes to analyze our RNAseq data, including Trim Galore (version 0.6.2), Salmon (version 1.1.0), R Bioconductor package tximport (1.16.0), R package FactoMineR, DeSeq2, UpSetR, MapMan, and R package pheatmap ((version 1.0.12).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets analyzed in this paper are included in this published article and supplementary information files. Other information is available from the corresponding author on request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We had 3-6 biological replicates for measurement of photosynthetic parameters, 4 biological replicates for RNAseq, and 3 biological replicates for TEM images with a total of 90~120 images of each treatment. The sample size we used meet the requirements for publications in related fields. |
| Data exclusions | No data was excluded for the analysis.                                                                                                                                                                                                                                                           |
| Replication     | All attempts for replication were successful. We applied statistical analysis to replicates to get sound conclusions.                                                                                                                                                                            |
| Randomization   | We tried out best to randomize samples for our experiments.                                                                                                                                                                                                                                      |
| Blinding        | Blinding was not relevant to our research. We needed to measure parameters under the defined conditions.                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

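Transcript levels were measured in the middle of the fourth fully expanded leaf of *S. viridis* ME034, in 10 conditions with 4 biological replicates each. The conditions were ctrl_0h, before treatment, and the control, high light and high temperature treatments at 1, 2 and 4 h. Each replicate joined 2 leaf segments from 2 plants. Of the data behind the paper, the RNA-seq files of these 40 libraries were analysed here, with the gene names and pathway lists of the paper's supplementary data. Photosynthetic measurements, pigments, imaging and hormone levels were not analysed here.

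The authors made QuantSeq 3′ FWD libraries and sequenced them on a HiSeq4000. They trimmed single-end reads with Trim Galore 0.6.2, estimated transcript abundances with Salmon 1.1.0 on an index of the version 2 transcripts and genome of *S. viridis*, and summed them to genes with tximport 1.16.0. The deposited count table holds Salmon's estimated counts per gene and library, which the authors rounded to whole numbers. The deposited file of each library holds TPM as the authors name it. By its values each TPM is the estimated count over the total of the library, with the same factor for every gene, so that no gene length enters and the values of each library have the same sum. The factor of each library was found from its values, and 95.3 to 96.6% of the values above 0 were whole reads after division by it.

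Count columns were matched to TPM files by their values. The largest difference between a count column and its file was 0.571 reads, and the smallest largest difference to any other file was 483 reads. Of the 40 columns, 36 belong to the library that their header names. The other 4 belong to another library. For 3 of these, header and values give the same condition but different replicates. They were used for their condition only. So was a further column of HT_1h, which belongs to the library its header names but shares that header with 1 of these 3. When each was left out in turn, these columns are called HL_1h replicate n1 and HT_1h replicates n1, n2 and n3. For 1 column the header names high temperature and the values belong to high light. It was not used here, which leaves 39 libraries and 3 at HL_1h for every count-based test. TPM values at HL_1h rest on 4 files.

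The files list 38239 genes, of which 13214 were never above 0. Total counts per library lay between 1422507 and 4901131 (median 3694586). At ctrl_0h the median was 2454168, the lowest of the 10 conditions. Genes with at least 10 counts in at least 4 libraries, the filter of the paper, were tested, which left 14293 genes.

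Counts were compared in R 4.3.3 with edgeR 4.0.16. TMM factors were computed from the tested genes on the full library totals, dispersions were estimated with estimateDisp, and 1 model with a term for each of the 10 conditions was fitted with glmQLFit. Contrasts were tested with glmQLFTest, and p-values were adjusted by Benjamini-Hochberg within each contrast. A gene was called at an adjusted p under 0.05 with no minimum fold change. The contrasts were each treatment against the control of the same time point, high light against high temperature at each time point, the change of each treatment effect between time points, and each later control against ctrl_0h. Changes of at least 5-fold, between 2-fold and 5-fold, and under 2-fold were counted as in the paper. For the genes named here, a group with 3 or fewer counts in every library was taken at 3 counts, so that the fold change is a lower bound. It bounds the ratio of the group means and does not cover the spread between libraries of the higher group. List medians are also given with such genes at their bounds where these differ, and all counts of genes rest on the fitted values.

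DEGs of high light and high temperature were compared by Fisher's exact test among the tested genes. Because both treatments share their controls, 100 data sets were simulated from the fitted means and dispersions with the high temperature effects shuffled among genes of similar mean count, in 50 bins. A further 100 sets, added after the results were seen, were fitted with these controls and with a 2nd simulated set of controls for high temperature. Another 20 sets without effects gave the correlation that shared controls produce, and 20 sets with constant effects gave the share of genes called at a single time point. After these were seen, the constant effects were multiplied by factors from 1 to 5 in steps of 0.25, the factor whose mean number of genes over 2 sets was nearest to that observed was taken, and 20 further sets were drawn with it. Depth was equalised in 5 thinned data sets. The principal component analysis used TPM of all genes that were above 0 in any library, centred and scaled, with numpy 2.4.6. The part of each component that time or treatment takes was tested by permutation.

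Pathway lists came from Supplementary Data 6, and those with at least 5 tested members were tested with camera of limma 3.58.1 on log2 CPM with an inter-gene correlation of 0.01. Lists of 2 cell types were compared by Fisher's exact test on the numbers of up- and down-regulated genes. Single genes were reported by a rule. It took every gene that the paper names with an identifier in its figures or Supplementary Data 6, and the heat tolerance genes of Supplementary Data 5. For each treatment and time point it added the 3 genes with the largest rise and the 3 with the largest fall. These had to pass the threshold, with at least 10 counts in each library of the higher group and all treated libraries on the same side of all controls.

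Replicate letters were tested for pairing. After the mean of each condition was removed, libraries with the same letter in different conditions correlated at −0.00461 on average (−0.254 to 0.294 over 180 pairs, 29 of them above 0.1), and libraries with different letters at 0.00154 (540 pairs). With the letter in the model, 0 of 14302 genes differed between letters at an adjusted p under 0.05 (551 at an unadjusted p under 0.05). Replicates were therefore not paired, and the replicate block is an alternative. The second index of the libraries differs between conditions and is an alternative as a covariate.

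The pipeline was tested on simulated data in which 200 of 14293 genes had known fold changes. edgeR recovered 157 of them (78.5%) with 11 false calls, DESeq2 1.42.0 recovered 161 (80.5%) with 16, and limma on log2(TPM + 1) 155 (77.5%) with 9. Of 34 lists, 1 was shifted, and camera found it with 0 false lists.

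The tests, the rule for single genes and most alternatives were chosen before the data were examined. These alternatives were DESeq2, its size factors (RLE) within edgeR, total counts without a composition factor, no low-count filter, at least 10 counts in every library, 2 groups per fit, limma on log2(TPM + 1) and log2(TPM + 0.1), limma with genes of at least 1 TPM in at least 4 libraries, the replicate block, the second index as a covariate, and each library left out in turn. For overlaps, lists, cell types, the *RCA* ratio and the principal component analysis, other backgrounds, list tests, units and scalings were tried. Chosen after seeing the data were fits to the reads behind the TPM files of all 40 libraries (alone, with DESeq2, with the replicate block and with the second index) and ctrl_0h replicates C and D summed to 1 library. With the block or the index on the count table, columns without a known letter were left out. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and figures.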

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

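Chosen only after the values were seen were the test that 1 library is in the files 2 times, the test with constant effects enlarged to the observed number of genes, the simulated controls for each treatment of its own, the fits to the reads behind the TPM files and the sum of ctrl_0h replicates C and D. The other tests were chosen before the results that they measure.

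A single replicate far from the other 3 of its condition was found in 24 of 351 groups of 4 libraries, where about 17.6 are flagged by chance, so most of these values need no explanation. They fall on 16 libraries, with at most 3 in any of them. Of library measures, 3 of 50 stood apart. These are the percent of counts in the 10 highest genes in ctrl_0h replicate A (15.83), PC2 of ctrl_0h replicate B (7.877) and PC2 of HL_2h replicate D (−58.23). No biological explanation was tested for any single replicate, since the design gives none.

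Of single genes, 21 of 301 groups stood apart, in TPM. *PGRL1_A* was 1216 in HT_2h replicate D, and *PGRL1-B* 813 in HL_1h replicate D and 779.4 in ctrl_2h replicate B. *RCA_α* (Sevir.8G261466) was 2.179 in ctrl_0h replicate D, on 4 counts, and 8.161 in HT_2h replicate B, and *RCA_β* 1176 in ctrl_2h replicate B. *GOX1_A* was 487.2 in ctrl_0h replicate B and 477.9 in HT_4h replicate A, *PEPC_B* 10.94 in HT_2h replicate D and *NADP-MDH* 55.74 in ctrl_4h replicate A. *SnRK1_γ4* was 0 in ctrl_0h replicate C and 2.075 in ctrl_2h replicate B. *TPSI.1* was 31.07 in HL_2h replicate C, *TPPB.1.1* 35.19 in HL_4h replicate B, *TPPB.1.2* 136 in ctrl_0h replicate B and 52 in HT_4h replicate B, and *TPPA.3* 8.045 in HT_2h replicate D. *NCED1* was 22.34 in ctrl_1h replicate D, *ABA1/ZEP1* 256.4 and *CYP707A4* 6.699 in HL_1h replicate A, and *BG1* 0.8161 in HT_2h replicate B. In 9 further groups the libraries were at or under the floor of 3 counts and were not weighed. Depth, the second index and mislabelling were not tested for single replicates.

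The effect of a treatment differed between time points in many genes, tested as the difference of 2 effects in edgeR. In high temperature these were 334 genes between 1 and 2 h, 499 between 2 and 4 h and 719 between 1 and 4 h, and in high light 251, 12 and 618. In fits of the 4 groups alone, libraries were regrouped within each time point. Counting the true grouping, 1 of 25 groupings gave as many genes from 1 to 2 h in high temperature, 2 of 25 from 2 to 4 h and 1 of 25 from 1 to 4 h. In high light these were 1 of 25, 1 of 25 and 3 of 25. The groupings that gave more genes, with 1014 from 2 to 4 h in high temperature and with 527 and 1533 from 1 to 4 h in high light, kept or exchanged the 4 h groups as a whole, so the effect of treatment entered their difference. None of the 3 sorts the libraries fully by the second index. The index stays open as an explanation for part of the genes at 4 h, because 3 of 4 treated libraries and none of the controls carry AK10751 there. With the index as a covariate on the reads behind the TPM files, fewer genes changed from 1 to 2 h in high temperature, 62 up and 52 down. A change of the response over time stays open too.

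Genes called at a single time point were more frequent than effects near the threshold give. In simulated data with effects constant over time, the highest share of genes called once was 65.49% in high temperature, where 82.7% was observed, and 43.96% in high light, where 49.2% was observed. Those data had 1032 and 4146 changed genes on average, fewer than the 3657 and 6261 observed. With the constant effects enlarged to give about the observed number of genes per time point, the highest share was 56.29% in high temperature and 38.37% in high light, and with the observed number at any time point 50.99% and 33.58%. That argues against constant effects as the whole cause, and part of each share is of the size that such effects produce. In the direct test of change over time, constant effects gave at most 0 genes in high temperature and 1 in high light, where 1268 and 730 were observed. A response that changes with time may account for the rest, though the second index was not part of these simulations.

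Single genes that the paper names also changed in effect between 1 and 4 h. In high light the log2 difference was 1.42 for *PsbS* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00342), −0.79 for *STN7* (adjusted p = 0.00808), −0.73 for *PGRL1-B* (adjusted p = 0.0226), 2.22 for *SnRK1_β2* (Sevir.3G200700, adjusted p = 0.0366), −1 for *ABA1/ZEP1* (Sevir.7G124500, adjusted p = 0.00115) and 2.54 for *BG1* (adjusted p = 0.0161). In high temperature it was −0.70 for *STN7* (adjusted p = 0.0174), −0.64 for *PGRL1-B* (adjusted p = 0.0390), 0.94 for *HPR1* (adjusted p = 0.0432), −1.16 for *ABA1/ZEP1* (adjusted p = 1.73e-04) and 2.18 for *BG1* (adjusted p = 0.0461). For these genes the index was not tested apart from treatment. *STN7*, *PGRL1-B*, *ABA1/ZEP1* and *BG1* changed in the same direction in both treatments, which share the control libraries of 1 and 4 h, so a value of these controls stays open as the source.

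Control plants, which the paper uses as the reference of each time point, differed from ctrl_0h in 857 genes at 1 h, 1226 at 2 h and 5342 at 4 h. Among the 35 splits of the 8 libraries, only the true split gave as many genes, that is 1 of 35 at 1 h, 1 of 35 at 2 h and 1 of 35 at 4 h. Depth was tested because ctrl_0h has the lowest totals. With every library thinned to 1 depth, 4055 genes were still called at 4 h, so depth is not the whole cause. With the second index as a covariate 5346 genes were called at 4 h, which argues against the index. With ctrl_0h replicates C and D summed to 1 library, 342 genes were up and 165 down at 1 h. The time of day is a candidate explanation that the design names. It remains a hypothesis, since no test here tells it from a difference in harvest.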

How the results depend on the processing

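Every alternative but those on the reads behind the TPM files and on the sum of ctrl_0h replicates C and D was chosen before the data were examined, and every value in parentheses in this part is the value reported at the claims, before any Fisher p. For counts, a change is named where 1 count is more than 1.5 times the other. Up and down give the direction of the change in the treated plants.

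Counts, shares and overlaps over all conditions kept their direction and their side of the threshold in 2181 fits, lost a call in 22, gained 1 in 23 and reversed in 23. Counts moved more than 1.5-fold, or other values without a test by more than their SD, in 178 fits with another processing and in 133 with 1 library left out. For single genes and lists, the call was lost in 286 fits, gained in 44 and reversed in 0.

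With at least 10 counts required in every library, the DEGs of a contrast numbered 835 for HL_1h up (1328), 1415 for HL_2h up (2361), 1195 for HL_2h down (1983) and 1061 for HL_4h down (1797). The DEGs at any time point numbered 2035 for HL up (3342) and 1754 for HL down (2919). The DEGs at a single time point numbered 908 for HL up (1688) and 787 for HL down (1392). The genes that differed between HL and HT numbered 1136 for 1 h higher in HL (1994), 1199 for 1 h lower in HL (1859), 1746 for 2 h higher in HL (3027), 1697 for 2 h lower in HL (2752), 1583 for 4 h higher in HL (2799) and 1482 for 4 h lower in HL (2303). The genes changed at least 5-fold numbered 30 for induced in HL_1h (181), 40 for induced in HL_2h (281), 33 for induced in HL_4h (259), 66 for induced in HL (484), 36 for repressed in HL_1h (241), 39 for repressed in HL_2h (265), 19 for repressed in HL_4h (175), 65 for repressed in HL (421), 18 for induced in HT_1h (82), 8 for induced in HT_2h (70), 4 for induced in HT_4h (56), 25 for induced in HT (154), 10 for repressed in HT_1h (83), 17 for repressed in HT_2h (88), 0 for repressed in HT_4h (23), 27 for repressed in HT (193), 2 for induced in both (34) and 1 for repressed in both (15). For the HL effect, the numbers of genes with a change over time were 3 for 2 to 4 h up (9). Control plants differed from 0 h in gene numbers of 365 for 1 h up (561), 393 for 2 h up (688) and 1385 for 4 h up (2820). Mesophyll and bundle sheath differed in the share of up-regulated genes by 41.8 percentage points for ROS genes in HL (44.0, Fisher's exact test with adjusted p = 0.221). Overlap stood at an observed over expected ratio of 0.830 for genes down in both (1.02, Fisher's exact test p = 1). Here fewer genes were tested by construction, and genes at 0 in a group, among them those with the largest fold changes, were left out.

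With no low-count filter, the genes changed at least 5-fold numbered 509 for induced in HL_4h (259), 841 for induced in HL (484) and 88 for induced in HT_4h (56). HL effects changed over time for gene numbers of 21 for 2 to 4 h up (9) and 14 for 2 to 4 h down (3). The observed over expected overlap was 1.73 for genes down in both (1.02, Fisher's exact test p = 3.51e-26). Here more genes were tested by construction. With only the 2 compared groups in each fit, the DEGs of a contrast numbered 802 for HL_1h up (1328), 686 for HL_1h down (1298), 450 for HT_1h up (724), 368 for HT_1h down (773) and 964 for HT_4h up (603). The DEGs at all 3 time points numbered 399 for HL down (632). The control genes that differed from 0 h numbered 187 for 1 h up (561) and 79 for 1 h down (296). Overlap stood at an observed over expected ratio of 1.12 for genes down in both (1.02, Fisher's exact test p = 0.00131). Here fewer libraries entered each fit by construction.

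With DESeq2, the genes changed at least 5-fold numbered 15 for repressed in HT_4h (23). The genes whose HL effect changed numbered 225 for 1 to 2 h up (137), 208 for 1 to 2 h down (114), 36 for 2 to 4 h up (9) and 27 for 2 to 4 h down (3). For the HT effect, the numbers of genes with a change over time were 271 for 1 to 2 h up (159) and 276 for 1 to 2 h down (175). Between cell types, the share of up-regulated genes differed by 100 percentage points for sugar genes in HL (100, Fisher's exact test with adjusted p = 0.0469) and 60 percentage points for HSPs in HL (56.0, Fisher's exact test with adjusted p = 0.0469). For these changes the cause was not tested. With DESeq2's size factors in edgeR, the observed over expected overlap was 0.996 for genes down in both (1.02, Fisher's exact test p = 0.545). Of this, the cause was not tested.

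With total counts and no composition factor, the DEGs of a contrast numbered 3913 for HL_4h up (1930) and 949 for HL_4h down (1797). The genes that differed between HL and HT numbered 1359 for 4 h lower in HL (2303). For the HL effect, the numbers of genes with a change over time were 56 for 1 to 2 h down (114), 27 for 2 to 4 h up (9), 861 for 1 to 4 h up (298) and 145 for 1 to 4 h down (320). HT effects changed over time for gene numbers of 96 for 1 to 2 h down (175), 123 for 2 to 4 h down (211) and 252 for 1 to 4 h down (384). Control plants differed from 0 h in gene numbers of 349 for 1 h up (561). The difference between mesophyll and bundle sheath in the share of up-regulated genes was 35.4 percentage points for ROS genes in HL (44.0, Fisher's exact test with adjusted p = 0.145). The observed over expected overlap was 1.10 for genes down in both (1.02, Fisher's exact test p = 0.0250). With this scaling the median log2 fold change of all tested genes was 0.38 at HL_4h and 0.13 at HL_2h, against 0.06 and 0.02 with TMM, and 80.5% of the DEGs at HL_4h were up, against 51.8%. The excess of rising genes at HL_4h goes with this shift of all genes.

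With limma on log2(TPM + 1), the DEGs of a contrast numbered 3711 for HL_4h up (1930), 978 for HL_4h down (1797) and 504 for HT_4h down (801). The genes that differed between HL and HT numbered 1462 for 4 h lower in HL (2303). The genes changed at least 5-fold numbered 92 for induced in HL_1h (181), 136 for induced in HL_2h (281), 158 for induced in HL_4h (259), 256 for induced in HL (484), 94 for repressed in HL_1h (241), 97 for repressed in HL_2h (265), 58 for repressed in HL_4h (175), 158 for repressed in HL (421), 33 for induced in HT_2h (70), 14 for induced in HT_4h (56), 82 for induced in HT (154), 21 for repressed in HT_1h (83), 40 for repressed in HT_2h (88), 2 for repressed in HT_4h (23), 62 for repressed in HT (193), 5 for induced in both (34) and 3 for repressed in both (15). HL effects changed over time for gene numbers of 224 for 1 to 2 h up (137), 68 for 1 to 2 h down (114), 18 for 2 to 4 h up (9), 5 for 2 to 4 h down (3), 875 for 1 to 4 h up (298) and 173 for 1 to 4 h down (320). The genes whose HT effect changed numbered 110 for 1 to 2 h down (175) and 121 for 2 to 4 h down (211). The control genes that differed from 0 h numbered 576 for 1 h down (296). Mesophyll and bundle sheath differed in the share of up-regulated genes by 33.0 percentage points for ROS genes in HL (44.0, Fisher's exact test with adjusted p = 0.274). Overlap stood at an observed over expected ratio of 1.15 for genes down in both (1.02, Fisher's exact test p = 0.00275). TPM carry no composition factor either, and the median log2 fold change was 0.32 at HL_4h. The effect of the constant in the logarithm on fold changes of genes with few reads was not tested apart from it.

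With limma on log2(TPM + 1) and a filter at 1 TPM, the DEGs of a contrast numbered 3872 for HL_4h up (1930), 993 for HL_4h down (1797) and 491 for HT_4h down (801). The genes changed at least 5-fold numbered 92 for induced in HL_1h (181), 136 for induced in HL_2h (281), 159 for induced in HL_4h (259), 257 for induced in HL (484), 94 for repressed in HL_1h (241), 96 for repressed in HL_2h (265), 58 for repressed in HL_4h (175), 157 for repressed in HL (421), 33 for induced in HT_2h (70), 14 for induced in HT_4h (56), 82 for induced in HT (154), 21 for repressed in HT_1h (83), 40 for repressed in HT_2h (88), 2 for repressed in HT_4h (23), 62 for repressed in HT (193), 5 for induced in both (34) and 2 for repressed in both (15). The genes whose HL effect changed numbered 220 for 1 to 2 h up (137), 67 for 1 to 2 h down (114), 20 for 2 to 4 h up (9), 6 for 2 to 4 h down (3), 824 for 1 to 4 h up (298) and 176 for 1 to 4 h down (320). For the HT effect, the numbers of genes with a change over time were 105 for 1 to 2 h down (175) and 103 for 2 to 4 h down (211). Control plants differed from 0 h in gene numbers of 543 for 1 h down (296). Between cell types, the share of up-regulated genes differed by 24.0 percentage points for ROS genes in HL (44.0, Fisher's exact test with adjusted p = 0.408). The observed over expected overlap was 1.36 for genes down in both (1.02, Fisher's exact test p = 5.96e-09). With limma on log2(TPM + 0.1), the DEGs of a contrast numbered 3232 for HL_4h up (1930), 911 for HL_4h down (1797) and 438 for HT_4h down (801). The genes that differed between HL and HT numbered 1335 for 4 h lower in HL (2303). The genes changed at least 5-fold numbered 15 for repressed in HT_4h (23). For the HL effect, the numbers of genes with a change over time were 48 for 1 to 2 h down (114), 708 for 1 to 4 h up (298) and 139 for 1 to 4 h down (320). HT effects changed over time for gene numbers of 70 for 1 to 2 h down (175), 108 for 2 to 4 h down (211) and 239 for 1 to 4 h down (384). The control genes that differed from 0 h numbered 566 for 1 h down (296). The difference between mesophyll and bundle sheath in the share of up-regulated genes was 25.2 percentage points for ROS genes in HL (44.0, Fisher's exact test with adjusted p = 0.387). Overlap stood at an observed over expected ratio of 0.981 for genes down in both (1.02, Fisher's exact test p = 0.643). On log2(TPM + 0.1) the median log2 fold change was 0.37 at HL_4h. The cause of the other changes was not tested.

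With the replicate block, the genes whose HL effect changed numbered 1 for 2 to 4 h up (9). With the second index as a covariate, the DEGs of a contrast numbered 244 for HT_4h up (603) and 392 for HT_4h down (801). HL effects changed over time for gene numbers of 0 for 2 to 4 h up (9). For the HL effect from 2 to 4 h, 1230 genes had an unadjusted p under 0.05 in the reported fit. In these 2 settings columns with no known letter or index were left out, so they give no value for contrasts with HL_1h or HT_1h and for counts over all time points. The cause of the changes was not tested. Since 3 of 4 libraries of HT_4h carry 1 index and all 4 of ctrl_4h the other, the lower number at HT_4h does not tell an index effect from a loss of information.

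With the genes called in any contrast as the background, the observed over expected overlap was 0.711 for genes up in both (1.29, Fisher's exact test p = 1), 0.720 for genes down in HL and up in HT (1.31, Fisher's exact test p = 1), 0.781 for genes up in HL and down in HT (1.42, Fisher's exact test p = 1) and 0.561 for genes down in both (1.02, Fisher's exact test p = 1). By construction this background leaves out the genes called in neither treatment. Among DEGs of 1 h alone, the observed over expected overlap was 1.07 for genes up in HL and down in HT (1.42, Fisher's exact test p = 0.272) and 1.95 for genes down in both (1.02, Fisher's exact test p = 5.78e-15). The cause was not tested. Among DEGs of 2 h alone, the observed over expected overlap was 1.12 for genes down in HL and up in HT (1.31, Fisher's exact test p = 0.104), 0.985 for genes up in HL and down in HT (1.42, Fisher's exact test p = 0.590) and 0.985 for genes down in both (1.02, Fisher's exact test p = 0.583). For these changes the cause was not tested. Among DEGs of 4 h alone, the observed over expected overlap was 1.09 for genes down in HL and up in HT (1.31, Fisher's exact test p = 0.199) and 1.28 for genes down in both (1.02, Fisher's exact test p = 0.00154). Of this, the cause was not tested. In the 100 simulated data sets with shared controls and effects on unrelated genes, 0 were as large for genes down in both at 1 h and 100 at 4 h, so the low p at 4 h is not beyond shared controls. With 2 control libraries for HL and the other 2 for HT, as the mean of 6 assignments, the correlation of HL and HT log2 fold changes was −0.0482 at 1 h (0.0878), 0.0342 at 2 h (0.123) and 0.0545 at 4 h (0.148). The observed over expected overlap was 1.16 for genes up in both (1.29). The assignments ranged from 0.839 to 1.40 for genes up in both, and each uses fewer control libraries by construction. Shared controls raise a correlation by construction, and the lower values without them show that part.

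With the calls of each time point counted separately, the difference between mesophyll and bundle sheath in the share of up-regulated genes was −50.6 percentage points for ROS genes in HT (−46.4, Fisher's exact test with adjusted p = 0.0112), 100 percentage points for sugar genes in HL (100, Fisher's exact test with adjusted p = 0.00150) and 61.1 percentage points for HSPs in HL (56.0, Fisher's exact test with adjusted p = 0.0112). By construction a gene can then be counted up to 3 times. With the correlation within each list estimated by camera, the pairs of list and time point past the threshold numbered 3 for HL (26) and 3 for HT (10). The cause was not tested. With fry in place of camera, the pairs of list and time point past the threshold numbered 47 for HL (26) and 24 for HT (10). For these changes the cause was not tested. With TPM centred and not scaled, the percent of variance was 40.2 on PC1 (16.1) and 25.6 on PC2 (11.1). On log2(TPM + 1), the percent of variance was 15.3 on PC1 (16.1) and 11.6 on PC2 (11.1). On log2(TPM + 0.1), the percent of variance was 14.7 on PC1 (16.1) and 11.4 on PC2 (11.1). On the tested genes only, the percent of variance was 22.2 on PC1 (16.1) and 15.9 on PC2 (11.1). By construction, highly expressed genes carry more of the variance without scaling, and the tested genes are fewer. The cause of the other changes was not tested.

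The settings of this paragraph were chosen after seeing the data. With the reads behind the TPM files of all 40 libraries, the difference between mesophyll and bundle sheath in the share of up-regulated genes was 41.7 percentage points for ROS genes in HL (44.0, Fisher's exact test with adjusted p = 0.0536). Of this, the cause was not tested. With DESeq2 on these reads, the genes changed at least 5-fold numbered 13 for repressed in HT_4h (23). The genes whose HL effect changed numbered 208 for 1 to 2 h up (137), 187 for 1 to 2 h down (114), 31 for 2 to 4 h up (9) and 21 for 2 to 4 h down (3). The genes whose HT effect changed numbered 264 for 1 to 2 h up (159). Mesophyll and bundle sheath differed in the share of up-regulated genes by 100 percentage points for sugar genes in HL (100, Fisher's exact test with adjusted p = 0.0400) and 61.0 percentage points for HSPs in HL (56.0, Fisher's exact test with adjusted p = 0.0400). The cause was not tested. With the replicate block on these reads, the genes whose HL effect changed numbered 69 for 1 to 2 h down (114) and 1 for 2 to 4 h up (9). Between cell types, the share of up-regulated genes differed by 41.7 percentage points for ROS genes in HL (44.0, Fisher's exact test with adjusted p = 0.0536). For these changes the cause was not tested. With the second index as a covariate on these reads, the DEGs of a contrast numbered 335 for HT_4h up (603). The DEGs at all 3 time points numbered 54 for HT up (82). The genes changed at least 5-fold numbered 29 for induced in HT_4h (56) and 47 for repressed in HT_2h (88). For the HL effect, the numbers of genes with a change over time were 91 for 1 to 2 h up (137), 2 for 2 to 4 h up (9), 7 for 2 to 4 h down (3) and 181 for 1 to 4 h up (298). For the HT effect, the numbers of genes with a change over time were 62 for 1 to 2 h up (159), 52 for 1 to 2 h down (175) and 160 for 1 to 4 h up (335). The difference between mesophyll and bundle sheath in the share of up-regulated genes was 81.0 percentage points for HSPs in HL (56.0, Fisher's exact test with adjusted p = 0.0245). Of this, the cause was not tested. With ctrl_0h replicates C and D summed to 1 library, the control genes that differed from 0 h numbered 342 for 1 h up (561) and 165 for 1 h down (296). Here fewer libraries entered ctrl_0h by construction.

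Each library was also left out in turn, which leaves fewer libraries by construction. The ranges are given for results that some fit moved. The DEGs of a contrast numbered 495 to 793 for HT_1h down over 8 fits (773, lowest without HT_1h replicate n2), 489 to 794 for HT_2h up over 8 fits (769, lowest without HT_2h replicate A), 475 to 796 for HT_2h down over 8 fits (768, lowest without HT_2h replicate B), 314 to 643 for HT_4h up over 8 fits (603, lowest without HT_4h replicate B) and 357 to 789 for HT_4h down over 8 fits (801, lowest without HT_4h replicate B). The DEGs at all 3 time points numbered 53 to 86 for HT up over 24 fits (82, lowest without ctrl_4h replicate B). The genes changed at least 5-fold numbered 32 to 76 for induced in HT_4h over 8 fits (56, lowest without HT_4h replicate B), 43 to 116 for repressed in HT_1h over 8 fits (83, lowest without ctrl_1h replicate A), 13 to 28 for repressed in HT_4h over 8 fits (23, lowest without ctrl_4h replicate A) and 9 to 21 for repressed in both over 35 fits (15, lowest without HT_1h replicate D). The genes whose HL effect changed numbered 64 to 171 for 1 to 2 h up over 15 fits (137, lowest without HL_2h replicate D), 59 to 145 for 1 to 2 h down over 15 fits (114, lowest without HL_2h replicate D), 0 to 11 for 2 to 4 h up over 16 fits (9, lowest without HL_2h replicate A among others), 0 to 5 for 2 to 4 h down over 16 fits (3, lowest without HL_2h replicate A among others) and 179 to 325 for 1 to 4 h up over 15 fits (298, lowest without HL_1h replicate B). The genes whose HT effect changed numbered 25 to 284 for 1 to 2 h up over 16 fits (159, lowest without HT_1h replicate n2), 29 to 327 for 1 to 2 h down over 16 fits (175, lowest without HT_1h replicate n2), 119 to 453 for 2 to 4 h up over 16 fits (288, lowest without HT_2h replicate B), 76 to 320 for 2 to 4 h down over 16 fits (211, lowest without HT_4h replicate B), 152 to 508 for 1 to 4 h up over 16 fits (335, lowest without HT_4h replicate B) and 212 to 465 for 1 to 4 h down over 16 fits (384, lowest without HT_4h replicate B).

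The control genes that differed from 0 h numbered 167 to 612 for 1 h up over 8 fits (561, lowest without ctrl_1h replicate D), 82 to 361 for 1 h down over 8 fits (296, lowest without ctrl_1h replicate D) and 355 to 551 for 2 h down over 8 fits (538, lowest without ctrl_2h replicate D). The percent of variance was 14.7 to 16.5 for PC1 over 40 fits (16.1, lowest without HL_4h replicate B) and 10.7 to 11.8 for PC2 over 40 fits (11.1, highest without HL_4h replicate B). The ratio of RCA_β to RCA_α was 1243 to 2160 over 4 fits (1419, highest without ctrl_0h replicate D). The difference between mesophyll and bundle sheath in the share of up-regulated genes was 34.5 to 44.8 percentage points for ROS genes in HL over 23 fits (44.0, lowest without HL_4h replicate D), 100 to 100 percentage points for sugar genes in HL over 23 fits (100), 41.0 to 81.0 percentage points for HSPs in HL over 23 fits (56.0) and −10 to 0 percentage points for HSPs in HT over 24 fits (−5.26, highest without HT_4h replicate B or HT_4h replicate D). The observed over expected overlap was 0.962 to 1.07 for down in both over 35 fits (1.02, lowest without HT_1h replicate n2).

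In the fits with 1 library left out, the call for ROS genes in HL was kept in 12 of 23, with a highest adjusted p of 0.0991 (Fisher's exact test) without ctrl_2h replicate A. HSPs in HL were called in 3 of 23, without ctrl_4h replicate B or C and without HL_1h replicate n1. Sugar genes in HL were called in 4 of 23, without the same 3 libraries and without ctrl_1h replicate A. For HSPs in HT the difference became 0 without HT_4h replicate B or D. The overlap of genes down in both fell under 1 in 12 of 35 fits and was called without ctrl_2h replicate B (1.07, Fisher's exact test p = 0.0469).

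Depth limits these results in 1 way that was measured. With every library thinned to the smallest total, 11195 genes on average passed the low-count filter, against 14293, and 4055 genes were called at ctrl_4h against ctrl_0h. No alternative was left out for its running time.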

Differences from the paper's values

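The paper states a basal level of *RCA_β* approximately 700-fold above that of *RCA_α* (the paper's value). At ctrl_0h the mean TPM of *RCA_β* here is 1419 times that of *RCA_α*, which had 1 to 4 counts per library. Of the alternatives set before the data were examined, a pseudocount of 1 on both, with 718, falls within the paper's value. The ratio of mean counts, 1529, and the fits that each left out 1 library, 1243 to 2160, do not. With ctrl_0h replicates C and D as 1 library, chosen after seeing the values, it was 1574.

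All other numbers that the paper gives for the measures computed here lie within 1.5 times of the values here. With DESeq2 on the reads behind the TPM files of all 40 libraries, a setting chosen after seeing the values, the DEGs at all 3 time points were 742 up and 674 down in high light and 107 up and 74 down in high temperature, where the paper's values are 742, 674, 102 and 72. The values here are 623, 632, 82 and 67.

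The paper describes more genes down-regulated in both treatments than chance gives. Here they numbered 424 where 416 were expected, a ratio of 1.02 (one-sided Fisher's exact test, p = 0.323). The ratio passed the threshold under these alternatives set before the data were examined: no low-count filter (1.73), limma on log2(TPM + 1) (1.15), the same with a filter at 1 TPM (1.36), 2 groups per fit (1.12), total counts only (1.10), and DEGs of 1 h (1.95) and of 4 h (1.28) alone. It also passed without ctrl_2h replicate B (1.07). The further 100 simulated sets, with shared controls and effects on unrelated genes, gave ratios from 1.16 to 1.33 over all time points. Passing the threshold of Fisher's exact test therefore does not by itself show an excess beyond such sets. At 1 h alone 0 of 100 sets were as large as observed, and at 4 h alone 100 of 100. The other alternatives were not simulated.

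The paper describes the genes up-regulated at all 3 time points as the largest subset in high light. Here 623 genes were up at all 3, fewer than the 787 up at 2 h only and the 711 up at 2 and 4 h. They were the largest subset with DESeq2 on the reads behind the TPM files (742 against 713 and 697), chosen after seeing the values. At none of the 12 other settings for which the subsets were counted were they the largest, and with at least 10 counts in every library they were 448 against 499 up at 2 and 4 h.

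The paper attributes the first principal component mainly to time. Here 46.4% of the spread along it lay between time points and 45.7% between treatments. Without HL_4h replicate B they were 38.2% and 55.2%, and without HL_2h replicate C 51.8% and 40.1%. With TPM centred and not scaled the shares were 45.5% and 26.6%, and with the tested genes only 44.7% and 51.7%.

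The paper describes *PGRL1-B* among the genes that rose in high temperature. Here its log2 fold changes were 0.35 at HT_1h (edgeR's quasi-likelihood test, adjusted p = 0.0875) and 0.34 at HT_2h (adjusted p = 0.0930). It was called with DESeq2 at both time points (adjusted p = 0.0332 and 0.0335), and with DESeq2 on the reads behind the TPM files, chosen after seeing the values (adjusted p = 0.0357 and 0.0368).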

Other observations

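Chosen only after the values were seen were the test that 1 library is in the files 2 times, the test with constant effects enlarged to the observed number of genes, the simulated controls for each treatment of its own, the fits to the reads behind the TPM files and the sum of ctrl_0h replicates C and D. The other tests were chosen before the results that they measure.

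Replicates C and D of ctrl_0h differ less than any other pair of replicates. Their chi-square per degree of freedom, over genes with at least 20 reads in the pair, is 1.41, and that of the 59 other pairs lies between 3.88 and 33.6. Both have few reads, but with every library thinned to 1 depth the other pairs lie at 2.32 or higher, and this pair at 1.36, so low depth is not the whole cause. Nor are they 2 random parts of the reads of 1 library, since such parts reached at most 1.027 in 20 draws. These draws leave out any difference between 2 sequencing runs, so 1 library sequenced 2 times is not excluded. The same plants or leaf extract in both libraries, with library preparation apart, stays open and could not be tested here. Summed to 1 library, they gave 342 genes up and 165 down at ctrl_1h against ctrl_0h.

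The 2 second indices of the libraries go with a difference in expression within conditions. Of the tested genes, 6.894% (986 of 14302) passed an adjusted p of 0.05 for the index in edgeR, against 0 for the replicate letter (551 at an unadjusted p under 0.05). The index may stand for a lane, a batch of libraries or a day, none of which the labels give. With it as a covariate, HT_4h had 244 genes up and 392 down. *RCA_α* (Sevir.8G261466) at HT_1h stood at 7.07 and 7.10 TPM in the libraries with AK2941 and at 22.1 and 23.7 TPM in those with AK10751, an observation chosen after its values were seen and not tested.

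More genes were called in high light than in high temperature. With every library thinned to 1 depth, the ratio was 2.582, so a difference in depth is not the cause. High temperature replicates spread more than high light replicates at 1 of 3 time points, so a larger spread in high temperature is not the cause at the others and stays open for a part at 2 h. Among the 35 splits of the libraries of each treatment and its control, only the true split gave as many genes. That is 1 of 35 at HL_1h, HL_2h, HL_4h, HT_1h, HT_2h and HT_4h, and 1 of 35 in each comparison of high light with high temperature at 1, 2 and 4 h. A stronger response to this light than to this temperature is a hypothesis that these tests leave open.

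The overlap of high light and high temperature DEGs was weighed against the shared control libraries, in 100 simulated data sets in which the effects fall independently on genes of similar mean count. An overlap as far above chance was found in 0 of 100 sets for genes up in both, in 0 of 100 for genes down in high light and up in high temperature, and in 0 of 100 for genes up in high light and down in high temperature. For genes down in both it was found in 100 of 100, since the observed ratio of 1.02 lies below all of them (1.08 to 1.34). That overlap is thus no excess for shared controls to explain. Simulated controls for each treatment of its own gave 1.00 for genes up in both and 1.15 for genes down in both, against 1.09 and 1.23 with shared ones, so shared controls raise both ratios a little. For opposite directions they gave 1.14 and 0.990, against 1.09 and 0.958 with shared ones.

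The number of pathway lists called by camera was compared with that of the 35 splits of the libraries. Counting the true split, as many lists were called in 5 of 35 splits at HL_1h, 1 of 35 at HL_2h, 3 of 35 at HL_4h, 6 of 35 at HT_1h, 14 of 35 at HT_2h and 14 of 35 at HT_4h. Only at HL_2h is the number of lists beyond what other splits give in 1 of 20. Camera takes a fixed correlation of 0.01 between the genes of a list, and with the correlation estimated, 3 pairs of list and time point were called in high light and 3 in high temperature. A higher correlation within lists is consistent with the many lists that other splits give.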
